# Astro-Versus Microglia-Enriched Transcriptomes from Aged *Atxn2*-CAG100-Knockin Mice Suggest Underlying Pathology of RNA Processing at Ribosomes, and Possibly at U-Bodies

**DOI:** 10.3390/cells15080699

**Published:** 2026-04-15

**Authors:** Georg Auburger, Arvind Reddy Kandi, Rajkumar Vutukuri, Luis-Enrique Almaguer-Mederos, Suzana Gispert, Nesli-Ece Sen, Jana Key

**Keywords:** Miltenyi MACS adult brain separator, fractionation controls *Aif1*, *Gfap*, *Map2*, *Cldn5*, RNA-seq, STRING enrichment bioinformatics, neurofilament loss, mRNA circularization, translation dynamics, uridine-rich small nuclear RNA, U1 3′ stem-loop structure recognition by SMN

## Abstract

Spinocerebellar Ataxia type 2 (SCA2) and Amyotrophic Lateral Sclerosis type 13 (ALS13) are triggered by polyglutamine expansion in Ataxin-2 (ATXN2). To understand these neurodegenerative disorders at the molecular level, the brains of 10-month-old *Atxn2*-CAG100-knockin mice were analyzed as microglial, astroglial and neuronal fractions via global RNA sequencing. Data were validated by comparison with the spinal cord oligonucleotide microarray profile or filtered by RNA-seq consistency. Here, we show that the mutation causes a massive inflammatory response in microglia and a reciprocal loss of neuronal transcripts in glial fractions, suggesting severe synapse loss. Beyond these general neurodegenerative signs, we identify pathognomonic changes in the machinery for protein translation and RNA splicing. Glial fractions showed upregulation of *Gpnmb* (to 2082%), *Cst7*, *Clec7a*, *Axl*, *Csf1*, *Lgals3*, *Lgals3bp*, *Slc11a1*, and *Usp18* as an unspecific neuroinflammatory signature, versus downregulation of axonal *Nefh* (to <19%), and synaptic *Scn4b*, *Camk2b*, *Rab15*, and *Grin1* mRNAs correlating with circuit disconnection. In all fractions, reductions in *Kif5a*, *Rph3a*, and *Cplx1* were noted versus disease-specific inductions of ribosomal subunits, presumably mirroring the partial loss-of-function of ATXN2 as RNA translation modulator. Selective accumulations of embryonic factors *Rnu1b2* and *Eef1a1* versus downregulation of adult *Eef1a2* specify the mutation impact on splicing and translation elongation. As a potential underpinning of toxic gain-of-function, the proteostasis transcript *Rnf213* appeared increased in astroglial and microglial fractions. These transcriptome data suggest altered ribosomal and spliceosome machinery, with massive microgliosis versus mild astrogliosis, at the core of SCA2 and ALS13.

## 1. Introduction

Our research on molecular mechanisms in neurodegenerative disorders is focused on a rare disease named Spinocerebellar Ataxia type 2 (SCA2), which is caused by a CAG repeat expansion with autosomal dominant inheritance and occurs worldwide [1,2,3,4]. This entity was first described in India [5], and the further definition of its characteristic features was pioneered in a large Cuban founder population [6,7,8,9,10,11,12,13,14,15,16,17,18,19,20,21], as well as in Japan, India, Europe, the USA, and China [22,23,24,25,26,27,28,29,30,31,32,33,34,35,36,37,38,39,40,41,42,43,44,45,46]. Three teams in parallel identified Ataxin-2 (ATXN2) as the responsible disease protein, demonstrating that unstable expansions of its poly-glutamine (polyQ) domain from the normal size of 22 (or 23) to >33 residues represent the causal event that triggers this multi-system atrophy [47,48,49].

Intermediate size expansions in the polyQ domain of ATXN2 do not have the strength to cause monogenic disease, but at lengths perhaps from 27Q, and certainly from 31Q until 33Q render motor neurons of the spinal cord and the brain cortex more vulnerable to manifestation of Amyotrophic Lateral Sclerosis (ALS) at adult ages [50,51,52,53,54]. The pathogenesis involving intermediate-sized polyQ expansions in ATXN2 has been named ALS type 13 (see https://omim.org/entry/601517, last accessed on 25 January 2026).

ATXN2 is a large protein with sizes between 600 and 1300 amino acids, which evolved during the time early eukaryotic life had sustained exposure to oxidative stress from endosymbionts, surrounding them with protective double membranes [55]. Thus, its functions were necessary for all fungi, insects, animals, and plants across evolution, but remain to be understood. All orthologs and paralogs of the protein family across evolution share a characteristic order of an N-terminal Like-Sm (LSm) domain containing five beta-barrels, followed by an LSm-associated domain (LSmAD) with some alpha-helix structures, and at about 3/5 of the protein length, the linear PABP-interacting motif 2 (PAM2) (in plants also known as CID) motif [56,57,58,59], with all of these conserved sequences being surrounded by intrinsically disordered regions (IDRs) of relatively high variability [55,60,61]. The LSm and PAM2 sequences are also found in other protein families, while the LSmAD seems specific to the Ataxin-2 gene family and has the strongest sequence conservation. RNA association is known to occur directly for the LSm domain [62], indirectly somewhere between LSm and LSmAD via the RNA helicase DDX6 [63,64], and indirectly via the poly(A)-binding protein (PABP) for the PAM2 motif [60,65], while the function of LSmAD remains to be understood. Although the interaction with poly(A) tails of mRNAs clearly indicates a role of ATXN2 for coding transcripts, extensive mRNA profiling efforts in diverse organisms were unable to define individual transcripts affected by ATXN2 polyQ expansions with consistency across different tissues. 

Gene duplication events occurred independently when organisms moved from protected freshwater environments to enhanced stress exposures during terrestrial life. In all animals since chordate development (except flying birds), ATXN2 coexists with its duplicated shorter homolog ATXN2L, which shows even stronger expression. LSm/LSmAD/PAM2 deletions in ATXN2L were shown to interfere with mouse embryonic development, similar to the essential role of single-copy Ataxin-2 for the development of nematodes, flies and yeast, while targeted deletion of the N-terminal IDR1 with the polyQ domain of ATXN2 in mice produced only mild phenotypes with adult progressive obesity, high blood fats, insulin resistance, locomotor hyperactivity and subtly altered ribosomal translation efficiency [66,67,68,69,70,71,72,73,74,75,76,77,78,79,80,81,82,83,84,85,86,87]. An independent gene duplication event in the evolution of pioneer terrestrial plants with enhanced stress exposure, such as *Amborella* shrub and *Araucaria* conifer monocots [55], produced Ataxin-2 orthologs that were named CID3 and CID4, but apparently failed to develop distinguishing sequence features, and play enigmatic roles for development [88]. Clearly, a necessity of Ataxin-2 for cellular stress responses and RNA quality control was documented in multiple species across evolution, and its re-localization in stress periods from ribosomes to stress granules for RNA triage (and somewhat to P-bodies where RNA degradation occurs) is its characteristic feature upon microscopic analyses in cells before and during oxidative stress [63,81,83,84,89,90,91,92,93,94]. During normal cellular growth, the experimental manipulation of the Ataxin-2 orthologs, e.g., in flies, and their association with the ribosomal translation machinery was documented. However, *Ataxin-2* mutations also prominently affect the actin cytoskeleton, and this phenotype is not understood at a mechanistic level until today [56,85,95].

Previous PAR-CLIP studies in human HEK293T cells showed that ATXN2 binds directly to AU-rich sequences in the 3′ ends of mRNAs, while luciferase assays in HEK293T and SH-SY5Y cells demonstrated reduced protein expression in the presence of ATXN2-Q31 and ATXN2-Q39 expansions [62]. The analysis of *Drosophila melanogaster* Atx2 mutant brain homogenates confirmed this binding selectivity and showed decreased levels of Atx2-target mRNAs in post-mitotic neurons upon Atx2 knockdown [96,97]. Beyond the role of Ataxin-2 family members for mRNA processing, spurious findings by RNA sequencing technologies in mice, flies, and plants also suggested some dysregulation of microRNA [77,88,98,99], without clear consistencies or a detailed understanding of the mechanism involved.

In our current study, we employed aged mouse brains to generate cell-type-enriched fractions using equipment and reagents from the company Miltenyi Biotech. To have maximal mutation effects, a Q100 domain encoded by a pure CAG100 expansion was substituted for the physiological single Q residue in mouse ATXN2 by targeted knockin technology [100]. This mouse mutant was previously shown to model the spatio-temporal SCA2/ALS13 pattern of neurodegeneration and locomotor behavior deficits, with several pathology aspects in peripheral tissues, in an authentic manner [100,101]. The RNA yields from neuronal fractions turned out to be insufficient for standard RNA-seq analyses, but the highly sensitive MACE-seq enabled quantification of >10,000 mRNAs in each fraction, and the comparison of compound KINvsWT data with individual data from astroglial KINvsWT and microglial KINvsWT permitted stringent data filtering based on consistency criteria. Overall, a prominent impact of ATXN2 polyQ expansion on ribosomal translation was elucidated, with the exploratory data pointing to an impairment of the translation elongation step. Furthermore, an impact of the mutation on RNA processing, involving non-coding small RNAs, was documented, and preliminary insights regarding a plausible mechanism were identified.

## 2. Materials and Methods

### 2.1. Mouse Husbandry

All mouse experiments were approved by regional authorities and performed in compliance with the German Animal Welfare Act, the Council Directive of 24 November 1986 (86/609/EWG), with Annex II and the ETS123 (European Convention for the Protection of Vertebrate Animals). Mice were provided with food and water ad libitum and were housed in a regular 12 h light-dark cycle at the central animal facility (ZFE) of the University Hospital Frankfurt. Heterozygous mating was employed to generate *Atxn2*-CAG100-KIN mice with a C57BL/6 background. The offspring littermates, namely homozygous *Atxn2*-CAG100-knockin (KIN) and wild-type animals of the same sex, were aged in neighboring cages for subsequent comparisons. Of the 10-month-old mice studied by RNA-seq, two mutant-WT pairs were male, and one pair was female.

### 2.2. Genotyping

DNA was isolated from ear punches. In total, 50 µL of alkaline lysis buffer (10 mM NaOH, 0.2 mM disodium EDTA, pH 12) was added to ear punches or tail clips, followed by incubation at 95 °C for 30 min. Samples were cooled down on ice, followed by adding 50 µL of neutralization buffer (40 mM Tris-HCl, pH 5). 1 µL of this extracted DNA was used for polymerase chain reaction (PCR). TaKaRa LA Taq-Polymerase (Takara Bio Inc., #RR002A, Takara Bio USA, San Jose, CA, USA) was used to identify wild-type and *Atxn2*-KIN alleles with primer pair F-NOW1 5′-TGAGTTGACTCCACAGGGAGGTGAGC-3′ and R-NOW1 5′-CCATCTCGCCAGCCCGTAAGATTC-3′. The wild-type allele yields an amplicon size of 793 bp, and the KIN allele yields 948 bp.

### 2.3. Isolation of Cell Types from the Mouse Brain

The subsequent protocol is adapted from Miltenyi adult brain dissociation (Miltenyi, #130-107-677, Miltenyi Biotech, Bergisch Gladbach, Germany): adult neuron isolation, mouse (Miltenyi, #130-126-603); Anti-ACSA2 MicroBead Kit, mouse (Miltenyi, #130-097-679); and CD11b (Microglia) MicroBeads, human and mouse (Miltenyi, #130-093-636)—see [102,103]. All steps were performed with ice-cold buffers unless stated otherwise.

#### 2.3.1. Tissue Dissociation

Mouse brains were isolated, weighed, and transferred to gentleMACS C-tubes (Miltenyi, #130-096-334) containing ice-cold DPBS with Ca^2+^ and Mg^2+^ (DPBS). Each C-tube never exceeded 500 mg of tissue. DPBS was replaced with 1950 µL of enzyme mix 1, as mentioned in the Miltenyi adult brain dissociation kit (Miltenyi #130-107-677). To this, 30 µL of enzyme mix 2 wereadded, and sealed C-tubes were attached to the gentleMACS Octo Dissociator with heaters (Miltenyi, #130-096-427). After 30 min of gentle tissue dissociation at 37 °C, samples were briefly centrifuged in 15 s pulses, never allowing them to cross 300× *g*. All material was allowed to collect at the bottom of the tube, the supernatant was discarded, and the cell pellet was resuspended gently in 10 mL of ice-cold DPBS. The MACS SmartStrainer (Miltenyi, #130-098-462) was rinsed with ice-cold DBPS, and the cell suspension was passed through and collected in a 15 mL tube. Samples were centrifuged at 300× *g* for 10 min at 4 °C. The supernatant was aspirated, the cell pellet was resuspended in ice-cold DBPS, and samples were processed for debris removal. For culturing, brain tissue from 3-day-old pups was dissociated using the Neural Tissue Dissociation Kit (P) (Miltenyi Biotech, #130-029-628), following the manufacturer’s instructions.

#### 2.3.2. Debris Removal

For debris removal, a density gradient approach was used where the cells were resuspended with 3100 µL of ice-cold DBPS, to which 900 µL of debris removal solution was added and gently mixed well. About 4 mL of ice-cold DPBS was added gradually to form two layers. Samples were then centrifuged at 3000× *g* for 10 min at 4 °C. The top two layers were aspirated off, and ice-cold DPBS was added to the bottom layer and mixed well by inverting the tube. This tube was again centrifuged at 1000× *g* for 10 min at 4 °C, and the supernatant was discarded.

#### 2.3.3. Red Blood Cell Removal

To eliminate red blood cells, 1 mL of 1× red blood cell solution (Miltenyi, #130-096-334) was added to the cell pellet and incubated at 4 °C. After 10 min, 5 mL of ice-cold DBPS was added and mixed well. Samples were centrifuged at 4 °C and 300× *g* for 10 min, and the supernatant was discarded.

#### 2.3.4. Magnetic Separation

Before magnetic separation, cell number was determined, and 80 µL of ice-cold DPBS with Ca^2+^ and Mg^2+^ + 0.5% BSA were added to the cell pellet for a total number of cells in the range of 5 × 10^6^–4 × 10^7^. Microglia, astrocytes and neurons were isolated sequentially from a single mouse brain. (i) In total, 20 µL of CD11b (Microglia) MicroBeads (Miltenyi #130-093-636) was added to the cell suspension and incubated at 2–8 °C for 10 min. The LS columns (Miltenyi, #130-042-401) were rinsed with 2 mL of ice-cold DPBS with Ca^2+^ and Mg^2+^ + 0.5% BSA, and flow-through was discarded. A final volume of 500 µL of cell suspension was allowed to flow through the LS columns, and the flow-through was collected, which contained unlabeled cells. The LS column was washed 3 times with ice-cold DPBS with Ca^2+^ and Mg^2+^ + 0.5% BSA. The microglia fraction was eluted into a new tube by firmly pushing the plunger onto the LS column containing 1 mL of ice-cold DPBS with Ca^2+^ and Mg^2+^ + 0.5% BSA. This process was repeated once again to enrich purity. (ii) The unlabeled cell fraction was centrifuged at 4 °C at 300× *g* for 10 min, and the cell pellet was resuspended in 80 µL of ice-cold DPBS with Ca^2+^ and Mg^2+^ + 0.5% BSA. In total, 10 µL of FcR blocking reagent (Miltenyi #130-115-390) was added to the cell suspension and incubated at 2–8 °C. After 10 min, Anti-ACSA-2 MicroBeads (Miltenyi #130-115-390) were added and again incubated at 2–8 °C for 15 min. Magnetic separation was performed similarly to the microglia fraction. (iii) The unlabeled cell fraction after astrocyte isolation was centrifuged at 4 °C at 300× *g* for 10 min, and the cell pellet was resuspended in 80 µL of ice-cold DPBS with Ca^2+^ and Mg^2+^ + 0.5% BSA. In total, 20 µL of non-neuronal cell biotin-antibody cocktail (Miltenyi #130-115-390) was added to the cell suspension and incubated at 2–8 °C. After 5 min, 20 µL of anti-biotin MicroBeads (Miltenyi #130-115-390) and 10 µL of CD31 MicroBeads (Miltenyi #130-097-418) were added to the cell suspension and incubated at 2–8 °C for 12 min. A final volume of 500 µL of cell mixture was allowed to flow through the LS columns. The columns were washed twice with 1 mL of ice-cold DPBS with Ca^2+^ and Mg^2+^ + 0.5% BSA. The flow-through contained neuronal cells.

#### 2.3.5. Culture of Primary Cells

The 24-well culture dishes were coated with 0.01 mg/mL poly-L-Lysine (PDL, Merck Millipore, Burlington, MA, USA) for 3 h at 37 °C, followed by washing once with sterile H_2_O. The microglia were cultured in DMEM/F12 (Gibco, Waltham, MA, USA) supplemented with 10% FBS (Gibco), 1% non-essential amino acids solution (Gibco), and 1× Pen-strep (Gibco). Astrocytes were cultured in MACS^®^ Neuro Medium (Miltenyi # 130-117-031) supplemented with 0.2% AstroMACS Supplement, 2% MACS NeuroBrew-21, 0.25% L-glutamine (0.5 mM) (Gibco) and 1× Pen-strep (Gibco). Neurons were cultured in Neuro Basal Media (Gibco), 2% B27 supplement (Thermo), 1% L-glutamine, 0.2% FGF (PeproTech), 0.2% PDGF (Proteintech) and 1× Penstrep (Gibco).

#### 2.3.6. RNA Extraction, Library Preparation, RNA-Seq, Differential Expression Analysis, and GSEA

Total RNA was extracted from all the isolated cell fractions using TRIzol (Sigma Aldrich, St. Louis, MO, USA) as per the manufacturer’s protocol. RNA quantification and quality scores were measured using a LabChipDX equipment (Revvity Inc., Waltham, MA, USA), and were adequate for subsequent sequencing in all fractions. The company GenXPro (Frankfurt am Main, Germany) performed the RNA sequencing. Sequencing libraries were prepared using the MACE-seq protocol (GenXPro GmbH, Frankfurt am Main, Germany). While standard RNA-seq requires between 100 ng and 1 µg of high-quality total RNA, MACE-seq focuses exclusively on the highly informative 3′-untranslated region, sequences short fragments of 50–800 bp, and generates reliable expression profiles even from single-cell amounts such as 0.03 ng of total RNA, being suitable even for degraded RNA from archived fixed and embedded tissue after a dozen years of storage, or for laser capture microdissected tissue, or for exosomal cargo [104,105,106,107,108,109]. Ribosomal RNA was depleted using the Qiagen FastSelect system (Qiagen Inc., Hilden, Germany), followed by polyadenylation of RNA molecules with *E. coli* poly(A) polymerase (New England Biolabs, Ipswich, MA, USA). Subsequent NGS library preparation, including the incorporation of “TrueQuant” unique molecular identifiers with dual indexing as molecular barcodes to eliminate PCR-induced bias and allow for precise quantification of mRNAs, was performed using the MACE-Seq kit (GenXPro GmbH, Frankfurt, Germany) according to the manufacturer’s instructions (see https://genxpro.net/sequencing/transcriptome/mace-massive-analysis-of-cdna-ends/, last accessed on 21 March 2026). Libraries were sequenced on an Illumina NextSeq 500 platform with 1 × 76 bps (Illumina Inc., San Diego, CA, USA). The differential expression analysis was performed with DESeq2 version 1.38, using the Benjamini–Hochberg correction for multiple testing, and employing cutoffs with an FDR-adjusted *p*-value lesser or equal to 0.05 and an absolute log2FC greater than or equal to 1.0 to establish significance. Further details on the panRNA-seq analysis procedures, quality control assessments, and gene set enrichment analyses (GSEA) can be found in Supplementary Materials S1 and S2, which were generated by the company GenXPro.

### 2.4. Reverse Transcription-Quantitative Polymerase Chain Reaction (RT-qPCRs)

TRIzol reagent (Sigma, #102543131) was used to isolate total RNA as per the manufacturer’s instructions. To convert RNA to cDNA, we used SuperScript™ IV VILO™ Master Mix with ezDNase™ Enzyme (Invitrogen #11766050, Waltham, MA, USA) with about 1 µg of total RNA as a template for all samples. After cDNA synthesis, the samples were diluted to a 1:10 ratio with ultrapure water. Each sample had biological replicates and technical duplicates. qPCR was performed using 2× FastStart Universal Probe Master (Roche, Basel, Switzerland, #4913957001) with TaqMan Gene Expression Assays (Applied Biosystems, Waltham, MA, USA) in StepOnePlus Real-Time PCR System (Applied Biosystems). The 2^−ΔΔCT^ method [110] was used for data analysis, from which expression values were averaged across biological/technical replicates per condition. The following Taqman assays were used: *Aif1*: Mm00520165_m1, *Atxn2*: Mm01199894_m1, *Cd31*: Mm01242576_m1, *Cldn5*: Mm00727012_s1, *Dlg4*: Mm00492193_m1 *Gfap*: Mm01253033_m1, *Kcnj8*: Mm00434620_m1, *Map2*: Mm00485231_m1, *Olig2*: Mm01210556_m1, *Tmem119*: Mm00525305_m1, and *Tbp*: Mm00446973_m1.

### 2.5. Immunohistochemistry

The respective cell types were cultured for 5 days post-isolation before immunocytochemical analysis. Cells were washed once with 1x phosphate-buffered saline (PBS) and fixed with 4% paraformaldehyde (PFA) in 1x PBS for 5 min at room temperature. Following fixation, cells were permeabilized with 0.1% Triton X-100 in 1× PBS for 2 min and subsequently blocked with Roti^®^-Block solution (Carl Roth, Karlsruhe, Germany) for 30 min at room temperature. For microglia and astrocyte staining, cells were incubated overnight at 4 °C in Roti^®^-Block containing the following primary antibodies: anti-IBA1 (Proteintech, CL647-81728, 1:200) or anti-GFAP (Proteintech, Rosemont, IL, USA, CL488-60190, 1:200), respectively. After primary antibody incubation, cells were washed three times with 1× PBS and counterstained with DAPI (Sigma-Aldrich, 1 mg/mL, D9542) to label nuclei. For neuronal staining, cells were incubated overnight at 4 °C with anti-MAP2 primary antibody (Proteintech, 17490-1-AP, 1:200) diluted in Roti^®^-Block. After washing with 1× PBS, cells were incubated with Donkey anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, DyLight™ 550 (Invitrogen, SA5-10039, 1:1000) for 1 h at room temperature. Following final washes with 1× PBS, all samples were mounted using DAKO mounting medium (Agilent, Santa Clara, CA, USA, #S3023) prior to imaging. Cell imaging was performed using Keyence, Frankfurt, Germany, BZ-X series, and ImageJ software (version 1.54) was used to merge images.

### 2.6. Quantification and Statistical Analysis

#### 2.6.1. Statistics

Statistical analysis was performed using GraphPad Prism (Boston, MA, USA, version 8). Volcano Plots were generated with GraphPad Prism (version 11). Bar graphs represent mean ± SEM and *p*-values from Welch’s *t*-test for spinal cord tissue. For cell culture experiments, bar graphs represent mean ± SEM, and 2-way ANOVA with multiple comparisons was used to determine *p*-values (T 0.05 < *p* < 0.1; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001).

#### 2.6.2. STRING Pathway Interaction and Enrichment Analysis

The web server https://string-db.org/ was used from 2024 to 2026 with version 12.0, with the last access on 15 January 2026.

## 3. Results

To understand and characterize the diseases SCA2 and ALS13 in different cell populations of the central nervous system, the *Atxn2*-CAG100-KIN model was used to isolate microglia, astrocytes, and neuron fractions from the whole mouse brain. This study aimed to obtain insights into the contribution of various cell types in pathology and to enable insights into aberrant RNA processing, via the RNA-seq approach rather than previously employed oligonucleotide microarrays, and to assess small RNA species (e.g., tRNAs and microRNAs).

### 3.1. Isolation of Murine Brain Cell Types Using MACS Technology

The workflow of the cell isolations is shown in Figure 1. Overall, brain dissociation followed the procedure described by [111] to isolate several cell types from a single mouse brain. Brains were dissected and collected in ice-cold DPBS with Ca^2+^ and Mg^2+^, then chopped into eight pieces and placed in gentleMACS C-tubes. Mechanical dissociation was performed with the Adult Brain Dissociation Kit (mouse and rat) and the 37C_ABDK_01 program of the gentleMACS Octo Dissociator with Heaters.

After dissociation, debris removal, and red blood cell lysis, cells were magnetically labeled and isolated using MACS technology as follows: (i) microglia with anti-CD11b MicroBeads (positive selection), (ii) astrocytes with anti-ACSA-2 MicroBeads (positive selection), and (iii) neurons with a non-neuronal cell biotin-antibody cocktail followed by anti-biotin MicroBeads (negative selection).

Initial trials showed high endothelial cell contamination in the neuron population. To resolve this, anti-CD31b MicroBeads were added alongside anti-biotin MicroBeads before magnetic separation, significantly improving neuron purity.

### 3.2. The Impact of the Atxn2-CAG100-KIN Mutation on the Brain and Its Cell Types

After establishing and validating the protocol by RT-qPCR (Supplementary Figure S1) and immunocytochemistry, we isolated microglia, astrocytes, and neurons from three wild-type (WT) and three approximately 10-month-old *Atxn2*-CAG100-KIN mutant-WT pairs to identify dysregulated molecules in different cell types due to SCA2 pathology.

At the age of 10 months, *Atxn2*-CAG100-KIN mutant brains showed significant weight reduction, averaging 350 mg compared to the wild-type average of 450 mg, consistent with previous findings regarding the severe cerebellar and moderate cortical atrophy [100] (Figure 2A). Post-isolated individual cells had 92% viable single-cell suspension. An average of 444,000 microglia, 419,667 astrocytes, and 23,666 neurons was obtained. *Atxn2*-CAG100-KIN mutants had significantly higher numbers of microglia and astrocytes, averaging 981,333 cells/mL and 1.03 million cells/mL, respectively (Figure 2B), in good agreement with the reactive microgliosis and astrogliosis expected during a neurodegenerative process with loss of neuronal processes. In view of the two-fold increase in microglial and astroglial cell numbers, normalized transcript levels of any markers of microglia and astroglia mass would therefore be expected around 200% even in the absence of reactive astrogliosis processes that imply active transcriptional upregulation. No difference in neuronal cell numbers was observed.

Upon RT-qPCR quality control analyses of purity in fractions from the 10-month-old brains, the factors studied included microglia markers (*Aif1*, *Tmem119*), an astrocyte marker (*Gfap*), a neuron marker (*Map2*), endothelial cell markers (*Cldn5*, *Cd31*), an oligodendrocyte marker (*Olig2*), and a pericyte marker (*Kcnj8*) (Figure S1).

### 3.3. Further Purity Analyses of Isolated Individual Brain Cell Types

Given that microglia have the physiological function to prune synapses and protect them from injury [112,113,114], mechanically disconnected synapses will co-purify with microglia. Similarly, astrocytes function to surround and protect synapses as well as Ranvier nodes from pulsating blood vessels, modulating the morphology of synapses, axons, and dendrites [115,116,117], so astrocytes will also co-sediment with severed neural projections. Finally, it is known that the non-labeled flow-through cells will not only contain neurons, but also endothelial cells [118]. Therefore, the purity of the isolated cell populations was further assessed by analyzing the expression of a complementary set of specific marker mRNAs in the RNA-seq output from 10-month-old brains as violin plots (Supplementary Material S1 and Figure 3A). Here, *Aqp4* and *Fgfr3* were documented as astroglia (as well as radial glia and ependymal cells) markers, *Aif1* and *Tmem119* as microglia markers, *Tubb3* as neuronal differentiation marker, *Gad1* as interneuron marker, *Olig2* as oligodendroglia marker, *Cldn5* as endothelial marker, and *Rgs5* as pericyte marker.

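Levels of the marker genes were computed as CPM from the sums per gene, and the 6 libraries of the fraction that a marker stands for were compared with the 12 libraries of the other fractions. *Aqp4* was at 29.6 ± 10.1 CPM (SD, n = 6) in astrocytes and at 0.212 ± 0.426 CPM (SD, n = 12) elsewhere, and *Fgfr3* was at 58.2 ± 25.8 CPM against 0.916 ± 1.08 CPM. *Aif1* was at 38.3 ± 3.46 CPM in microglia against 0.0426 ± 0.148 CPM elsewhere, and *Tmem119* at 86.1 ± 30.4 CPM against 0.0556 ± 0.13 CPM. *Tubb3* was at 83.9 ± 17.5 CPM in the neuronal fraction against 6.58 ± 6.48 CPM elsewhere, and *Gad1* at 16.8 ± 6.76 CPM against 2.26 ± 1.84 CPM. For each of these 6 genes, the lowest library of its own fraction lay above the highest library of the others (two-sided exact permutation test, *p* = 0.000108 for each gene and the same after Benjamini-Hochberg adjustment over the 6 genes, the smallest that 6 libraries against 12 allow). The separation was narrowest for *Gad1*, between 9.73 CPM and 5.38 CPM. With the transcript of highest mean in place of the sum per gene, the *Gad1* libraries overlapped. The lowest neuronal library was then at 1.55 CPM and the highest other library at 2.36 CPM (two-sided exact permutation test, *p* = 0.000862). Markers of other cell types were highest in the astrocyte fraction, without a test. *Olig2* was at 7.33 ± 1.85 CPM in astrocytes, 0.584 ± 0.528 CPM in microglia and 0.779 ± 0.898 CPM in neurons (SD, n = 6). *Cldn5* was at 7.45 ± 2.79, 3.74 ± 2.85 and 0.936 ± 1.27 CPM, and *Rgs5* at 3.85 ± 0.353, 0.788 ± 0.409 and 0.278 ± 0.448 CPM in the same order.

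**Figure D1:**
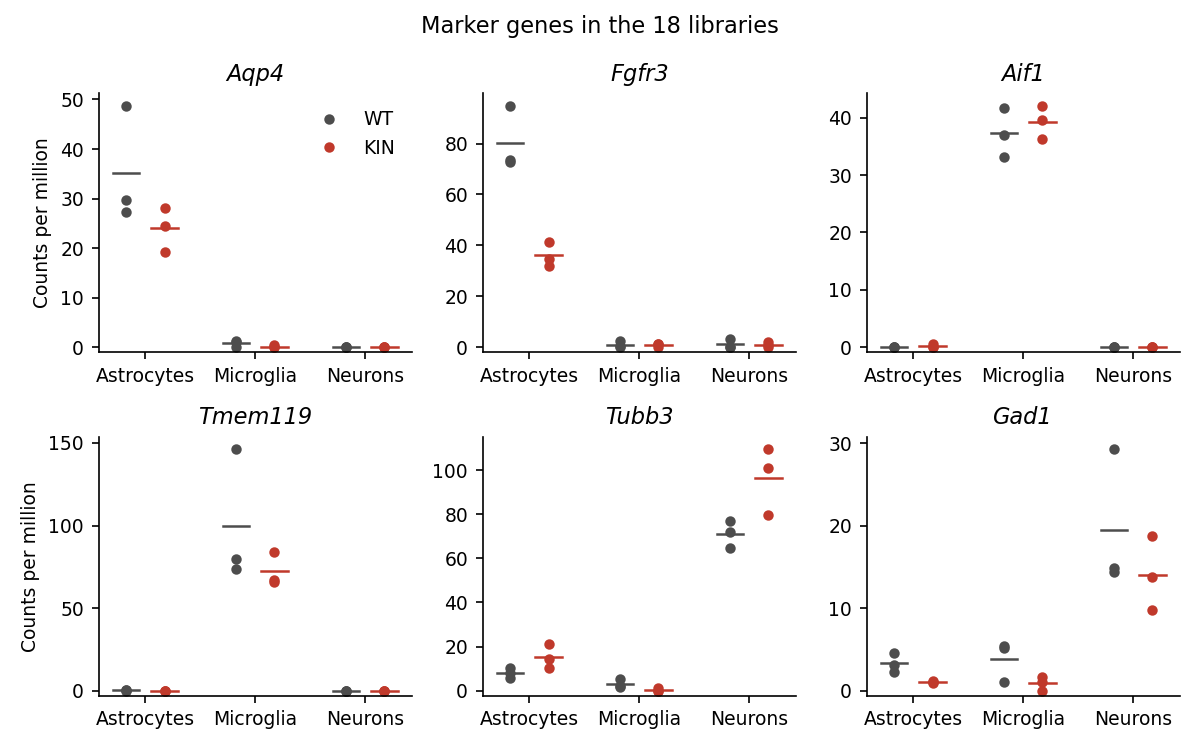
Level in CPM (vertical axis, with its own scale in each panel) of 6 marker genes in the astrocyte, microglia and neuronal fractions. Each point is one library, grey for WT and red for KIN, and each bar is the mean of 3 libraries; the astrocyte libraries start at 19.3 CPM for *Aqp4* and at 31.8 CPM for *Fgfr3*, and the microglia libraries at 33.2 CPM for *Aif1* and at 65.7 CPM for *Tmem119*.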

Microglia and neuron populations were approximately 90% pure; however, in the astrocyte population, there was a minor presence of *Map2*, *Cldn5*, *Olig2*, and *Kcnj8*. Importantly, data from brainrnaseq.org (last accessed on 5 February 2026) indicates that these latter transcripts exhibit mild expressions in astrocytes, which could explain their appearance in the RT-qPCR results [119].

Immunocytochemistry was performed to further validate the isolated cells on a cytological level. 3-day-old pups were used for cultivation (Figure 3B), since cells from 10-month-old mice showed reduced survivability. All cells were plated in a 24-well plate with the following seeding density: microglia at 2 × 10^5^ cells/well, astrocytes and neurons at 3 × 10^5^ cells/well. All isolated cells survived in culture for ~7 days post-isolation and seeding. However, the morphology and growth were best at two days for microglia and five days for astrocytes and neurons. Anti- IBA1, GFAP, and MAP2 antibodies were used for microglia, astrocytes, and neurons, respectively, in immunofluorescence staining (Figure 3C). All isolated cell types showed a cell-type-specific morphology and cellular marker expression.

### 3.4. Global Volcano Plots of RNA-Seq Profiles, as Well as Consistency Between New RNA-Seq Transcript Analysis and Previous Oligonucleotide Microarray Data Document Loss of mRNA in Synapses and Neurites from Glial Fractions, with an Elevated Neuroinflammation Signature

The extraction of RNA yielded sufficient amounts in astroglial and microglial fractions, but lower amounts in the neuronal fraction (Table S1) made it impossible to use the standard RNA-seq protocol. Therefore, in the present study, sequencing libraries of all fractions were prepared using the highly sensitive MACE-seq (Massive Analysis of cDNA Ends-sequencing) protocol with the inclusion of additional rRNA depletion and polyadenylation steps, thus allowing the capture of all RNA molecules simultaneously in comparable quality, including small RNA. 

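The data were 18 libraries, 3 from each of the astrocyte, microglia and neuronal fractions of wild-type (WT) mice and 3 from each fraction of *Atxn2*-CAG100-KIN (KIN) mice, which carry an expanded CAG repeat in the mouse *Atxn2* gene, all at the age of 10 months. In Table S1, RNA concentrations ranged from 10 to 44 ng/µL in the glial fractions and from 0.20 to 1.2 ng/µL in the neuronal fraction. Each cDNA molecule carried a unique molecular identifier. The authors removed PCR duplicates by this identifier and mapped the reads to one RNA class after another of the mouse genome mm39. They counted the mapped reads without separating the strands. They deposited the whole-number counts of 116873 transcripts without normalization. In the astrocyte fraction, the total count per library ranged from 2118317 to 2300100 in WT (median 2137099) and from 2478111 to 2829969 in KIN (median 2501290). In the microglia fraction, it ranged from 2334633 to 3296398 in WT (median 2830259) and from 2511565 to 2931018 in KIN (median 2588472). The neuronal libraries were smaller, with 761481 to 1017972 counts in WT (median 975225) and 1473194 to 2017932 in KIN (median 1867357), so that genotype and depth go together in this fraction. A level of 3 counts, used as the floor, corresponds to between 0.910 and 1.42 CPM (here scaled to the library total, without normalization factors) in the glial libraries and between 1.49 and 3.94 CPM in the neuronal libraries; it covers counting error only. For the comparisons and all other CPM values, the counts were normalized by edgeR's TMM method, and transcripts with at least 5 reads in at least 2 libraries of a comparison were tested in each fraction, 3 KIN libraries against 3 WT libraries, with edgeR's quasi-likelihood test. The compound comparison took all 18 libraries, with the fraction as a covariate. A change was called at a Benjamini-Hochberg adjusted *p* of at most 0.05 with an absolute log2 fold change (log2FC) of at least 1. Gene-level values are sums over all transcripts listed under one symbol. Where every library of a group had 3 counts or fewer, the fold is given as a bound (at least), with that group set to 3 counts. The bound uses the mean of the other group without its spread. It is therefore not a confidence limit and can stand beside a change that did not pass the threshold. Isoforms of one gene and overlapping genes share sequence, and the authors' counting could divide their reads, so the value of a single transcript is uncertain in this respect.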

The company GenXPro uses the term”panRNA-Seq” for this combination of MACE-Seq with polyadenylation. The standard RNA-seq procedure with traditional protocols uses hexamer primers to generate cDNA and analyze mRNAs in 10–30 fragments, thus generating shorter cDNA products, requiring at least 100 ng RNA as well as length-based normalization in typically 20 million reads. In contrast, the MACE-seq technique (which was developed in 2008 and optimized repeatedly, with >100 citations at present) focuses on a single highly specific fragment at the 3′-end of each mRNA where alternative splicing and alternative polyadenylation are frequent, with equivalent analytic depth being achieved from 0.03 ng samples at much lower cost, even in degraded RNA [104,120] and in circulating tumor cells (https://edocs.tib.eu/files/e01fb24/1896619908.pdf, last accessed on 21 March 2026) even at single-cell resolution.

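In the neuronal fraction, 20769 gene symbols had at least 1 read in at least 1 of the 6 libraries, and a single library showed between 10590 and 15129 symbols. With at least 5 reads in at least 2 libraries, 5523 transcripts of 4095 symbols were left in this fraction, compared with 15548 transcripts in astrocytes and 14126 in microglia. Summed over the transcripts of each gene, 6765 genes passed the same filter in neurons, 11751 in astrocytes and 10831 in microglia. Between 110842 and 303500 counts per neuronal library lay outside the 10 most abundant transcripts, compared with 458395 to 649157 per glial library.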

In this manner, the expression in the neuronal fraction was quantifiable for 12,000 genes, despite the low cell number and RNA amount there. While the data are therefore comparable among all fractions, only the more abundant neuronal transcripts may reveal consistency with glial transcripts.

In general, the assessment confirmed the high quality of data, with a quantitative detection of 21,375 transcripts (isoforms of 16,387 genes) in the different fractions. 

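Over all 18 libraries, the filter on low counts passed 21375 transcripts with 11201 distinct gene symbols, and these were exactly the transcripts for which the authors' deposited table lists a compound fold change. Of them, 21212 (99.2%) have their identifier in the GENCODE annotation of GRCm39, where 14789 are protein-coding transcripts, 3747 are retained introns and 968 are transcripts subject to nonsense-mediated decay. The counts were concentrated on a few transcripts. The 10 most abundant ones held between 75.8% and 85.4% of the counts of a library. A transcript of *Zfp101* (ENSMUST00000174512) held between 18.4% and 49.8%, and a transcript of *Creb5* (ENSMUST00000211679) between 17.2% and 33.9%.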

Relevant quality control steps for each fraction involved FastQC 0.11.9 and MultiQC 1.32, including principal component analyses (Figure 4) as well as heatmaps showing Pearson Correlation Coefficients based on expression of the top 500 genes among all samples, boxplots of Cook’s distances from DESeq2 analysis to illustrate the distributions of values across samples, and dispersion plots from DESeq2 analysis to show gene-wise, fitted, and final dispersion estimates (Supplementary Materials S1 and S2).

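Principal components were computed from the log2 CPM (prior count 2) of the 500 most variable transcripts over all libraries. The first component explained 52.4% of the variance and parted the astrocyte libraries (coordinates −41.7 to −37.4) from the microglia libraries (33.3 to 43.3). The second explained 41.1% and parted the neuronal libraries (37.6 to 40.7) from both glial fractions (−23.2 to −18.3). With all transcripts in place of the 500 most variable ones, the alternative that moved this result most, the sum of both shares was 56.7%. On these components, libraries of different genotype within a fraction were on average 2.91 apart in astrocytes, 6.40 in microglia and 2.51 in neurons, whereas libraries of different fractions were 74.8, 74.9 and 71.6 apart. In a separate analysis of each fraction, the first component put all 3 KIN libraries on one side of all 3 WT libraries in astrocytes (70.5% of the variance) and in microglia (51.0%), but not in neurons (35.4%). Chance alone gives such a separation of 3 libraries from 3 in 10% of cases.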

Within each cell type, WT and KIN samples formed distinct but closely related subclusters (Figure 4), suggesting genotype-dependent transcriptional alterations that are smaller in magnitude compared to cell-type-specific differences. Importantly, biological replicates clustered tightly together, demonstrating high data consistency and experimental reproducibility.

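Libraries of the same genotype and fraction were on average 2.19 apart on the first pair of principal components in astrocytes, 3.52 in microglia and 2.39 in neurons. Pearson's r between such libraries, taken across the 500 most variable transcripts, which are not independent replicates, ranged from 0.970 to 0.980 in astrocytes, from 0.948 to 0.980 in microglia and from 0.875 to 0.947 in neurons. Between libraries of different genotype it ranged from 0.918 to 0.943, from 0.919 to 0.958 and from 0.894 to 0.942 in the same order, and between fractions it reached at most 0.0602. The counts of any pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom between 1.67 and 39.9, so every library was counted as a separate sample. The largest of these values belonged to WT replicates 1 and 2 of the microglia fraction.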

As documented by global Volcano plots (Figure 5), decreased mRNA levels dominated in all fractions. 

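In the astrocyte fraction, 391 transcripts were called higher and 911 lower in KIN than in WT, and in the microglia fraction 71 were called higher and 59 lower. In the neuronal fraction, no transcript was called higher and 1 was called lower, while 135 were higher and 156 lower at an unadjusted *p* of at most 0.05. Without the filter on low counts, 6 transcripts were called higher and 29 lower there, with 1458 higher and 350 lower at that unadjusted *p*. Summed to genes, 0 were called higher and 5 lower in neurons, with 180 higher and 161 lower at the same unadjusted *p*. The neuronal transcript belongs to *Ephb2* (ENSMUST00000105845, chromosome 4 of GRCm39, 136374850 to 136563351), at 119.2 ± 85.6 CPM (SD, n = 3) in WT and 25.62 ± 1.10 CPM in KIN, with a log2FC of −2.21 (standard error 0.372, edgeR adjusted *p* = 0.0133). The KIN libraries did not overlap the WT libraries for 1136 of the 1302 transcripts called in astrocytes (87.2%) and for 26.3% of all transcripts tested there. In microglia these shares were 115 of 130 (88.5%) and 15.1%, and chance gives 10%. The called transcripts were chosen by their difference between these same libraries, so their share cannot be set against that 10%. In neurons there was no overlap for the 1 called transcript and for 11.7% of all transcripts tested, but for only 1 of the 5 called genes. With each library left out in turn, the number called ranged from 564 to 1783 in astrocytes, from 30 to 493 in microglia and from 0 to 14 in neurons. DESeq2 in place of edgeR called 87 higher and 271 lower in astrocytes, 28 higher and 13 lower in microglia, and none in neurons, where 39 were higher and 65 lower at an unadjusted *p* of at most 0.05. At the same thresholds, the authors' deposited table calls 80 higher and 264 lower in astrocytes, of which 343 were among the calls made here, and 28 higher and 7 lower in microglia, of which 31 were. It calls none in neurons, with the same 39 and 65 at an unadjusted *p* of at most 0.05.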

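Among the called transcripts with an absolute log2FC of at least 2, 50 were higher and 311 lower in astrocytes, and 26 were higher and 40 lower in microglia. At an absolute log2FC of at least 3, 2 were higher and 74 lower in astrocytes, and 11 were higher and 18 lower in microglia. The largest changes with no overlap between KIN and WT libraries mostly rested on transcripts that were near 0 counts in one genotype. In microglia, *Spp1* (ENSMUST00000031243) had counts of 1, 0 and 0 in WT and 12, 7 and 11 in KIN, at least 2.91-fold higher (edgeR adjusted *p* = 0.0030). *Lox* (ENSMUST00000025409) had 0, 0 and 1 in WT and 9, 8 and 8 in KIN, at least 2.42-fold higher (edgeR adjusted *p* = 0.0133). *Aatk* (ENSMUST00000150730) had 8, 4 and 6 in WT and 0 in each KIN library, at least 2.19-fold lower (edgeR adjusted *p* = 0.0373). In astrocytes, *Mrpl52* (ENSMUST00000199195), *Lztr1* (ENSMUST00000231307) and *Chrac1* (ENSMUST00000137698) were at least 2.17-fold, 2.62-fold and 2.06-fold higher in KIN (edgeR adjusted *p* = 0.00602, 0.00525 and 0.0401). *Camkk2* (ENSMUST00000198029), *Slc17a7* (ENSMUST00000211652) and *Scn8a* (ENSMUST00000108910) had 0 counts in each KIN library and were at least 2.49-fold, 2.24-fold and 1.97-fold lower (edgeR adjusted *p* = 0.000166, 0.000816 and 0.0022).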

Mainly, the microglial fraction showed strong upregulations. The differential expression analysis across all KIN brain fractions as compound DESeq2 aggregate, with subsequent GSEA documentation of enriched pathways, highlighted the “transmission across chemical synapses” in the Reactome database, “voltage-gated channel activity” among GO-MF terms, “regulated exocytosis” among GO-BP terms, and “synaptic membrane” among GO-CC terms, as prominently downregulated mRNA clusters (Supplementary Material S1).

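In the compound comparison of 9 KIN and 9 WT libraries, 141 transcripts were called higher and 260 lower. At an unadjusted *p* of at most 0.05, the balance was the other way, with 1672 higher and 1384 lower. The authors isolated the 3 fractions of a brain one after another, so the 18 libraries do not come from 18 mice, and this comparison treats them as independent. With DESeq2's size factors in place of the TMM factors, 103 were called higher and 306 lower. At an unadjusted *p* of at most 0.05, 1323 were then higher and 1717 lower, so the balance at this criterion depends on the library factors. Without the fraction as a covariate none was called, while 463 were higher and 450 lower at an unadjusted *p* of at most 0.05, and with the counts of the 3 fractions summed over libraries of the same genotype and number, 271 were called higher and 515 lower. Leaving out each replicate number of each genotype in turn gave between 168 and 745 calls. The 745 came without WT replicate 2, with 373 higher and 372 lower. The authors' deposited table calls 0 transcripts higher and 4 lower at the same thresholds, and 328 higher and 550 lower at an unadjusted *p* of at most 0.05. All 4 were among the transcripts called here.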

To filter the crucial data that are reproducible (independent of the transcriptomic techniques used) and are correlates of the disease process (independent of the region of the nervous system under analysis), all novel RNA-seq transcript data from 10-month-old brain fractions with dysregulations of nominal significance were compared to all previously documented [101] dysregulations of nominal significance in 14-month-old spinal cord Affymetrix Clariom D oligonucleotide microarray data. It is important to note that the unstable repeat in *Atxn2*-CAG100-KIN mice is continuously expanding over successive generations since the generation of this mutant [100], and an ever earlier onset of locomotor deficits was observed. It is also relevant that the spinal cord is affected earlier in SCA2 than the cerebellum and much earlier than the rest of the brain. Thus, both datasets were selected to represent disease-relevant stages rather than strictly age- or tissue-matched conditions. It must be considered that the spinal cord consists of many neuronal projections with myelination but relatively few neurons, resulting in a transcriptional profile that differs significantly from that of the brain. Consequently, this comparison of both approaches may identify the dysregulation of crucial molecules that are invariably associated with the SCA2/ALS13 disease process in any neuro-glial tissue, but risks ignoring many relevant molecular adaptations (particularly those with tissue-specificity).

Initial assessment of markers for specific compartments among the new RNA-seq transcript isoform profiles may provide a notion about data consistency and also about the severity of the disease process at the age under analysis. This comparison also enables the normalization of RNA-seq data, to distinguish which abnormalities will be due to the loss of neural projections and their corresponding myelin sheaths, versus increased glia mass together with reactive astrogliosis and microgliosis, or alternatively represent truly active transcriptional regulations.

Firstly, neuronal loss was substantial with reduced levels for the dendrite markers *Map1b* (log2FC −1.70 in astroglial, and −1.60 in microglial fraction) and *Mapt* (log2FC −2.10 in microglial fraction), postsynaptic marker *Nrgn* (log2FC −2.03 and −3.64, respectively), extracellular postsynapse marker *Nptx1* (log2FC −3.31 and −2.53, respectively), presynaptic markers *Snap25* (log2FC −4.43 in astroglial fraction) and *Gap43* (log2FC −2.69 in astroglial fraction), axonal marker *Nefl* (log2FC −0.65 and −0.30, respectively), neuron cytoskeleton marker *Sptan1* (log2FC −2.04 in microglial fraction), neuron soma marker *Eno2* (log2FC −1.37 and −1.17), neuron nucleus marker *Rbfox3* (encoding NeuN, log2FC −0.50 and −0.12), glutamatergic neuron marker *Slc17a7* (log2FC −1.85 and −0.65), glutamatergic neuron markers *Gls* (log2FC −0.33 and −0.003) and *Grin1* (log2FC −0.55 and −0.37), GABAergic interneuron markers *Gad1* (log2FC −0.42 and −0.08) and *Gad2* (log2FC −0.33 in astroglial fraction), glutamatergic neuron marker *Neurod2* (log2FC −0.50 in astroglial fraction), and interneuron marker *Pvalb* (log2FC −0.21 in astroglial fraction). 

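The paper lists 17 neuronal marker genes as reduced. As a set, they had a median log2FC of −1.97 in astrocytes, where all were tested, with 16 of them lower in KIN (limma's camera test, adjusted *p* = 1.0e-13 over the 9 gene sets tested). In microglia, 14 of them were tested, with a median log2FC of −2.22 and all 14 lower (limma's camera test, adjusted *p* = 7.1e-18). The paper named these genes as reduced in the same libraries, so neither test is independent of that choice. *Tubb3*, a neuronal marker of the purity analysis, is not in the set. In astrocytes it was higher in KIN, at 10.08, 14.33 and 21.09 CPM against 7.77, 5.53 and 10.03 CPM in WT. In microglia every KIN library lay below every WT library. The test called fry in place of camera, which estimates the correlation between the genes from the libraries, gave the largest *p* of the alternatives, an adjusted *p* of 0.0705 in astrocytes and 0.0829 in microglia. With each library left out in turn, the median of the set ranged from −2.37 to −1.62 in astrocytes and from −2.56 to −1.29 in microglia. The value of −1.29 came without WT replicate 1, where 10 genes were tested. By library, differences from the KIN mean were taken on the scale of log2(CPM + 2). The added 2 damps differences at low CPM, so these values are not on the scale of the log2FC. The median of the set lay 1.70, 0.55 and 1.16 above the KIN mean in WT replicates 1, 2 and 3 of astrocytes. In those of microglia, it lay 1.41, 0.11 and 1.12 above the KIN mean. *Map1b* (chromosome 13 of GRCm39, 99557954 to 99653137) fell from 37.2 ± 18.3 to 10.2 ± 0.273 CPM (SD, n = 3) in astrocytes, a log2FC of −1.85 (edgeR adjusted *p* = 6.1e-06), and from 15.8 ± 10.6 to 3.43 ± 0.425 CPM in microglia, a log2FC of −2.24 (edgeR adjusted *p* = 0.00572). *Mapt* (ENSMUST00000106992, chromosome 11) had counts of 16, 4 and 8 in WT and 1, 3 and 3 in KIN microglia, at least 3.23-fold lower (edgeR adjusted *p* = 0.0665). The log2FC of this transcript in astrocytes was 0.30. *Nrgn* (ENSMUST00000065668, chromosome 9, 37454370 to 37464350) had a log2FC of −1.96 in astrocytes (standard error 0.396, edgeR adjusted *p* = 0.000177); in microglia its counts were 39, 6 and 26 in WT and 2 in each KIN library, at least 8.19-fold lower (edgeR adjusted *p* = 4.4e-05). *Nptx1* (ENSMUST00000026670, chromosome 11) had a log2FC of −3.19 in astrocytes (standard error 0.513, edgeR adjusted *p* = 1.8e-06) and was at least 2.50-fold lower in microglia (edgeR adjusted *p* = 0.0879). In astrocytes, *Snap25* (ENSMUST00000125486, chromosome 2, a retained-intron transcript) was at least 2.48-fold lower with counts of 12, 4 and 9 against 1, 0 and 0 (edgeR adjusted *p* = 0.000692), and *Gap43* (ENSMUST00000102817, chromosome 16) at least 2.00-fold lower with 11, 3 and 6 against 1, 0 and 2 (edgeR adjusted *p* = 0.0365). *Sptan1* (ENSMUST00000095083) had counts of 13, 4 and 6 in WT and 1, 4 and 1 in KIN microglia, with an edgeR adjusted *p* of 0.133. At the gene level, the log2FC in astrocytes and microglia was −2.04 and −2.20 for *Eno2* (edgeR adjusted *p* = 2.2e-05 and 0.0142), −2.26 and −1.47 for *Rbfox3* (0.000233 and 0.116), −2.94 and −2.56 for *Slc17a7* (1.9e-05 and 0.0314), and −0.82 and −1.26 for *Grin1* (0.0151 and 0.188). *Nefl* had a log2FC of −2.09 in astrocytes (edgeR adjusted *p* = 0.0115) and was at least 2.68-fold lower in microglia (edgeR adjusted *p* = 0.0282). In astrocytes, *Gad1*, *Gad2* and *Neurod2* were at least 2.85-fold, 3.05-fold and 2.76-fold lower (edgeR adjusted *p* = 0.0324, 0.0248 and 0.00363), and *Pvalb* was at least 1.497-fold lower (edgeR adjusted *p* = 0.345). In microglia, *Gad1* had a log2FC of −2.18 (edgeR adjusted *p* = 0.0915). From the reduced levels of these dendritic, synaptic, axonal and nuclear markers in the glial fractions, the paper concludes that neuronal loss was substantial.

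**Figure D2:**
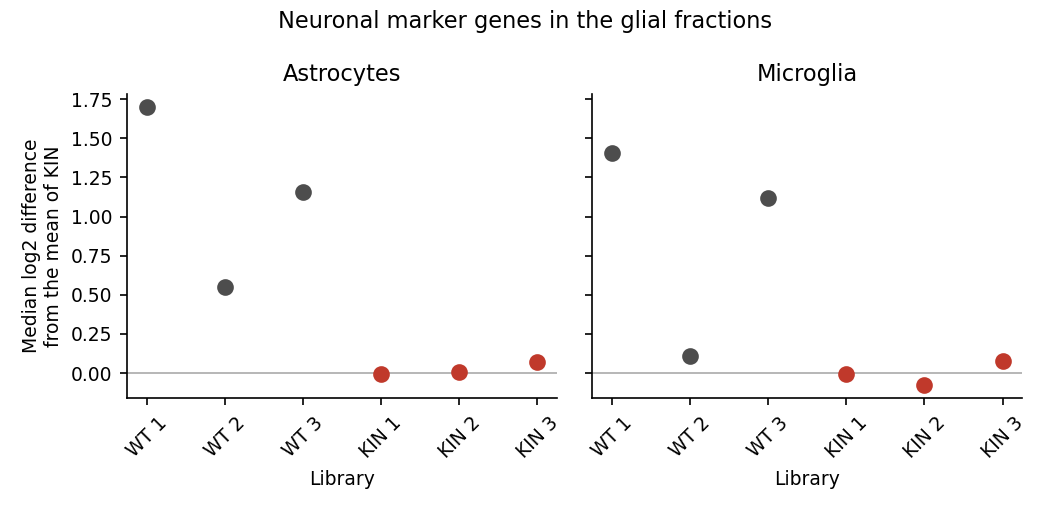
Median over the neuronal marker genes of the difference in log2(CPM + 2) from the mean of the KIN libraries (vertical axis) in each library of the astrocyte fraction (17 genes) and the microglia fraction (14 genes). Each point is one library, grey for WT and red for KIN; WT replicate 2 lies at 0.55 and 0.11, closest of the WT libraries to the KIN libraries in both fractions.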

Overall, the strongest dysregulation among markers of neuronal loss was found for the postsynaptic marker *Nrgn* and the presynaptic marker *Snap25*, suggesting that synaptic components may be present only at around levels of 5% in some compartments of the mutant brain.

Secondly, astrogliosis was not conspicuous, with astrocyte markers *Sox9*, *Gs*, *Acsbg1*, *C3* and *Stat3* at normal levels, *Gfap* showing almost normal levels (log2FC 0.33 without significance in astroglial fraction), astrocyte markers *Vim* (log2FC 1.05 and 0.005, respectively) and *S100b* (log2FC 0.59 and 0.01) showing significant upregulations, but astrocyte markers *Aldh1l1* (log2FC −0.50 in astroglial fraction), *Ndrg2* (log2FC −1.1 in astroglial fraction), *Slc1a2* (log2FC −1.27 in astroglial fraction), and *Aqp4* (log2FC −0.47) showing significant downregulations. 

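Of the 5 astrocyte markers given at normal levels, which include *Glul* as the gene of glutamine synthetase, 4 were not called and had log2FC values between −0.31 (*Acsbg1*) and 0.26 (*C3*), while *Glul* fell by 1.15 (standard error 0.218, edgeR adjusted *p* = 0.000209) and was past the threshold when the adjustment covered these 5 genes alone. *Gfap* (chromosome 11 of GRCm39, 102778159 to 102791738) rose from 11.6 ± 5.67 to 20.1 ± 1.64 CPM (SD, n = 3), a log2FC of 0.80 (standard error 0.263, edgeR adjusted *p* = 0.0369) under the fold threshold. *Vim* (chromosome 2) rose in astrocytes with a log2FC of 1.97 (standard error 0.336, edgeR adjusted *p* = 4.3e-05) and was not called in microglia, where the log2FC was 0.55 (edgeR adjusted *p* = 0.759). *S100b* (chromosome 10) rose from 63.5 ± 18.3 to 121.2 ± 12.7 CPM in astrocytes, a log2FC of 0.93 (standard error 0.217, edgeR adjusted *p* = 0.0023); in microglia its KIN libraries had 2, 3 and 2 counts against 9, 2 and 5 in WT (edgeR adjusted *p* = 0.546). *Ndrg2* (chromosome 14) had a log2FC of −1.12 (edgeR adjusted *p* = 0.000356) and *Slc1a2* (chromosome 2) one of −1.34, from 283.2 ± 67.6 to 111.7 ± 10.8 CPM (edgeR adjusted *p* = 3.0e-05). *Aldh1l1* had a log2FC of −0.66 (edgeR adjusted *p* = 0.0941) and *Aqp4* one of −0.59 (edgeR adjusted *p* = 0.0841), neither past the threshold. With each library left out in turn, *Vim* and *Slc1a2* were called in all 6 fits, and *Ndrg2* in 5.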

Overall, the strongest dysregulations among markers of reactive astrogliosis were found for *Vim* and *Slc1a2*, with approximately two-fold changes up and down, corresponding to the increased astroglial cell number in the mutant brain.

Thirdly, microgliosis markers *Aif1*, *Trem2*, *Hexb*, *Sall1*, *Olfml3*, *Hexb*, *Fcrls*, *Spi1*, *Cx3cr1*, the microglia homeostasis marker *P2ry12*, and the mature microglia marker *Tmem119* appeared unchanged, while the *Trem2*-signaling partner *Tyrobp* exhibited a statistical trend towards upregulation (log2FC 0.02 in microglial fraction). 

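None of the 10 microglia markers listed as unchanged was called in the microglia fraction, whether the adjustment covered all genes or the 10 genes alone, and 1 of them, *P2ry12*, had an unadjusted *p* under 0.05 (0.0101). Their log2FC values lay between −0.72 for *P2ry12* (standard error 0.261, edgeR adjusted *p* = 0.193) and 0.46 for *Trem2* (standard error 0.257, edgeR adjusted *p* = 0.525), with a median of 0.04. *Tmem119* had a log2FC of −0.46 (edgeR adjusted *p* = 0.514), and *Aif1* and *Cx3cr1* had values of 0.08 and −0.04. *Tyrobp* (chromosome 7 of GRCm39, 30113170 to 30117010) was at 55.1 ± 41.9 CPM (SD, n = 3) in WT and 105.6 ± 53.3 CPM in KIN, a log2FC of 0.95 (standard error 0.359, edgeR adjusted *p* = 0.225). With WT replicate 2 left out, its log2FC was 1.74.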

Lysosomal *Cd68* as a marker of microglial activation showed a significant upregulation (log2FC 0.73 in microglial fraction). 

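*Cd68* (ENSMUST00000018918, chromosome 11 of GRCm39, 69555039 to 69557067) had counts of 73, 102 and 56 in the WT libraries and 183, 126 and 136 in the KIN libraries of the microglia fraction, or 31.7 ± 14.9 against 52.6 ± 14.8 CPM (SD, n = 3). The log2FC was 0.74 (standard error 0.286), with an unadjusted *p* of 0.0135 from edgeR and an edgeR adjusted *p* of 0.266, and the WT and KIN libraries overlapped. It was past both thresholds in 1 of the 6 fits that each left out one library.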

Importantly, selected known markers of reactive microgliosis, like *Trem2*-dependent *Apoe*, *Cst3*, *Cst7*, *Lpl*, *Clec7a*, *Axl*, *Spp1*, *Lgals3*, *Lgals3bp*, *Itgax*, *Cd63* and *Gpnmb*, as disease-associated microgliosis markers, showed massive and strongly significant upregulations that are detailed below. 

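Among the 17 activation genes named by the paper that were tested in the microglia fraction, the median log2FC was 2.16 at the gene level and every one was above 0 (limma's camera test, adjusted *p* = 7.3e-71 over the 9 gene sets tested); 14 of them were called. The paper named these genes as increased from the same libraries, so the set test is not independent of that choice. The test called fry, which estimates the correlation between the genes from the libraries, gave an adjusted *p* of 0.0129. The values of *Apoe*, *Cst7*, *Lpl*, *Clec7a*, *Axl*, *Spp1*, *Lgals3*, *Lgals3bp*, *Itgax*, *Cd63* and *Gpnmb* were past both thresholds. *Cst3* had a log2FC of 0.02 (standard error 0.305, edgeR adjusted *p* = 0.995). By library, the median of the set lay 1.68, 1.31 and 2.03 below the KIN mean on the scale of log2(CPM + 2) in WT replicates 1, 2 and 3. The transcript ENSMUST00000031840 of *Gpnmb* (chromosome 6 of GRCm39, 49013426 to 49035116) had counts of 3, 2 and 3 in WT and 80, 57 and 47 in KIN microglia, at least 18.0-fold higher (edgeR adjusted *p* = 7.6e-09), and it was called in all 6 fits that each left out one library.

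**Figure D3:**
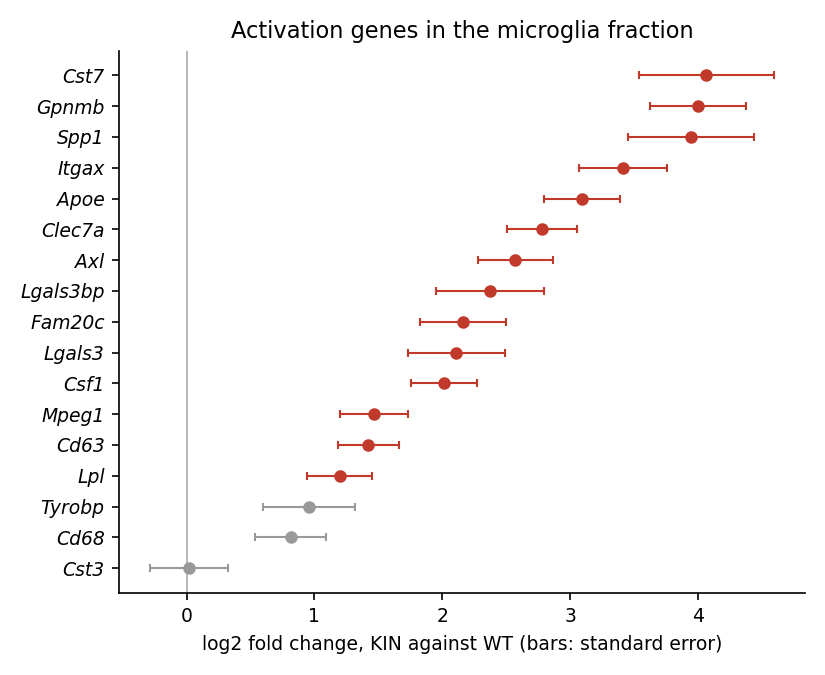
Gene-level log2 fold change, KIN against WT (horizontal axis), of 17 activation genes in the microglia fraction. Points are estimates, bars their standard errors, red the genes called and grey those not called; *Cst7* lies highest at 4.06 and *Cst3* lowest at 0.02.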

Overall, the strongest dysregulation among markers of reactive microgliosis was found for *Gpnmb* (log2FC 4.38, corresponding to 2082%), well above the two-fold increase in cell number documented for microglia in the mutant brain.

A significantly reduced expression of the disease gene *Atxn2* with the CAG-repeat expansion was documented only in the microglial fraction (log2FC −0.03).

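Summed over its transcripts, *Atxn2* (chromosome 5 of GRCm39, 121849400 to 121954556) was not past the thresholds in any fraction. In microglia it was at 9.53 ± 2.51 CPM (SD, n = 3) in WT and 6.65 ± 1.26 CPM in KIN, a log2FC of −0.56 (standard error 0.291, edgeR adjusted *p* = 0.469). In astrocytes it was at 13.0 ± 0.540 and 10.9 ± 2.04 CPM, a log2FC of −0.24 (standard error 0.266, edgeR adjusted *p* = 0.631). In neurons the log2FC was −0.20 (standard error 0.533, edgeR adjusted *p* = 0.983), with counts of 3, 10 and 4 in WT and 8, 10 and 9 in KIN. Leaving out WT replicate 2 changed the sign of the neuronal value, to 0.34.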

Overall, the constitutive markers of astroglial and microglial mass did not exhibit increases in proportion to the two-fold increase in their cell numbers, suggesting partial efficacy of compensatory experimental efforts (with equal RNA amounts being used for cDNA preparation, and sequencing data being normalized). There was a prominent loss of synaptic components and a massive upregulation of several disease-associated microgliosis markers.

Within the global comparison of microarray with RNA-seq profiles, the consistent downregulations (Table S2A) showed the strongest effects for (i) the 0.06-fold reduction in *Scn4b* encoding the sodium voltage-gated channel beta subunit 4 (also known as Navbeta4 or LQT10), in both tissues and in the astrocytic fraction. 

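*Scn4b* (ENSMUST00000060125, chromosome 9 of GRCm39, 45049595 to 45065450) had counts of 10, 1 and 13 in the WT astrocyte libraries and 0, 0 and 1 in the KIN libraries, at least 2.36-fold lower (edgeR adjusted *p* = 0.00139). In the compound comparison, where its KIN libraries were also at the floor, the edgeR adjusted *p* was 4.2e-05. WT replicate 2 of astrocytes had 1 count, as many as the highest KIN library, so the groups were not apart. The decrease in astrocytes was called in 4 of the 6 fits that each left out one library.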

The SCN4B protein regulates the depolarization of excitable membranes [121]. Other consistent prominent decreases were documented for (ii) the synaptic factor *Snap25* (encoding the Synaptosome-Associated Protein 25, as t-SNARE complex member involved in the molecular regulation of neurotransmitter release) in both tissues and astrocytic fraction, (iii) the synaptic factor *Unc13c* (encoding Munc13-3, as exocytosis factor in the presynaptic active zone), as well as (iv) the neurite transport factor *Kif5a* (encoding the Neuronal Kinesin Heavy Chain, as a microtubule-dependent motor is required for slow axonal transport) again in both tissues and astrocytic fraction. In addition, a strong decrease of (v) *Hmgcr* (encoding 3-hydroxy-3-methylglutaryl-CoA reductase, as the rate-limiting enzyme for cholesterol synthesis, regulated via negative feedback by sterols) was apparent in both tissues and the astrocytic fraction. 

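In the compound comparison, *Snap25* (ENSMUST00000125486, chromosome 2 of GRCm39, 136555374 to 136604829) was called lower (edgeR adjusted *p* = 4.2e-05), with its KIN libraries at the floor. *Unc13c* (ENSMUST00000075245, chromosome 9, 73388152 to 73840849) was called lower there as well (edgeR adjusted *p* = 0.0234), and in 3 of the 6 fits that each left out one replicate number of a genotype. *Kif5a* (ENSMUST00000217895, chromosome 10, 127064919 to 127099237) was at 7.47 ± 0.779 CPM (SD, n = 3) in WT astrocytes and 1.85 ± 1.54 CPM in KIN astrocytes, a log2FC of −2.15 (standard error 0.456, edgeR adjusted *p* = 0.000333). Its compound log2FC was −2.65 (standard error 0.377, edgeR adjusted *p* = 3.0e-08), and both decreases were called in every fit that left out a library.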

Overall, these downregulations provide molecular insights into the detrimental changes that affect the functions of the astrocyte–microglia–synapse–neurite unit.

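In the microglia fraction, *Cst7* (ENSMUST00000089200, chromosome 2 of GRCm39, 150412284 to 150420864) had counts of 1, 4 and 2 in WT and 68, 23 and 38 in KIN, a log2FC of 3.99 (standard error 0.512, edgeR adjusted *p* = 3.1e-06). *Clec7a* (ENSMUST00000195589, chromosome 6, 129438554 to 129449735) rose from 3.18 ± 0.430 to 23.6 ± 1.51 CPM (SD, n = 3), a log2FC of 2.90 (standard error 0.332, edgeR adjusted *p* = 2.4e-07). *Slc11a1* (ENSMUST00000147233, chromosome 1, a retained-intron transcript) had a log2FC of 2.41 (standard error 0.465, edgeR adjusted *p* = 0.00318). *Lgals3bp* (ENSMUST00000043722, chromosome 11, 118283577 to 118292918) rose from 3.13 ± 3.52 to 19.7 ± 6.20 CPM, a log2FC of 2.78 (standard error 0.425, edgeR adjusted *p* = 7.8e-05). *Lgals3* (ENSMUST00000150290, chromosome 14) had counts of 1, 3 and 0 in WT and 9, 8 and 9 in KIN, at least 2.51-fold higher, without passing the threshold for this transcript (edgeR adjusted *p* = 0.0726). For all 5 transcripts, every KIN library lay above every WT library.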

Among the consistent upregulations (Table S2B), the strongest effects were observed in both tissues and the microglia fraction, regarding (i) *Gpnmb* to log2FC of 4.38, equal to 2082% (encoding the glycoprotein nonmetastatic melanoma protein B, also known as hematopoietic growth factor inducible neurokinin-1, as integrin binding factor associated with amyloidosis type PLCA3), (ii) *Cst7* (encoding cystatin-F, as protease-inhibitory factor associated with cerebral amyloid angiopathy), (iii) *Clec7a* (encoding the C-type lectin domain containing protein 7A, also known as CD369, as pattern-recognition receptor in the innate immune system that recognizes a variety of beta-1,3-linked and beta-1,6-linked glucans from fungi and plants, activating NF-kappa-B and MAP kinase p38 pathways and enhancing cytokine production), (iv) *Slc11a1* (encoding the solute carrier family 11, member 1, as proton-coupled divalent metal ion transporter that sequestrates Fe^2+^ and Mn^2+^, localized to late-endosomal/lysosomal membranes), (v) *Lgals3* (encoding lectin, galactoside-binding, soluble factor 3, as advanced glycation end-product receptor that coordinates the recognition of membrane damage with mobilization of core autophagy regulators), (vi) *Lgals3bp* (encoding galectin-3 binding protein, as factor that promotes integrin-mediated cell adhesion and stimulates host defense). Overall, these upregulations provide molecular insights into the mechanisms of the reactive microgliosis in a neurodegenerative process.

### 3.5. RNA-Seq Transcript Consistency Analysis Among Glial Fractions Shows a Prominent Increase in Transcripts Encoding Cytoplasmic Ribosomal Proteins of Large and Small Subunits

Thus, the new RNA-seq profiles showed consistency with previously validated microarray data. Given that RNA-seq findings may reveal RNA processing changes that cannot be detected by rigid oligonucleotide approaches, the subsequent effort considered only RNA-seq consistency. 

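Of the 9835 transcripts tested in the astrocyte, the microglia and the compound comparison, 324 had an unadjusted *p* of at most 0.05 and the same direction in each, 165 of them higher and 159 lower in KIN. The compound comparison contains the libraries of both glial fractions, so it is not independent of the other comparisons. A log2FC of at most −1 in each comparison was found for 94 of the lower transcripts, and one of at least 1 for 42 of the higher ones. With an adjusted *p* in each comparison, the alternative that moved this count most, 3 were higher and 27 lower. With each replicate left out in turn, the count ranged from 132 to 555. By the values in the authors' deposited table, 27 are higher and 51 lower under the same criterion, and all 78 were among the 324.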

For this purpose, all RNA-seq data were filtered to identify effects with reproducibility between the overall brain compound RNA-seq, the astrocytic fraction, and the microglial fraction.

Among the consistent downregulations (Table S3A), known glial factors (*Ndrg4*, encoding N-myc downstream-regulated gene 4 protein, required for mitogenic signaling and cell cycle progression), but also synaptic factors (*Slc17a7* encoding the vesicular glutamate transporter 1, *Cplx1* encoding complexin 1, *Syt1* encoding syntaxin 1, *Scnb* encoding synuclein beta), axonal factors (*Nefh* below the log2FC of −2.4 in the microglial fraction, corresponding to 19%, and with *Nefl*, both encoding neurofilament subunits), and dendritic factors (*Nptx1* encoding neuronal pentraxin 1 as AMPA receptor clustering factor) were prominent, as unspecific correlates of the neurodegenerative process. 

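*Cplx1* (ENSMUST00000046892, chromosome 5 of GRCm39, 108666419 to 108697899) fell from 11.9 ± 7.15 to 1.16 ± 0.235 CPM (SD, n = 3) in astrocytes, a log2FC of −3.27 (standard error 0.455, edgeR adjusted *p* = 1.9e-08), and was at least 3.99-fold lower in microglia (edgeR adjusted *p* = 0.00106). *Ndrg4* (ENSMUST00000166358, chromosome 8, 96404873 to 96441580) had counts of 19, 4 and 13 against 1, 1 and 0 in astrocytes and of 12, 3 and 6 against 0 in each KIN library in microglia, at least 3.60-fold and 2.42-fold lower (edgeR adjusted *p* = 3.7e-05 and 0.0139). *Sncb* (ENSMUST00000036825, chromosome 13) had a log2FC of −2.08 in astrocytes (edgeR adjusted *p* = 0.000635); in microglia it had 21, 1 and 13 counts against 0 in each KIN library, at least 3.94-fold lower (edgeR adjusted *p* = 0.000518). *Nefh* (ENSMUST00000093369, chromosome 11, 4888740 to 4898130) was at least 3.97-fold lower in astrocytes with counts of 19, 5 and 16 against 3, 2 and 0 (edgeR adjusted *p* = 0.000259), and at least 2.35-fold lower in microglia with 11, 5 and 4 against 3, 1 and 0, where the threshold was not passed (edgeR adjusted *p* = 0.147). The transcript of *Nefl* (ENSMUST00000022639, chromosome 14) had a log2FC of −2.14 in astrocytes (edgeR adjusted *p* = 0.00332) and was at least 2.84-fold lower in microglia (edgeR adjusted *p* = 0.0155). *Syt1* (ENSMUST00000064054, chromosome 10) had a log2FC of −2.04 in astrocytes (edgeR adjusted *p* = 0.0089) and was at least 2.39-fold lower in microglia (edgeR adjusted *p* = 0.056). *Slc17a7* (ENSMUST00000209634, chromosome 7) was at least 1.99-fold lower in astrocytes (edgeR adjusted *p* = 0.0394) and at least 1.69-fold lower in microglia (edgeR adjusted *p* = 0.110). In the compound comparison the log2FC was −3.10 for *Cplx1*, −2.72 for *Sncb*, −2.62 for *Syt1*, −2.57 for *Nefl* and −2.51 for *Nptx1*, and each of the 8 transcripts was called lower there.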

As the strongest impact by the polyQ-expansion of the translation modulator ATXN2, with immediate credibility, strong decreases in *Cyfip2* (encoding cytoplasmic FMR1 interacting protein 2) and *Eef1a2* (encoding eukaryotic translation elongation factor 1 alpha 2, as a neuron-specific, monomeric, adult paralog) were observed. 

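*Eef1a2* (ENSMUST00000055990, chromosome 2 of GRCm39, 180778581 to 180799600) fell from 16.7 ± 10.2 to 2.94 ± 0.810 CPM (SD, n = 3) in astrocytes, a log2FC of −2.54 (standard error 0.369, edgeR adjusted *p* = 7.7e-08). In microglia it fell from 8.54 ± 6.15 to 0.958 ± 0.597 CPM, a log2FC of −3.19 (standard error 0.554, edgeR adjusted *p* = 0.000698), with 3 counts in WT replicate 2 against 4, 3 and 1 in KIN. The compound log2FC was −2.55 (standard error 0.328, edgeR adjusted *p* = 3.6e-10). *Cyfip2* (ENSMUST00000142017, chromosome 11, 46086898 to 46161496) had counts of 8, 4 and 8 in WT and 2, 0 and 1 in KIN astrocytes, at least 1.97-fold lower (edgeR adjusted *p* = 0.0355), and was called in 1 of the 6 fits that each left out one library. In microglia it had counts of 5, 1 and 5 against 0 in each KIN library, at least 1.32-fold lower, which was not past the threshold (edgeR adjusted *p* = 0.250). In the compound comparison, its edgeR adjusted *p* was 0.00211. *Eef1a2* has a close paralog in *Eef1a1*, and the authors' counting could divide reads that match both.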

In view of the effect of mutant cytoplasmic ATXN2 on *Cyfip2* expression here, it is noteworthy that knockout of its more nuclear paralog ATXN2L was reported to selectively deplete the levels of *Nufip2* (encoding nuclear FMR1 interacting protein 2) [67].

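*Ifitm3* (ENSMUST00000026565, chromosome 7 of GRCm39, 140589499 to 140591282) rose from 3.38 ± 0.819 to 13.0 ± 5.15 CPM (SD, n = 3) in astrocytes, a log2FC of 1.86 (standard error 0.355, edgeR adjusted *p* = 6.9e-05). In microglia it rose from 6.79 ± 4.09 to 13.6 ± 0.550 CPM, a log2FC of 1.06 (standard error 0.336, edgeR adjusted *p* = 0.135), and its compound log2FC was 1.48 (edgeR adjusted *p* = 7.8e-05). *Usp18* (ENSMUST00000032198, chromosome 6, 121222857 to 121247877) had counts of 2, 2 and 1 in WT and 9, 9 and 11 in KIN microglia, at least 2.78-fold higher (edgeR adjusted *p* = 0.0441). In astrocytes it had 0, 2 and 0 against 7, 3 and 5, at least 1.76-fold higher (edgeR adjusted *p* = 0.0896), and its compound log2FC was 1.59 (edgeR adjusted *p* = 0.0296). *Eef1a1* (ENSMUST00000129380, chromosome 9, 78385966 to 78386998, a retained-intron transcript) was at least 3.53-fold higher in astrocytes with counts of 2, 0 and 3 against 8, 11 and 8 (edgeR adjusted *p* = 0.00327). In microglia its log2FC was 1.39 (standard error 0.413, edgeR adjusted *p* = 0.101), and in the compound comparison it was 1.39 (standard error 0.348, edgeR adjusted *p* = 0.00774).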

Among the consistent upregulations (Table S3B), prominent effects included the inductions of immunological factors *Usp18* (encoding ubiquitin specific peptidase 18, as interferon-induced ISG15-specific processing protease) and *Ifitm3* (encoding the interferon-induced transmembrane protein 3, as antiviral protein that disrupts intracellular cholesterol homeostasis), as well as *Eef1a1* (encoding the eukaryotic translation elongation factor 1 alpha 1, as a ubiquitous, dimeric, embryonic paralog), while practically all other consistent increases were mild and concerned selectively the cytoplasmic ribosomal factors, both for the large and the small subunit.

### 3.6. STRING Analysis of Interactions and Bioinformatics Enrichments in Glial Fractions Extends the Observations of Transcript Reduction in Synapses, Axons, and Dendrites, Versus Induction of Ribosomal and Inflammatory Factors

Analyzing the consistent dysregulations in brain compound, astroglial, and microglial fractions further, and evaluating comprehensively also medium and small effects, not only the strong effects, an additional bioinformatics STRING interaction and pathways enrichment analysis was performed.

Regarding consistent downregulations, statistically significant deficits were found (Figure 6A) for transcripts in presynapses (Gene Ontology term Cellular Compartment 0098793, false discovery rate 4.55 × 10^−19^), postsynapses (GOCC 0098794, FDR 6.40 × 10^−18^), dendrites (GOCC 0030425, FDR 3.50 × 10^−16^), axons (GOCC 0030424, FDR 1.09 × 10^−16^), with an overall protein–protein-interaction enrichment *p*-value < 1.0 × 10^−16^. It was noteworthy that *Spock2* (encoding secreted protein acidic and rich in cysteine, or SPARC, as a glial and neuronal factor that is usually induced during diseases or injury [122]) showed decreased levels. It was also interesting to note that reduced *Fbxl16* (encoding F-box and leucine-rich repeat protein 16, as a C-myc stabilizer [123]) was in direct correlation with the reduction in *Ndrg4* (encoding an N-myc downstream-regulated factor [124]), suggesting altered growth signaling in the myc oncogenic pathway.

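*Spock2* (ENSMUST00000121820, chromosome 10 of GRCm39, 59942041 to 59971357) had counts of 48, 34 and 52 in WT and 19, 10 and 14 in KIN astrocytes, or 18.3 ± 4.33 against 6.28 ± 0.224 CPM (SD, n = 3), a log2FC of −1.52 (standard error 0.302, edgeR adjusted *p* = 0.000126). In microglia it was at 6.09 ± 3.62 CPM in WT and 1.16 ± 0.157 CPM in KIN, a log2FC of −2.40 (standard error 0.496, edgeR adjusted *p* = 0.00754), and in the compound comparison the log2FC was −1.51 (standard error 0.279, edgeR adjusted *p* = 6.0e-05). The decrease was called in all 6 fits that each left out one library in astrocytes and in 1 of 6 in microglia.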

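*Fbxl16* (ENSMUST00000045692, chromosome 17 of GRCm39, 26027939 to 26040237) fell from 7.52 ± 3.15 to 1.11 ± 0.436 CPM (SD, n = 3) in astrocytes, a log2FC of −2.62 (standard error 0.489, edgeR adjusted *p* = 4.4e-05). In microglia it fell from 5.05 ± 3.15 to 0.929 ± 0.376 CPM, a log2FC of −2.46 (standard error 0.539, edgeR adjusted *p* = 0.0130), and over all fractions the compound log2FC was −1.58 (standard error 0.331, edgeR adjusted *p* = 0.000732). The compound edgeR adjusted *p* of *Ndrg4* was 1.2e-06, with its KIN libraries at the floor. A correlation between both genes over the libraries was not computed, since each genotype has only 3 libraries per fraction.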

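Of the 165 transcripts higher in KIN in both glial fractions and the compound comparison, 97 are transcripts of cytosolic ribosomal protein genes, 58.8% compared with 3.15% of all transcripts tested in the 3 comparisons. Their median compound log2FC was 0.84, and that of the other transcripts was 0.98. At the gene level, 84 of the 85 ribosomal protein genes tested in astrocytes were higher in KIN, with a median log2FC of 0.78 (limma's camera test, adjusted *p* = 3.9e-30 over the 9 gene sets tested), and 77 of 85 were higher in microglia, with a median of 0.80 (adjusted *p* = 8.9e-32). In neurons 64 of 83 were higher, with a median of 0.15 (limma's camera test, adjusted *p* = 0.00774). With fry in place of camera, the adjusted *p* was 0.0329 in astrocytes, 0.0829 in microglia and 0.130 in neurons. By library, on the scale of log2(CPM + 2), the median of the set lay 0.86, 0.20 and 1.07 below the KIN mean in WT replicates 1, 2 and 3 of microglia. In those of astrocytes, it lay 0.75, 0.54 and 0.86 below the KIN mean. Other protein-coding genes with transcripts as short had a median log2FC of 0.48 in astrocytes and 0.12 in microglia. Ribosomal protein genes have many processed pseudogenes, between which and the genes the authors' counting could divide reads.

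**Figure D4:**
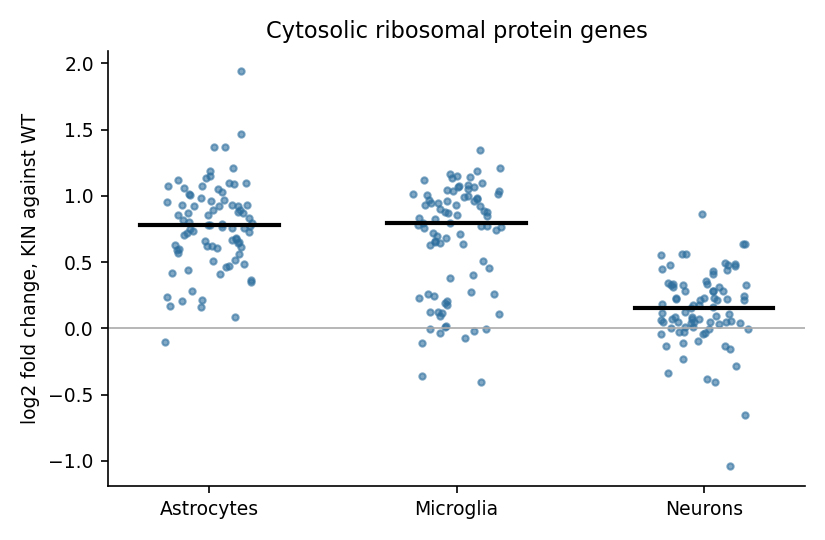
Gene-level log2 fold change, KIN against WT (vertical axis), of cytosolic ribosomal protein genes in the astrocyte, microglia and neuronal fractions. Each point is one gene, spread sideways for legibility, and each bar is the median, at 0.78, 0.80 and 0.15.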

Regarding consistent upregulations, statistically significant deficits were found (Figure 6B) for cytoplasmic translation (GO term Biological Process 002181, FDR 4.82 × 10^−29^) and for ribosome assembly (GO term Biological Process 0042255, FDR 6.27 × 10^−6^), with an overall protein-protein-interaction enrichment *p*-value < 1.0 × 10^−16^.

### 3.7. RNA-Seq Consistency Analysis Among Glial Fractions for Small RNAs Finds Upregulation of All tRNAs Versus Downregulation of All Antisense RNAs and All Processed Pseudogenes

Performing also a small RNA sequencing analysis (sRNA-seq, including, e.g., antisense RNA, lincRNA, miRNA, mt-tRNA, piRNA, processed pseudogene RNA, processed transcripts, small protein coding mRNA, pseudogene RNA, retained intron RNA, ribozyme RNA, scaRNA, sense intronic RNA, snoRNA, tRNA and unprocessed pseudogene RNA), again consistency criteria were applied to define effects in direct correlation among astroglial and microglial fractions. Details on quality control assessment are provided in Supplementary Material S2.

Exclusively, downregulations were observed for two sRNA classes: antisense RNA and processed pseudogene RNA (Table S4A). The strongest effect concerned Gm36043-201, a predicted long non-coding RNA documented in the Ensembl genome browser to contain two exons on mouse chromosome 19.

Exclusively upregulations were observed for one sRNA class: cytoplasmic tRNAs (Table S4B). These effects were all mild. The relatively biggest effect concerned tRNAs for threonine.

### 3.8. RNA-Seq Analysis at the Gene Level of Microglia-Specific Effects Reveals ~Eight-Fold Accumulation of Uridine-Rich Small Nuclear RNA Rnu1b2

Given that the dysregulations were much stronger for microglial than for astroglial factors, we explored them without consistency filtering, based on gene-based analysis rather than on the previous transcript-based analysis that takes different isoforms into account. This slightly different strategy identified various dysregulations that are specific to microglia and not recognized in brain homogenate as a complex tissue (Table S5A). This approach, without consistency evaluation, has great potential to identify cell-specific dysregulations that get diluted in the complete tissue, but it is also the most artifact-prone strategy, so future validation will be critical. 

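At the gene level, 80 genes were called higher and 85 lower in KIN than in WT microglia, out of 10831 tested. The KIN libraries did not overlap the WT libraries for 150 of the 165 called genes (90.9%), which were chosen by their difference between these libraries, and for 15.9% of all genes tested. DESeq2 in place of edgeR called 41 higher and 7 lower, and leaving out each library in turn gave between 35 and 453 calls. *Gpnmb*, summed over its transcripts, had a log2FC of 4.00 (standard error 0.377, edgeR adjusted *p* = 5.4e-07) with counts of 5, 2 and 5 in WT and 90, 63 and 53 in KIN.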

Given that reactive microgliosis and astrogliosis are expected during any neurodegenerative processes, moderately increased glial mRNA levels (below two-fold) must be viewed with caution. During this study, great care was taken to use equal amounts of RNA for cDNA preparation and to normalize the sequencing data, but of course, the relative decrease in neuronal transcripts may cause a converse relative increase in glial transcripts in any normalized homogenate. Clearly, increased mass or number of glial cells may also act as confounders (see Figure 2), and pathological RNA accumulation due to a processing block upon *Atxn2* mutation may be present, so increased expression levels are not necessarily due to transcriptional upregulations.

In addition to the previously mentioned strong upregulations of *Gpnmb*, *Cst7*, *Clec7a*, *Slc11a1*, *Lgals3*, and *Lgals3bp*, further strong inductions were noted for *Itgax*, *Spp1*, *Apoe*, *Axl*, and below two-fold inductions for *Csf*, *Cd63*, *Fam20c*, *Lpl*, and *Mpeg1*, as a probably unspecific neuroinflammatory signature. 

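*Apoe* (chromosome 7 of GRCm39, 19430034 to 19434947) rose from 160.3 ± 77.5 to 1362 ± 295 CPM (SD, n = 3) in microglia, a log2FC of 3.09 (standard error 0.296, edgeR adjusted *p* = 5.4e-07). *Spp1* (chromosome 5, 104582165 to 104589235) had counts of 1, 0 and 4 in WT and 27, 27 and 33 in KIN, a log2FC of 3.94 (standard error 0.494, edgeR adjusted *p* = 3.6e-05). *Itgax* (chromosome 7, 127728668 to 127749829) rose from 1.43 ± 0.409 to 16.3 ± 1.08 CPM, a log2FC of 3.41 (standard error 0.343, edgeR adjusted *p* = 7.1e-07), and *Axl* (chromosome 7, 25456535 to 25488329) from 5.24 ± 1.80 to 30.8 ± 7.47 CPM, a log2FC of 2.57 (standard error 0.293, edgeR adjusted *p* = 7.2e-06). The log2FC was 2.01 for *Csf1*, 2.16 for *Fam20c*, 1.46 for *Mpeg1*, 1.42 for *Cd63* and 1.198 for *Lpl*, with edgeR adjusted *p* values between 3.7e-05 (*Csf1*) and 0.0133 (*Lpl*). For each of these 9 genes, every KIN library lay above every WT library. With each library left out in turn, *Mpeg1* was called in 4 fits, *Lpl* in 2, and the other 7 in all 6.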

Interestingly, a potentially *Atxn2* mutation-specific massive mutation effect was noted for the pre-mRNA splicing factor *Rnu1b2*, which increased 14-fold (log2FC of 3.8, corresponding to 1390%), well above the levels that can result from the two-fold increase in microglia cell numbers. This uridine-rich small RNA is a potential target of the LSM domain in ATXN2, so this novel exploratory observation is interesting and merits future follow-up experiments, although it is microglia-specific and currently unconfirmed.

In addition to the previously mentioned strong downregulations of the glial factor *Ndrg4* and of several synaptic/axonal/dendritic factors, further strong reduction was noted for the long non-coding small nucleolar RNA *Rian*, which was previously found downregulated in Parkinson’s disease and shown to modulate its neuroinflammatory process [125]. Furthermore, the observation of reduced *Syne1* levels has particular credibility given that the SYNE1 protein was previously reported to co-accumulate with ATXN2 aggregates in the *Atxn2*-CAG100-KIN mouse brain [67].

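*Syne1* (chromosome 10 of GRCm39, 4970266 to 5501482) had counts of 96, 27 and 74 in WT and 33, 31 and 31 in KIN microglia, or 23.5 ± 9.25 against 11.24 ± 1.30 CPM (SD, n = 3) when summed over its transcripts. The log2FC was −1.09 (standard error 0.2798, edgeR adjusted *p* = 0.0448). It was called in 1 of the 6 fits that each left out one library, where the log2FC ranged from −1.37 to −0.92.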

### 3.9. RNA-Seq Analysis at the Gene Level of Astroglia-Specific Effects Mainly Documents the Neurite Retraction

To gain similar insights also in the astroglia-specific effects, again gene-based analysis was conducted and showed milder dysregulations (Table S5B).

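At the gene level, 285 genes were called higher and 754 lower in KIN than in WT astrocytes, out of 11751 tested. DESeq2 in place of edgeR called 118 higher and 298 lower, and leaving out each library in turn gave between 573 and 1527 calls. The KIN libraries did not overlap the WT libraries for 909 of the 1039 called genes (87.5%), which were chosen by their difference between these libraries, and for 27.8% of all genes tested.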

The expression increases were close to the two-fold threshold that could be explained by relative enrichment of glial transcripts upon relative loss of neuronal transcripts in any normalized homogenate, and by increased astrocyte mass during a process of reactive astrogliosis.

In addition to the previously mentioned decreases in *Cplx1*, *Camk2b*, *Snap25*, *Ndrg4*, *Kif5a*, *Eef1a2*, only the new decreases in *Agt* (encoding Angiotensinogen, also known as Serine Proteinase Inhibitor A8, as potent regulator of blood pressure, body fluid and electrolyte homeostasis) and *Etnppl* (encoding ethanolamine-phosphate phospho-lyase, as cellular response factor to glucocorticoid stimulus, implicated in the ceramide phosphoethanolamine catabolic process and the phospholipid transfer to membranes) represent astrocyte-enriched transcripts, while the other decreases affect inhibitory neuron factors (*Dnm1*, *Sptbn2*, *Adcy1*, *Kcnq2*, *Slc12a5*, *Celsr3*, *Cplx2*, *Unc13a*, *Trank1*, *Camk2a*, and *Atp1a3*) or excitatory neuron factors (*Mical2*, *Ppfia4*, and *Slc17a7*), according to http://www.braincellatlas.org (last accessed on 23 January 2026) cerebellar data. 

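*Agt* (chromosome 8 of GRCm39, 125279301 to 125296716) fell from 56.8 ± 10.5 to 12.6 ± 2.10 CPM (SD, n = 3) in astrocytes, a log2FC of −2.18 (standard error 0.238, edgeR adjusted *p* = 8.8e-09). *Etnppl* (chromosome 3, 130411097 to 130431441) had counts of 13, 36 and 23 in WT and 3, 2 and 1 in KIN, at least 6.68-fold lower (edgeR adjusted *p* = 3.6e-06). Both were called in every fit that left out a library. The neuron factors *Dnm1*, *Adcy1*, *Slc12a5*, *Celsr3*, *Cplx2*, *Unc13a*, *Trank1*, *Camk2a*, *Mical2*, *Ppfia4* and *Slc17a7* were called lower, with log2FC values between −3.59 for *Celsr3* and −1.79 for *Cplx2*. *Dnm1* (chromosome 2, 32197854 to 32243376) had counts of 80, 19 and 95 in WT and 10, 5 and 5 in KIN, a log2FC of −3.10 (standard error 0.390, edgeR adjusted *p* = 4.9e-07).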

Overall, the reactive astrogliosis appears to be of little relevance in comparison to the strong reactive microgliosis and the massive neurite retraction according to these RNA-seq data.

### 3.10. RNA-Seq Analysis at the Gene Level of Neuron-Specific Effects Documents Novel DNA Effects

To also gain similar insights into the neuron-specific effects, pathway enrichments were considered instead of a tabular compilation of the strongest dysregulation, in view of the low fold-changes that are usual for neurons.

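Of the 76 histone genes tested in the neuronal fraction, 72 were higher in KIN and 4 were lower, with a median log2FC of 0.27 and quartiles of 0.16 and 0.38 (limma's camera test, adjusted *p* = 6.7e-08 over the 9 gene sets tested). The median of all genes tested in this fraction was 0.04. With fry in place of camera, the adjusted *p* in neurons was 0.0705. With each library left out in turn, the median of the set in neurons stayed between 0.21 and 0.30. The KIN libraries of the neuronal fraction are the deeper ones. After their counts were thinned at random to between 917215 and 918676 per library, 76 histone genes were tested with a median log2FC of 0.29. Many histone genes are near-identical copies of each other, and the authors' counting could divide their reads.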

Expression increases in most histone isoforms led to significant enrichment for several DNA damage response pathways (Supplementary Material S1, Figures S17–S20, Tables S16–S19). Although these exploratory data are unconfirmed, they represent the first evidence that DNA handling and repair mechanisms are relevant for the disease course in SCA2, as was previously reported for Huntington’s disease [126,127,128].

Conversely, the expression decrease in many mitochondrial factors was reflected by significant enrichment for several pathways of respiratory activity and oxidative phosphorylation (Supplementary Material S1, Figures S17–S20, Tables S16–S19). 

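Of the 60 nuclear genes for subunits of the oxidative phosphorylation complexes that were tested in the neuronal fraction, 33 were higher and 27 lower in KIN. Their median log2FC was 0.05, with quartiles of −0.33 and 0.41, against 0.04 for all genes tested (limma's camera test, adjusted *p* = 0.939 over the 9 gene sets tested). The sign changed with the setting: counted by transcript in place of gene sums, the median was −0.04, and with each library left out in turn it ranged from −0.12 to 0.16. The set was a list of nuclear genes of the respiratory complexes and ATP synthase, not the gene lists behind the enrichments in Supplementary Material S1.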

Certainly, the general loss of respiration-dependent neuronal tissue in the aged SCA2 mouse model may have contributed to these decreases.

### 3.11. Systematic Interrogation of RNA-Seq Findings at the Gene Level for Uridine-Rich snRNAs and the SMN Pathway Shows Increases Selectively in the Astroglial Fraction That Could Be Explained by Astrogliosis

To assess if the strong *Rnu1b2* accumulation in microglia was a unique finding or recapitulated for other uridine-rich snRNAs with a weaker effect size in any fraction, a systematic compilation of all *Rnu* gene family data is shown in Table S6. Indeed, many *Rnu* family members were detected, sometimes with two isoforms and additional pseudogenes. But the strong *Rnu1b2* accumulation in microglia was not recapitulated for other *Rnu* variants destined to the spliceosome. Curiously, several of these *Rnu* genes showed significantly but mildly increased expression, and two isoforms showed converse decreases, always in the astroglia-enriched fraction. Here, it has to be taken into account that astrogliosis is present in the mutant brains, and that effect sizes with log2FC values around 0.4 can simply be due to the relative increase in glial transcripts due to the relative decrease in neural transcripts in any normalized homogenate. They need not be explained by transcriptional upregulation or by accumulation due to impaired processing.

To also understand if the pathways of spliceosome biogenesis and subsequent splice activities are affected, we interrogated the RNA-seq data for dysregulations of components of (i) the SMN complex that acts as assembly site for the spliceosome, (ii) the Sm proteins within the spliceosome, and (iii) the PRMT5 complex that is responsible for the methylation of Sm proteins to form 6S Sm-subcomplexes that get loaded onto snRNA by the SMN complex [129]. 

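In the astrocyte fraction, *Gemin7* (ENSMUST00000117222, chromosome 7 of GRCm39, 19298692 to 19307908) had counts of 1, 5 and 1 in WT and 11, 5 and 7 in KIN, a log2FC of 1.77 (standard error 0.609, edgeR adjusted *p* = 0.0448), and was called in 1 of the 6 fits that each left out one library. *Snrpd3* (ENSMUST00000020397, chromosome 10, 75353380 to 75373229) rose from 3.66 ± 0.988 to 9.70 ± 3.11 CPM (SD, n = 3), a log2FC of 1.33 (standard error 0.364, edgeR adjusted *p* = 0.00791). *Snrpd1* (ENSMUST00000002551, chromosome 18, 10617773 to 10628230) had counts of 1, 4 and 1 in WT and 3, 7 and 7 in KIN, a log2FC of 1.60 (standard error 0.733, edgeR adjusted *p* = 0.160) that was not past the threshold. At the gene level, none of *Smn1*, *Gemin2*, *Gemin4*, *Gemin8*, *Strap*, *Snrpd2*, *Snrpf*, *Snrpg*, *Prmt5*, *Clns1a* and *Wdr77* was called. Of these 11, *Smn1*, *Snrpd2* and *Snrpg* had an unadjusted *p* under 0.05, and the largest log2FC was that of *Smn1*, 1.98 (standard error 0.732, edgeR adjusted *p* = 0.0656). As a set of 14 genes, 9 were higher and 5 lower, with a median log2FC of 0.14 (limma's camera test, adjusted *p* = 0.0410 over the 9 gene sets tested); counted by transcript the median was 0.05 (adjusted *p* = 0.122).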

Significant changes were only found in the astroglial fraction for *Gemin7* (log2FC 1.80), *Snrpd1* (log2FC 1.73), and *Snrpd3* (log2FC 1.36), while *Smn1*, *Gemin2*, *Gemin4*, *Gemin8*, *Strap*, *Snrpd2*, *Snrpf*, *Snrpg*, *Prmt5*, *Clns1a* and *Wdr77* showed non-significant results, and all other components were not detected. Thus, these upregulations do not appear connected with the microglial Rnu1b2 excess and are within the range of changes that occur during reactive astrogliosis.

## 4. Discussion

Recent research showed that most of the disease genes underlying the neurodegenerative processes of Alzheimer’s disease and Parkinson’s disease are strongly expressed in glial cells (astrocytes, microglia, and oligodendrocytes, not only neurons) [115,130]. In the case of SCA2/ALS13, it is well established that the responsible disease protein Ataxin-2 is best detected in the vulnerable neurons due to their large cytoplasm, but it is ubiquitously expressed according to comprehensive databases (www.proteinatlas.org, last accessed on 23 January 2026) and gets transcriptionally induced during stress periods of glial cells [131,132]. However, the role of glial cells upon polyQ-expansion or knockout of Ataxin-2 and its orthologs/paralogs has not been studied previously. All transcriptomic, proteomic, phospho-proteomic, lipidomic, and metabolomic studies done so far were in whole tissue homogenates or organismal extracts in humans, mice, flies, yeast, and plants [66,67,68,69,72,82,83,86,88,96,99,101,133,134,135,136,137,138,139]. As a matter of course, relevant mutation effects in specific cell types may get diluted and obscured when complex tissue extracts are used for subsequent analyses.

The present study successfully enriched astroglial and microglial fractions. In contrast, the neuronal fraction showed 20-fold fewer cell numbers and a low RNA yield. This prompted the highly sensitive MACE protocol for RNA-seq to be employed for all fractions, achieving the quantification of >10,000 among the most abundant transcripts even in the neuronal fraction. It remains unclear whether the significance of dysregulations is detected with similar efficacy in the neuronal fraction as in the two glial fractions, where sequencing depth and the number of unique reads were much higher. Fraction purity was assessed by RT-qPCR and immunocytochemistry, showing an approximately two-fold higher glial cell number from mutants, despite the lower brain weight of mutants. Both glial fractions from 10-month-old *Atxn2*-CAG100-knockin mice, as an authentic model of SCA2/ALS13, were compared. Overall, the data indicate that the loss of synaptic/axonal/dendritic transcripts is prominent at this stage (with *Nefh* mRNA for the neurofilament heavy chain transcript as an axonal factor down in glial fractions to below 19%), and microglial dysregulations are strong (with the *Gpnmb* transcript encoding Osteoactivin up to above 2000%), while astroglial dysregulations are minor. The unspecific signs of the neurodegenerative process include the induction of a microglial neuroinflammatory signature including not only *Gpnmb*, but also *Cst7*, *Clec7a*, *Slc11a1*, *Lgals3*, *Lgals3bp*, *Itgax* (CD11c), *Spp1* (Osteopontin), *Apoe*, *Axl*, *Usp18*, *Ifitm3*, *Rnf213*, in a response pattern that has been observed also in neurodegenerative processes such as Alzheimer’s, Fronto-temporal dementia, and Parkinson’s disease, as well as nervous system trauma and infarction [140,141,142,143,144,145,146,147,148,149,150,151,152,153,154,155]. These findings lead us to propose that disease severity and progression in our SCA2 mouse model should be quantified by measuring the ratio between *Gpnmb* increase and *Nefh* decrease. These nonspecific findings in glial cells showed high consistency and are in excellent agreement with the robust literature on neuroinflammatory signatures in other neurodegenerative disorders, so they are very credible.

There were also specific dysregulations that relate to the altered function and interactome of the disease protein ATXN2, firstly at the translation apparatus. Strong decreases in the *Cyfip2* and *Eef1a2* transcripts were documented, with a parallel increase in *Eef1a1*, suggesting that polyQ expansion of ATXN2 selectively impairs the translation at the initiation and re-initiation (i.e., elongation) steps. In good agreement, ATXN2 has a known direct protein interaction with PABPC1 (polyA-binding protein, cytoplasmic, type 1), which associates with the 3′ tail of mRNAs to mediate their circularization, in a step before ribosome recruitment and translation initiation, and their association is affected by the polyQ expansion [65]. The two translation elongation factor paralogs are 97% identical. *Eef1a2* serves as a monomeric, adult form with selective neuronal expression and high phosphorylation, particularly on tyrosine residues, with established functions in neuronal signaling (e.g., mTOR-dependent axonal repair). In comparison, *Eef1a1* functions as a dimeric, embryonic ubiquitous form with a seven-fold higher GDP dissociation rate, with known roles for cytoskeletal modifications [156]. The *Cyfip* family is thought to modulate translation initiation, with the isoform *Cyfip1* acting at the 5′ end while *Cyfip2* targets the 3′ end of mRNAs, affecting mainly the expression of actin cytoskeleton factors that are crucial for synaptic plasticity [157]. This deleterious effect of polyQ-expansions in ATXN2 on mRNA circularization and re-initiation of translation for elongation efficiency may be the underlying cause for the transcriptional upregulation of cytoplasmic ribosomal factors in the large and small subunits, and of the cytoplasmic tRNAs. These mild but systematic and consistent RNA-seq observations are likely to represent a cellular compensation effort to maintain sufficient protein biosynthesis. However, a partial substitution of deficient neuronal *Eef1a2,* which mediates the necessary stimulus-dependent protein synthesis for synapses, by enhanced levels of embryonal high-yield *Eef1a1* and elevated levels of translation machinery (ribosomes and tRNA) would be inadequately governed by the excitatory versus inhibitory signals within synapses. Overall, these data elucidate how ATXN2 polyQ expansion impacts the translation regulation steps, in similar ways as was reported for ATXN2-null mice [69,70,72]. Although these data are novel and are complementary to previously published knowledge on ATXN2, we have to caution that independent validation in patient tissue or other SCA2 models, with additional techniques, is necessary to establish their value.

Secondly, there were additional specific dysregulations that relate to ATXN2 functions in RNA processing upstream from translation events. The finding that significantly dysregulated small RNAs invariably showed decreases for all antisense RNAs and for all processed pseudogenes indicates that the impact of ATXN2 polyQ expansion is not restricted to translation. This notion is supported by the deficient levels of the long non-coding small nucleolar RNA *Rian*. Apparently, the processing of non-translated sRNAs is affected by cytoplasmic ATXN2, even if an RNA like *Rian* is trafficked to the nucleolus rather than the cytoplasm. Of course, indirect effects might be responsible, but the exploratory observation of a 13.9-fold accumulation of *Rnu1b2* levels provides an interesting potential explanation via a direct mechanism. ATXN2 structure is dominated by its N-terminal LSm-fold with five beta-barrels. LSm domains are derived from bacterial *Escherichia coli* Hfq/YlxS and archaeal Sm1/Sm2 proteins, which function as RNA chaperones, with preferential binding to regulatory small uridine-rich RNAs, and crucial roles for spliceosome evolution and ribosomal translation [62,158,159,160,161]. Five primary uridine-rich small nuclear RNAs are present in the spliceosome (U1, U2, U4, U5, and U6), having an essential role for pre-mRNA splicing [162,163], and another uridine-rich snRNA (U7) modulates histone mRNA 3′ end maturation [164]. The murine *Rnu1b2* snRNA (corresponding to human *RNU1-2*) represents one isoform of the murine U1 snRNA [165]. U1 RNA is essential for recognizing the 5′ splice site of mRNA precursors to facilitate intron removal [163,166]. *Rnu1b2* and its paralog *Rnu1b1* are chromosomally located five kilobases apart, coded on opposite DNA strands, with juxtaposed 5′ ends, and share identical flanking sequences 5′ and 3′ to the gene [167,168,169,170,171]. *Rnu1b* paralogs show embryonic and fetal expression, while *Rnu1a* paralogs show constitutive expression in differentiated cell types [172,173,174]. It remains unclear what the functional differences between *Rnu1b2* and *Rnu1b1* might be. Crucially, the uridine-rich snRNAs undergo several processing steps. U1, as a Sm-class snRNA, is transcribed by RNA polymerase-II and receives a 7-methylguanosine (m^7^G) cap in the nucleus. It is then exported to the cytoplasmic U-bodies, where 3′-end trimming occurs together with cap hypermethylation to 2,2,7-trimethylguanosine (m_3_G). U-bodies form upon cellular stress in the vicinity of P-bodies, where 5′-cap processing and 3′-end trimming also occur, but are taken further until the complete degradation of RNA [175,176,177]. For P-bodies, a perturbation upon experimental manipulation of ATXN2 was already documented [63]. In U-bodies, the SMN complex recognizes the 3′-end trimming of uridine-rich snRNAs and assembles their Sm sites with seven Sm proteins (B/B’, D3, D2, D1, E, F, and G) [178]. The resulting ribonucleoprotein complex is re-imported into the nucleus to become the spliceosome [175,179,180,181]. Clearly, the U1 processing step at U-bodies via the SMN complex provides an opportunity where cytoplasmic ATXN2 with its LSm domain has access to uridine-rich snRNAs before they become part of the spliceosome. In this context, it is interesting to note that mutations in the SMN1 protein as part of the SMN complex result in axonal motor neuron degeneration with fetal, pediatric or juvenile onset [182,183,184,185,186,187], and mutations in ATXN2 cause pathologically indistinguishable axonal motor neuron degeneration with adult onset [7,101,188,189,190], in good agreement with these thoughts about a functional interaction between ATXN2 and SMN1 at U-bodies. Altogether, the observed about 14-fold accumulation of the small nuclear *Rnu1b2* isoform seems a plausible specific effect of ATXN2 polyQ expansion, which was documented only in microglial fractions by gene-based analysis, and may have been diluted in previous global transcriptome surveys of complex nervous tissues that were focused on mRNAs. While it is tempting to interpret the increased levels of *Rnu1b2* as a consequence of impaired processing in U-bodies due to altered conformation of the LSm domain in ATXN2 upon polyQ expansion, of course it should also be considered that this 14-fold increase may represent an active transcriptional upregulation in response to stress, possibly secondary to microglial activation, in analogy to the 2082% induction of *Gpnmb*. Thus, at present is remains completely unclear whether the *Rnu1b2* is part of the pathology, or part of compensatory neuroprotective efforts in the brain tissue. It is important to know that U1 snRNPs act as potent triggers of innate immunity in monocytes, having established relevance for autoimmune pathology and (for the neuroinflammatory process, or for stress-triggered splice adaptations?) in Alzheimer’s disease [191,192,193,194,195]. Furthermore, it is noteworthy that U1 snRNAs were previously proposed as useful biomarkers [196] and that their manipulation has therapeutic value [197,198,199,200,201,202,203,204]. Despite the novelty and the plausible mechanistic consequences of the *Rnu1b2* increase, this preliminary, single-fraction observation strongly requires independent validation before it can be considered a relevant molecular event within SCA2/ALS13 pathogenesis. The scenario of ATXN2-LSm interaction with *Rnu1b2* at U-bodies is worthwhile considering, but at this stage purely speculative.

In this context, another isolated observation without consistency in the current RNA-seq dataset becomes noteworthy. Only in the neuronal fraction, where the quantification may be reliable only for very abundant transcripts, the levels of *Eftud2* showed a significant accumulation (log2FC 4.37). 

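*Eftud2* (ENSMUST00000123833, chromosome 11 of GRCm39, 102756688 to 102771790, a retained-intron transcript) had 0 counts in each WT library and 9, 3 and 11 counts in the KIN libraries of the neuronal fraction. The floor of 3 counts makes this at least 1.27-fold higher, with an unadjusted *p* of 0.00117 from edgeR and an edgeR adjusted *p* of 0.294. With each library left out in turn, it was called in 0 of 6 fits.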

As a component of the minor spliceosome, the putative GTPase protein EFTUD2 (also known as U5 snRNP Specific Protein with 116 KD, or SNU114 Homolog) is integrated in the U5 snRNP and the U4/U6-U5 tri-snRNP complexes, serving to enable the splicing of U12-type introns in pre-mRNAs [205,206,207]. *Eftud2* dysregulation is particularly deleterious for cerebellar Purkinje neurons [208,209] and has a prominent role in antiviral splice adaptations [210,211]. However, this RNA-seq observation is clearly exploratory and cannot provide mechanistic insights at present without further confirmation.

Thirdly, there was a specific dysregulation that relates to ATXN2 function, regarding the highly dynamic actin cytoskeleton at the nuclear envelope, in addition to the synaptic terminals. The finding of reduced *Syne1* levels was previously observed together with a reduction in SYNE1 protein levels and a co-accumulation of SYNE1 protein with the ATXN2 aggregates in aged *Atxn2*-CAG100-KIN mouse brain [67], as mentioned above. This previous report analyzed knockout mice of ATXN2L as a nucleus–cytoplasm shuttling paralog of ATXN2 [67], observing a prominent impact on the actin modulator SYNE2 (also known as Nesprin-2) at the nuclear envelope [212], and on the nuclear protein NUFIP2 as a target of an O-GlcNAcylation-mediated condensation in the context of actin-binding and focal adhesion factors [213]. Parallel investigations of conditional ATXN2L-depletion at adult age documented a clear alteration of the nuclear splicing pathway [68]. This knowledge is now complemented by novel RNA-seq evidence that the polyQ expansion in the completely cytoplasmic paralog ATXN2 causes reductions in *Syne1* and *Cyfip2* levels. As functional similarities, both giant SYNE/Nesprin proteins have paired N-terminal calponin-homology (CH) domains for actin binding and C-terminal KASH domains for membrane anchoring. These domains are encoded in multiple isoforms that are subject to alternate splicing, getting positioned in overlapping localizations at nuclear and other membranes (where they ensure actin-dependent proximity towards synaptic signals or other stimuli). These domains also regulate cell polarity and filopodia [214,215,216,217,218]. As a functional difference, SYNE2 was found to be critical for cortical and hippocampal neurons, while SYNE1 is more relevant for cerebellar neurons, with its mutations resulting in spinocerebellar ataxia type SCAR8 and motor neuron degeneration [219,220,221]. Regarding the other gene family with dysregulated expression upon ATXN2/ATXN2L mutations, both the NUFIP2 and CYFIP2 proteins are interactors of the Fragile X Mental Retardation protein (FMRP), as members of a family of regulators of neuronal translation, of activity-dependent bulk endocytosis, and of synaptic function, acting as adaptors of ribonucleoprotein complexes and actin [222,223,224,225,226,227]. NUFIP isoforms are thought to connect FMRP with nuclear export, RNA processing, the control of protein synthesis at synaptic sites, and the autophagolysosomal degradation pathway [228,229,230,231,232,233,234], while CYFIP isoforms connect FMRP with translation suppression (CYFIP2 acting at the 3′ untranslated region of mRNAs), actin polymerization, and cytoskeleton remodeling [157,235,236,237,238,239,240,241,242,243,244,245,246,247]. The impact of Ataxin-2 family members on the NUFIP/CYFIP family might explain previous findings in the nematode *Caenorhabditis elegans* that deletion of its single-copy Ataxin-2 ortholog regulates centrosomes at the nuclear envelope and cytoskeletal dynamics [248]. These observations are also in good agreement with observations in the fly *Drosophila melanogaster* that its single-copy Ataxin-2 ortholog interacts with FMRP [98,249] and impacts the actin cytoskeleton [56]. Again, these data are novel and are complementary to previously published knowledge on ATXN2, but independent validation in patient tissue or other SCA2 models, with additional techniques, will be needed to establish their value.

Fourth, there were very consistent downregulations of *Sptbn2* in both glial and neuronal fractions (Tables S3A and S5A). This is remarkable in view of the roles of ATXN2 and SPTBN2 as disease proteins responsible for spinocerebellar ataxia. Mutations in SPTBN2 cause autosomal dominant spinocerebellar ataxia type 5 (SCA5) and autosomal recessive SCAR14/SPARCA1 [250,251,252,253]. SPTBN2 is a structural constituent of the postsynapse, essential for anchoring glutamate receptors and transporters (such as EAAT4 and mGluR1) at the plasma membrane [254,255]. It helps shape the dendritic spine neck, regulating synaptic transmission to prevent excessive excitation [256,257]. SPTBN2 plays a vital role in trafficking proteins, maintaining the structural integrity of the Golgi apparatus, and managing vesicle transport within neurons [258,259,260]. In particular, it supports cerebellar Purkinje cells [261,262]. 

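*Sptb* (ENSMUST00000166101, chromosome 12 of GRCm39, 76642904 to 76757321) had counts of 13, 5 and 14 in WT and 3, 1 and 2 in KIN astrocytes, at least 3.15-fold lower (edgeR adjusted *p* = 0.00432). In microglia it had 8, 1 and 5 against 0, 0 and 1, at least 1.60-fold lower without passing the threshold (edgeR adjusted *p* = 0.240). Summed over its transcripts, *Sptbn4* (chromosome 7, 27055808 to 27147111) fell from 15.4 ± 8.66 to 3.73 ± 0.623 CPM (SD, n = 3) in astrocytes, a log2FC of −2.0 (standard error 0.366, edgeR adjusted *p* = 0.000136). In microglia it had counts of 29, 4 and 20 against 2, 3 and 3, at least 5.75-fold lower (edgeR adjusted *p* = 0.00691). *Sptbn1* (chromosome 11, 30049394 to 30218191) fell from 13.153 ± 4.30 to 4.05 ± 1.76 CPM in microglia, a log2FC of −1.71 (standard error 0.329, edgeR adjusted *p* = 0.00679). With each library left out in turn, the microglial decreases of *Sptbn4* and *Sptbn1* were called in 1 and 3 of 6 fits.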

The impact of ATXN2 polyQ expansion on the expression of beta-spectrin isoforms in general, and on their roles to connect the cortical actin cytoskeleton with synaptic membranes via ankyrin-binding and pleckstrin-homology domains [263,264], was substantiated by the significant decreased expression (Table S3A) of *Sptb* (log2FC −2.36 in astroglial and −3.78 in microglial fraction), *Sptbn4* (log2FC −1.4 in astroglial, −1.23 in microglial fraction) and *Sptbn1* (log2FC −0.72 in microglial fraction). Similar to the statements above, these data are novel and are complementary to previously published knowledge on ATXN2, but independent validation in patient tissue or other SCA2 models, with additional techniques, will be needed to establish their value.

There are clear limitations of this study. Unfortunately, not enough aged *Atxn2*-CAG100-KIN mice were available to obtain sufficient material in the neuronal fraction for standard RNA-seq(given that the progressive expansion in the polyQ domain of ATXN2 has an ever more profound impact on fertility due to its expression changes in peripheral tissues [69,100]), so the highly sensitive MACE technique was employed instead across all fractions and the data therefore reflect only the 3′-ends of mRNA. Thus, only a small part of all isoforms is represented in the expression profiles. While all the RNA profiles reported here are preliminary (given that we were unable to perform validation experiments in additional samples with complementary techniques), we endeavored to ensure that neuronal data above the detection threshold are similarly powered and of comparable quality as the glial data. The advanced neurodegeneration in the aged mice under study causes a loss of neural tissue in parallel to reactive microgliosis and astrogliosis, so it is impossible to distinguish clearly whether lower neural transcript levels and higher glial transcript levels are due to altered cell mass/cell numbers, or indeed reflect active transcriptional regulation. Although we made efforts to compare crucial data with markers of microglia and astroglia mass/numbers and to visualize these background effects in a heatmap where massive transcriptional dysregulations are easily appreciated, validation experiments, e.g., regarding the promoter methylation pattern of key genes, should be conducted in the future. It will also be useful to assess crucial data such as the increased expression of *Gpnmb* and the decreased expression, e.g., of *Nefh* and of *Cyfip2* at the protein level, employing quantitative immunoblots, immunohistochemistry, and coimmunoprecipitation experiments. Our team discontinued breeding of the *Atxn2*-CAG100-KIN mouse line upon closure of the lab due to retirement of the principal investigator, but the sperm is cryoconserved at the company genOway (Lyon, France) and at the European Mouse Mutant Archive (EMMA ID EM:13598, see https://www.infrafrontier.eu/emma/strain-details/?q=13598, last accessed on 3 February 2026), so that independent teams can assess the present data. Finally, it is clearly possible that RNA-seq findings about SCA2/ALS13-unique dysregulations that are not reproduced by oligonucleotide microarray data, or RNA-seq data in a single fraction (such as the accumulation of *Rnu1b2*, or the deficiency of *Rian*) might be technical or analytical artifacts.

Potential next experiments might of course include (i) the analysis of frozen or fresh patient samples such as nervous tissues (very few are available, with their preservation state always being a cause of concern) or the analysis of patient peripheral blood macrophages, (ii) the analysis of independent SCA2/ALS13 models in mice, flies, nematodes, zebrafish, yeast, or plants, (iii) the analysis of independent SCA2/ALS13 models in vitro, such as microglial cell lines, cultures of primary microglia, extracts from microglial fractions. For cell culture experiments, it should be considered that the microglia-specific dysregulations described here may have arisen only after the exposure of these cells to stress and debris, while the effects may not be detectable in complex brain tissue and cell cultures during normal growth phases. Clearly, the maturation of uridine-rich snRNAs and their incorporation into spliceosome precursors by the SMN complex is concentrated in U-bodies only after cellular stress, while it occurs diffusely in the cytoplasm of unstressed cells [265,266,267]. Beyond microglia- and astroglia-enriched fractions, it would be desirable to breed and age the *Atxn2*-CAG100-KIN mouse line again, complementing the present data with the analysis of neuronal and oligodendroglial fractions, to understand more cell-type-specific disease mechanisms in view of the strong and early neurite retraction and demyelination in SCA2 [101,268,269,270,271,272,273]. If the evidence about non-coding small RNA dysregulations is substantiated, a systematic study about the processing of all uridine-rich snRNAs, snoRNAs, antisense RNAs, and pseudogenes should follow. Crucially, it is worthwhile considering the possibility that a lack of completely processed uridine-rich snRNAs would impair spliceosomal activity, and that synthetic substitutes with slow turnover due to pseudouridylation might provide a causal therapeutic opportunity [274,275,276,277,278,279]. As stated before, all these confirmatory studies with different biological material and varying technical approaches will have to be conducted by independent research teams. 

## 5. Conclusions

In conclusion, the transcriptome profiling from microglia- and astroglia-enriched fractions from 10-month-old *Atxn2*-CAG100-KIN brain documented a severe retraction of neural terminals from their glia-association, together with strong reactive microgliosis at this stage, while the astrogliosis was mild, as unspecific signatures of the neurodegenerative process. As potential SCA2/ALS13-specific dysregulations that relate to the known phenotype, functions, and interactomes of ATXN2, four new effects complement previous findings. (i) Altered levels were documented for two translation elongation factors in converse direction; (ii) reduced levels were found for a cytoplasmic member of the CYFIP family (in analogy, its nuclear homolog is affected by ATXN2L mutation); (iii) decreased levels were also observed for another member of the Nesprin/SYNE family that mediates membrane movement (in analogy, a second member is affected by ATXN2L mutation); and (iv) decreased transcript levels were observed for several members of the beta-spectrin family. The functional roles of all these molecules converge in the stimulus-dependent mRNA splicing and translation, particularly for actin-associated cytoskeletal factors, to enable plasticity of synaptic as well as nuclear membranes. The impact of ATXN2 polyQ expansion was not restricted to coding mRNAs, but among small non-coding RNAs, mild but consistent effects were documented for all antisense RNAs and all processed pseudogenes, which invariably showed downregulations, similar to the small nucleolar non-coding RNA *Rian*. As a single, exploratory, and currently unvalidated observation about possible mechanisms that mediate this impact upstream from cytoplasmic ribosomal translation, the 13.9-fold accumulation of the uridine-rich small nuclear RNA *Rnu1b2* stands out. As a plausible scenario, the mutation directly adjacent to the LSM domain of cytoplasmic ATXN2 could affect its binding and processing of uridine-rich RNAs as its known targets, when they are exported from the nucleus to cytoplasmic U-bodies for hypermethylation of their 5′ cap, and trimming of their 3′ ends. Subsequently, the processed U-rich snRNAs will interact with the SMN complex, so that they can assemble with the seven Sm proteins to form the spliceosome, before this ribonucleoprotein complex gets re-imported into the nucleus and assumes its activity there. Unfortunately, this microglia-specific effect could not be validated further by this team, and future assessment by independent groups is urgently needed.

## Figures and Tables

**Figure 1:**
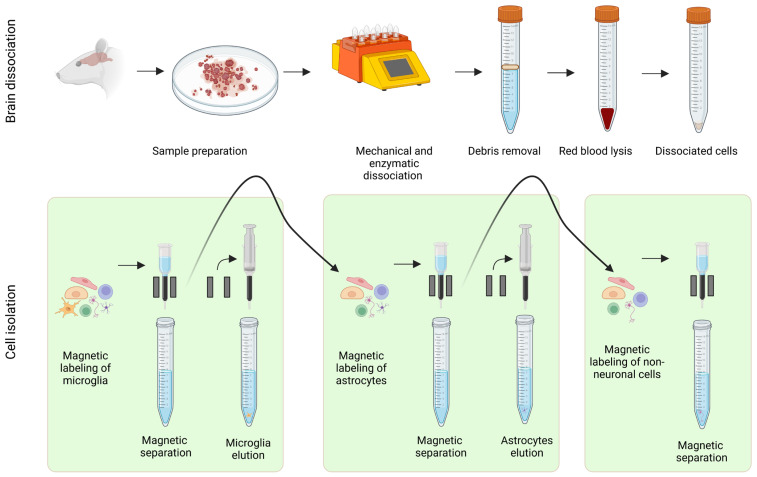
Schematic workflow for adult brain dissociation and sequential isolation of cell types (microglia, astrocytes, and neurons). Tissue is harvested rapidly, placed in ice-cold DPBS with Ca^2+^ and Mg^2+^, and cut into small pieces, then transferred to C-tubes and dissociated by a combination of enzymatic buffer solution containing papain with gentle mechanical dissociation, using a gentleMACS Octo Dissociator with heaters. Gradient centrifugation forms a compact ring containing debris (dead cells and myelin). After debris removal, red blood cells are lysed, and the dissociated cells are magnetically labeled with anti-CD11b MicroBeads against microglia. The labeled cells are passed through LS columns twice and placed on a magnetic stand. CD11b-positively selected cells remain in the column and are eluted with a plunger into a fresh tube. The negative flow-through is processed to isolate astrocytes labeled with anti-ACSA2 MicroBeads, and the process is repeated. For neuron isolation, the negative flow-through from astrocyte extraction is labeled with a non-neuronal biotin cocktail and anti-biotin MicroBeads, and the subsequent negative flow-through contains the neuron population. The arrows show the workflow handling of the cell suspensions. Image created in BioRender, Reddy, A. (2026) https://BioRender.com/mj9rqid, last accessed on 2 March 2026 and adapted from [111].

**Figure 2:**
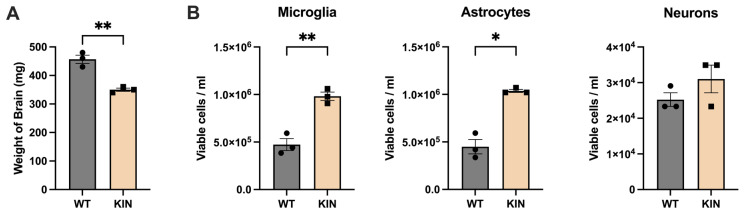
Analysis of the brain and its cell types from *Atxn2*-CAG100-KIN mice. (**A**) Statistical evaluation of brain weights from WT and *Atxn2*-CAG100-KIN mice at ages of ~10 months (*n* = 3). (**B**) Viable cell counts of microglia, astrocytes, and neurons from WT and *Atxn2*-CAG100-KIN mice (*n* = 3). Data are mean ± SEM, Student’s *t*-test with Welch’s correction, *p* < 0.05 *, *p* < 0.01 **, *p* < 0.001.

**Figure 3:**
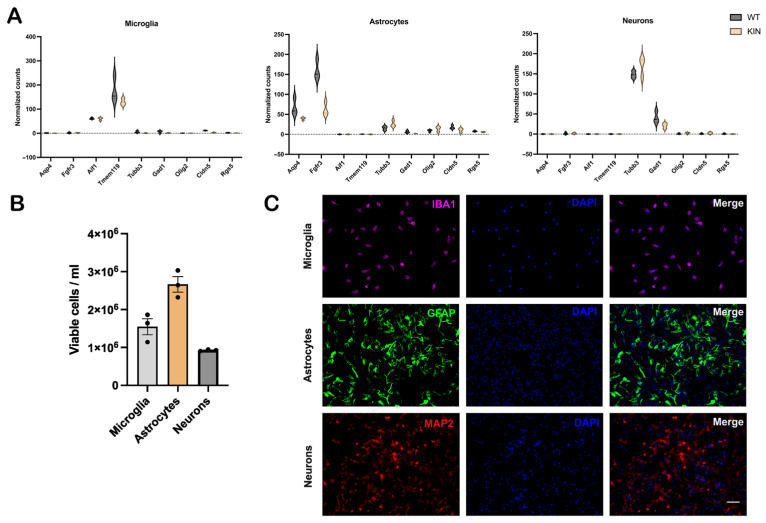
Purity validation of isolated microglia, astrocytes, and neurons. (**A**) Expression of specific markers in the gene sequencing data of 10-month-old mice. (**B**) Viable cell counts from 3-day-old wild-type mice (*n* = 3). Data are mean ± SEM. (**C**) Immunofluorescence staining of microglia with the marker IBA1, astrocytes with GFAP, and neurons with MAP2 after 5 days in culture. DAPI was used for staining the nucleus. Scale bar: 5 µM.

**Figure 4:**
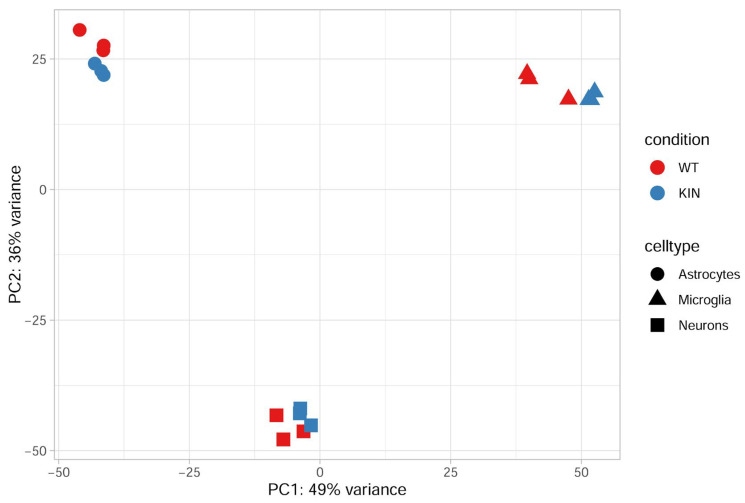
Principal component analysis (PCA) of RNA-seq data from astrocytes, microglia, and neurons derived from WT and KIN mice. PC1 (49% variance) and PC2 (36% variance) are shown. This plot shows potential clusters based on gene expression.

**Figure 5:**
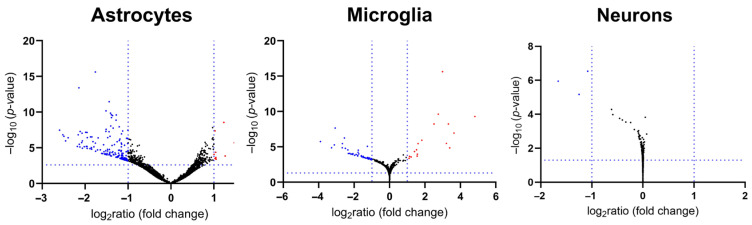
Volcano plots of different cell populations from 10-month-old *Atxn2*-CAG100-KIN mouse brains. Log2-fold changes and -log10 (*p*-values) of all sequenced genes are provided. Downregulations are shown in blue and upregulations in red.

**Figure 6:**
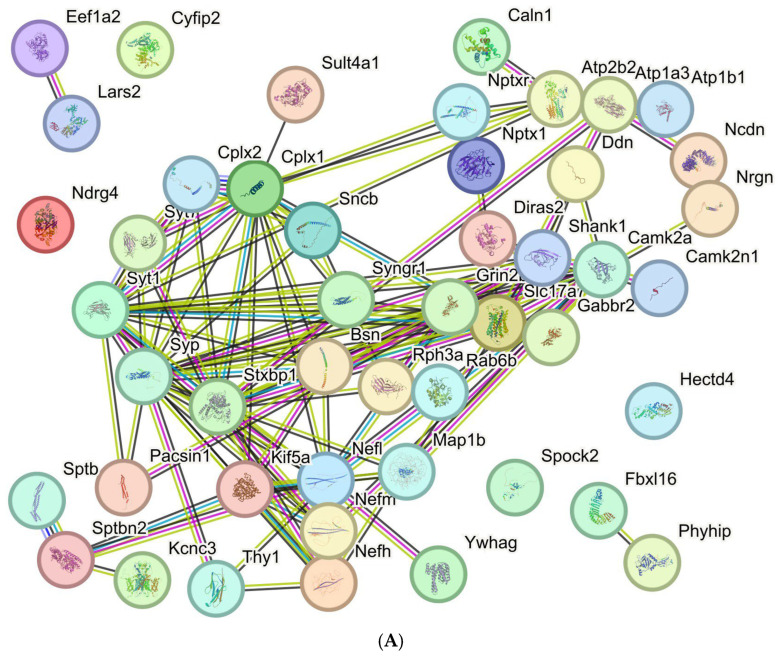

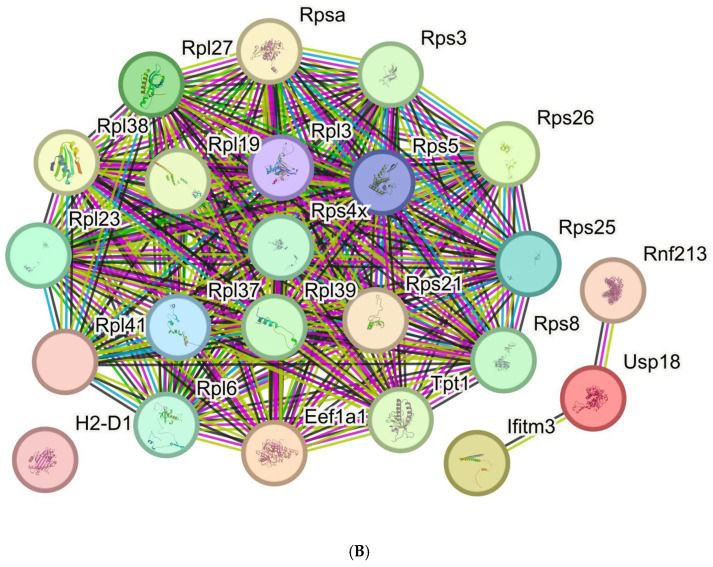
(**A**): STRING protein–protein interaction diagram of all downregulated transcripts that are consistent between brain compound, astroglial, and microglial fractions, upon RNA-seq of 10-month-old *Atxn2*-CAG100-KIN mice; (**B**): STRING protein–protein interaction diagram of all upregulated transcripts that are consistent between brain compound, astroglial, and microglial fractions, upon RNA-seq of 10-month-old *Atxn2*-CAG100-KIN mice.

## Data Availability

Complete analyses in EXCEL files supporting the conclusions of this article, as well as MultiQC reports, are available from the authors upon reasonable request. All raw RNA-seq data were deposited publicly at GEO with the accession numbers GSE319876 and GSE319875.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15080699/s1. Supplementary Material S1: Quality assessment of RNA-seq data for mRNA. Supplementary Material S2: Quality assessment of RNA-seq data for small RNA. Figure S1: RT-qPCR analyses of dissociation purity in CD11b-labeled microglial fraction, ACSA2-labeled astroglial fraction, and unlabeled neuronal/endothelial fraction. Table S1: RNA concentrations per sample, before RNA-seq. Table S2A,B: Consistency analysis between the new 10-month-old brain compound and cell-type-specific RNA-seq transcript profiles and previously reported 14-month-old spinal cord oligonucleotide microarray data. Table S3A,B: Consistency analysis between new RNA-seq profiles in brain compound, astroglial, and microglial fractions. Table S4A,B: Consistency analysis between new sRNA-seq profiles in astroglial and microglial fractions. Table S5A: Strongest dysregulations in the new RNA-seq gene profile of microglial fraction. Table S5B: Strongest dysregulations in the new RNA-seq profile of astroglial fraction. Table S6: Compilation of expression data for Rnu gene family.

## Abbreviations

The following abbreviations are used in this manuscript:

ACSA2	Astrocyte Cell Surface Antigen-2
Adcy1	Adenylate Cyclase 1
Agt	Angiotensinogen, Serine Proteinase Inhibitor A8
Aif1	Allograft Inflammatory Factor 1 = IBA1
Ald1l1	Aldehyde Dehydrogenase 1 Family Member L1
ALS13	Amyotrophic Lateral Sclerosis type 13
AMPA	Alpha-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid
Apoe	Apolipoprotein E
Atp1a3	ATPase Na+/K+ Transporting Subunit Alpha 3
Atx2	Ataxin-2 in flies
Atxn2	Ataxin-2
Atxn2l	Ataxin-2-like
Axl	AXL Receptor Tyrosine Kinase
Camk2a	Calcium/Calmodulin-Dependent Protein Kinase II Alpha
Camk2b	Calcium/Calmodulin-Dependent Protein Kinase II Beat
Cd32	Cluster of Differentiation 32
Cd63	Cluster of Differentiation 63
Cd68	Cluster of Differentiation 68
cDNA	Complementary DNA
Celsr3	Cadherin EGF LAG Seven-Pass G-Type Receptor 3
CH	Calponin-Homology
CID3/4	Chemical-Inducible Dimerization
Cldn5	Claudin 5
Clec7a	C-type lectin Domain-Containing Protein 7A
Cplx1	Complexin 1/2
Cst7	Cystatin-F
Cyfip2	Cytoplasmic FMR1 Interacting Protein 2
Ddx6	DEAD-Box Helicase 6
Dnm1	Dynamin 1
Eaat4	Excitatory Amino Acid Transporter 4, Solute Carrier Family 1 Member 6
EDTA	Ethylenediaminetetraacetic Acid
Eef1a1/2	Eukaryotic translation elongation factor 1 alpha 1/2
Eftud2	Elongation Factor Tu GTP Binding Domain Containing 2
Eno2	Enolase 2
Etnppl	Ethanolamine-phosphate phospho-lyase
Fam20c	Family With Sequence Similarity 20, Member C
Fbxl16	F-box and leucine-rich repeat protein 16
FC	Fold Change
Fcrls	Fc Receptor-Like S
FDR	False Discovery Rate
FMRP	Fragile X Mental Retardation Protein
Gad1/2	Glutamate Decarboxylase 1
GDP	Guanosine diphosphate
Gfap	Glial Fibrillary Acidic Protein
Gls	Glutaminase
GO	Gene Ontology
GO-BP	Gene Ontology—Biological Process
GO-CC	Gene Ontology—Cellular Component
GO-MF	Gene Ontology—Molecular Function
Gpnmb	Glycoprotein Nmb
Grin1	Glutamate Receptor, Ionotropic, N-Methyl D-Aspartate 1
GSEA	Gene Set Enrichment Analysis
Hexb	Hexosaminidase Subunit Beta
Hmgcr	3-Hydroxy-3-Methylglutaryl-CoA Reductase
Hmgcs1	3-Hydroxy-3-Methylglutaryl-CoA Synthase 1
IBA1	Ionized calcium-binding adapter molecule 1, = AIF1
Ifitm3	Interferon-induced transmembrane protein 3
Itgax	Integrin Subunit Alpha X
Kcnj8	Potassium Inwardly Rectifying Channel Subfamily J Member 8
Kcnq2	Potassium Voltage-Gated Channel Subfamily Q Member 2
Kif5a	Neuronal Kinesin Heavy Chain
KIN	Knockin
Lgals3	Lectin, galactoside-binding, soluble factor 3
Lgals3bp	Galectin-3 binding protein
lincRNA	Long intergenic non-coding RNA
Lpl	Lipoprotein Lipase
LSmAD	LSm-Associated Domain
MACE	Massive Analysis of cDNA Ends
MACS	Magnetic-Activated Cell Sorting
Map1b	Microtubule-Associated Protein 1B
Map2	Microtubule-Associated Protein 2
mGLUR1	Glutamate Metabotropic Receptor 1
Mical2	Microtubule-Associated Monooxygenase, Calponin and LIM Domain-Containing 2
miRNA	MicroRNA
Mpeg1	Macrophage Expressed 1
Mt-tRNA	Mitochondrial transfer RNA
Ndrg4	N-myc downstream-regulated gene 4
Nefh	Neurofilament Heavy Chain
Nefl	Neurofilament Light Chain
Neurod2	Neuronal Differentiation 2
NGS	Next-Generation Sequencing
Nptx1	Neuronal Pentraxin 1
Nufip2	Nuclear FMR1-interacting protein 2
Olfml3	Olfactomedin-Like 3
Olig2	Oligodendrocyte Transcription Factor 2
P2ry12	Purinergic Receptor P2Y12
PABP	Poly(A)-binding protein
Pabpc1	polyA-binding protein, cytoplasmic, type 1
PAR-CLIP	Photoactivatable Ribonucleoside-Enhanced Crosslinking and Immunoprecipitation
PCA	Principal component analysis
piRNA	Piwi-interacting RNA
Plca3	= Gpnmb, Glycoprotein Nonmetastatic Melanoma Protein B
Ppfia4	PPFI Scaffold Protein A4
Pvalb	Parvalbumin
Rab15	Ras-Related Protein Rab-15
Rbfox3	RNA Binding Fox-1 Homolog 3
Rian	RNA Imprinted and Accumulated in Nucleus
RNA	Ribonucleic Acid
Rnf213	Ring Finger Protein 213
Rnu1b2	RNA, U1 Small Nuclear 2
Rph3a	Rabphilin 3A
rRNA	Ribonucleic acid
RT-qPCR	Reverse Transcriptase Quantitative Real-Time Polymerase Chain Reaction
S100b	S100 Calcium Binding Protein B
Sall1	Spalt-Like Transcription Factor 1
SCA2	Spinocerebellar Ataxia type 2
SCA5	Spinocerebellar Ataxia Type 5
SCAR14	Spectrin Beta, Non-Erythrocytic 2
scaRNA	Small Cajal body-specific RNA
Scn4b	Sodium voltage-gated channel beta subunit 4
SEM	Standard error of the mean
Slc11a1	Solute carrier family 11, member 1
Slc12a5	Solute Carrier Family 12 Member 5
Slc17a7	Vesicular glutamate transporter 1
SMN1	Survival Of Motor Neuron 1, Telomeric
Snap25	Synaptosome-associated Protein 25
snoRNA	Small Nucleolar RNA
snRNA	Small nuclear RNA
snRNP	Small nuclear ribonucleoprotein
SPARCA1	Spectrin-Associated Autosomal Recessive Cerebellar Ataxia
Spi1	Spi-1 Proto-Oncogene
Spp1	Secreted Phosphoprotein 1
Spock2	secreted protein acidic and rich in cysteine
Sptbn1	Spectrin Beta, Non-Erythrocytic 1
Sptbn2	Spectrin Beta, Non-Erythrocytic 2
sRNA	Small RNA
STRING	Search Tool for Recurring Instances of Neighboring Genes
Syne1	Spectrin Repeat Containing Nuclear Envelope Protein 1
Syt1	Syntaxin 1
Tmem119	Transmembrane Protein 119
Trank1	Tetratricopeptide Repeat And Ankyrin Repeat Containing 1
Trem2	Triggering Receptor Expressed On Myeloid Cells 2
tRNA	Transfer RNA
Tyrobp	TYRO Protein Tyrosine Kinase-Binding Protein
Unc13a	Unc-13 Homolog A
Usp18	Ubiquitin-Specific Peptidase 18
Vim	Vimentin
WT	Wild-type
ZFE	Central Animal Facility

# Supplementary material for: Astro-Versus Microglia-Enriched Transcriptomes from Aged Atxn2-CAG100-Knockin Mice Suggest Underlying Pathology of RNA Processing at Ribosomes, and Possibly at U-Bodies
**Source:** Cells. 2026 Apr 15;15(8):699. doi: 10.3390/cells15080699
**Supplement:** Supplementary file 1

Table S1

RNA concentrations of the samples used:

Table S2A

Table S2B

Table S6

# MouseBrain

GenXPro GmbH

2026-03-23

# Table of Contents

- 1 [Materials and Methods](#)
- 2 [Results](#)
  - 2.1 [Quality Control](#)
  - 2.2 [General Results](#)
    - 2.2.1 [Expression Quantification](#)
  - 2.3 [KIN vs. WT](#)
    - 2.3.1 [Differential Expression Analysis \(DEA\)](#)
    - 2.3.2 Gene Set Enrichment Analysis (GSEA)
      - 2.3.2.1 [Reactome](#)
      - 2.3.2.2 [GO-MF](#)
      - 2.3.2.3 [GO-BP](#)
      - 2.3.2.4 [GO-CC](#)
  - 2.4 [Astrocytes\\_KIN vs. Astrocytes\\_WT](#)
    - 2.4.1 [Differential Expression Analysis \(DEA\)](#)
    - 2.4.2 Gene Set Enrichment Analysis (GSEA)
      - 2.4.2.1 [Reactome](#)
      - 2.4.2.2 [GO-MF](#)
      - 2.4.2.3 [GO-BP](#)
      - 2.4.2.4 [GO-CC](#)
  - 2.5 [Microglia\\_KIN vs. Microglia\\_WT](#)
    - 2.5.1 [Differential Expression Analysis \(DEA\)](#)
    - 2.5.2 Gene Set Enrichment Analysis (GSEA)
      - 2.5.2.1 [GO-MF](#)
      - 2.5.2.2 [GO-BP](#)
      - 2.5.2.3 [GO-CC](#)
  - 2.6 [Neurons\\_KIN vs. Neurons\\_WT](#)
    - 2.6.1 Gene Set Enrichment Analysis (GSEA)
      - 2.6.1.1 [Reactome](#)
      - 2.6.1.2 [GO-MF](#)
      - 2.6.1.3 [GO-BP](#)
      - 2.6.1.4 [GO-CC](#)

## 2.7 References

# Materials and Methods

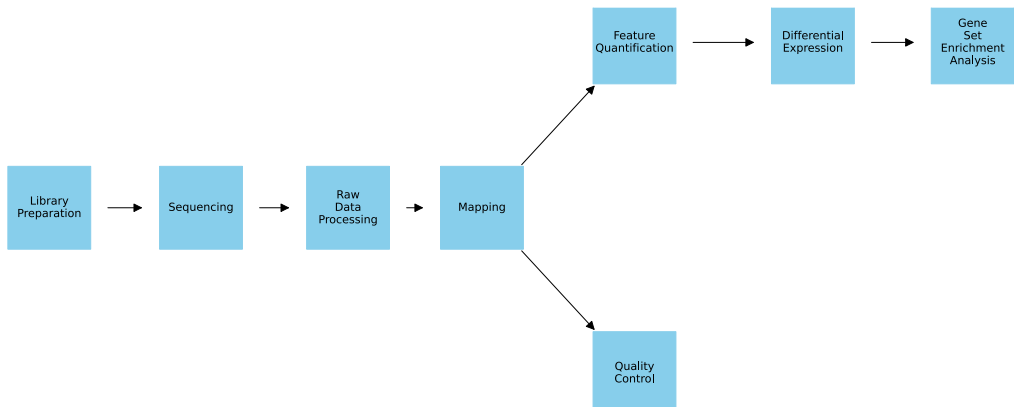

Figure 1. Bioinformatics Pipeline

## Library Preparation and Sequencing

### Library Preparation

#### PATS\_A, panRNA-Seq

Details of the library preparation have not been provided.

### Sequencing

#### PATS\_A, panRNA-Seq

Sequencing was performed on an Illumina NextSeq 500 instrument with 1x76 bps.

## Data Processing

### Raw Data Processing

Raw sequencing reads were processed by removing adapter sequences, low-quality bases, and technical artifacts through trimming. For UMI-containing libraries, PCR duplicates were eliminated by collapsing reads with identical UMIs and insert sequences. The resulting high-quality, deduplicated reads were used for downstream analyses. Unprocessed sequencing reads were adapter-trimmed and quality-trimmed using *Cutadapt* 4.6 <sup>1</sup>. UMI deduplication was done using in-house tools collapsing PCR duplicates using UMIs into a single read. Also

using *Cutadapt*, additional sequencing artifacts were removed from the reads in an extra cleaning step. *FastQC* 0.11.9 <sup>2</sup> was used to assess the quality of sequencing reads.

#### PATS\_A, panRNA-Seq

Cutadapt arguments for trimming:

```
-m 14 -q 20 -n 8
```

UMI deduplication, allowed mismatches per *N* bases UMI:  
8

Cutadapt arguments for cleaning:

```
-m 10 -u 4 -a 'A{300}X' -a 'A{10};o=10' -a 'T{10};o=10' -a 'C{10};o=10' -a 'G{10};o=10' -n 5
```

### Mapping

The processed sequencing reads were mapped using *Bowtie2* 2.4.4 <sup>3</sup>.

#### mm39 Mus musculus

We used the following arguments for the specified reference:

*mirna*:

Sequences (FASTA):

[mirna.fa.gz](#)

Bowtie2 args:

```
--sensitive --local
```

*pirna:*

Sequences (FASTA):

[pirna.fa.gz](http://pirna.fa.gz)

Bowtie2 args:

--sensitive --local

*trna:*

Sequences (FASTA):

[trna.fa.gz](http://trna.fa.gz)

Bowtie2 args:

--sensitive --local

*ENSEMBL\_ncrna:*

Sequences (FASTA):

[ENSEMBL\\_ncrna.fa.gz](http://ENSEMBL_ncrna.fa.gz)

Bowtie2 args:

--sensitive --local

*ENSEMBL\_dna:*

Sequences (FASTA):

[ENSEMBL\\_dna.fa.gz](http://ENSEMBL_dna.fa.gz)

Bowtie2 args:

--sensitive --local

## Quality Control

*MultiQC* 1.32 <sup>10</sup> was used to create a single report visualising output from multiple tools across many samples, enabling global trends and biases to be quickly identified.

## Data Analysis

### Expression Quantification

The processed and mapped reads were used for gene expression quantification. Expression quantification was performed using *HTSeq* 2.0.2 <sup>6</sup>. Raw counts were geometric-mean-normalized using *DESeq2* 1.38 <sup>5</sup> and TPM-normalized by dividing each count with the sum of all counts for each sample multiplied by one million.

#### mm39, *Mus musculus*

##### Genes

We used the following arguments for the specified reference:

*mirna:*

Annotation (GTF/GFF):

[mirna.gtf.gz](http://mirna.gtf.gz)

htseq-count args:

-i transcript\_id -r name -a 0 -m union -s no

*pirna:*

Annotation (GTF/GFF):

[pirna.gtf.gz](http://pirna.gtf.gz)

htseq-count args:

-i transcript\_id -r name -a 0 -m union -s no

*trna:*

Annotation (GTF/GFF):

[trna.gtf.gz](http://trna.gtf.gz)

htseq-count args:

-i transcript\_id -r name -a 0 -m union -s no

*ENSEMBL\_ncrna:*

Annotation (GTF/GFF):

[ENSEMBL\\_ncrna.gtf.gz](http://ENSEMBL_ncrna.gtf.gz)

htseq-count args:

-i transcript\_id -r name -a 0 -m union -s no

*ENSEMBL\_dna:*

Annotation (GTF/GFF):

[ENSEMBL\\_dna.gtf.gz](http://ENSEMBL_dna.gtf.gz)

htseq-count args:

-i gene\_id -r pos -a 0 -s no

### Differential Expression Analysis (DEA)

In order to identify significant differences in the transcript- or gene abundance in the different comparisons, differential expression analysis (DEA) was performed using *DESeq2* 1.38 <sup>5</sup>.

#### mm39, *Mus musculus*

##### Genes

Only entries having at least a raw read count of 5 in at least 2 samples were used in the DEA. Log2FoldChange values were shrunk using *ashr* <sup>7</sup>. DEA results with an FDR-adjusted p-value lesser or equal than 0.05 and an absolute log2Fold-Change greater or equal than 1.0 were called significant.

## Gene Set Enrichment Analysis (GSEA)

Gene set enrichment analysis (GSEA) is a computational method used to determine whether predefined groups of genes, such as those involved in specific biological pathways or functions, show statistically significant differences in expression between two conditions. Instead of focusing on individual genes, GSEA evaluates gene sets collectively, increasing sensitivity and biological interpretability, especially when changes in single genes are modest but coordinated. This approach uses ranked gene expression data to assess whether members of a gene set are overrepresented at the extremes of the list. GSEA is widely used to identify affected pathways, infer functional mechanisms, and interpret results from high-throughput experiments like RNA-seq or microarrays. We used R and

*clusterProfiler* <sup>8</sup> for gene set enrichment analysis and visualization.

### mm39, *Mus musculus*

#### *Genes*

Using the reference database *org.Mm.eg.db* we analyzed gene sets from the following databases:

- Reactome
- GO-MF
- GO-BP
- GO-CC

Only gene sets having a minimum size of 5 and a maximum size of 500 were used for the analysis. P-values and FDR-values are based on 1000 permutations and we used a p-value cutoff of 0.05. WikiPathways images were colored and rendered using *CanvasXpress* <sup>9</sup>.

# Results

## Quality Control

Table 1. QC results for 18 samples sequenced with panRNA-Seq.

As shown in [Table 1](#), we studied 18 samples using panRNA-Seq. The samples had a median of 13894619 total reads. , and

1.26% of reads mapping to the reference genome. Additionally, on average 21448 genes detected per sample.

General Results

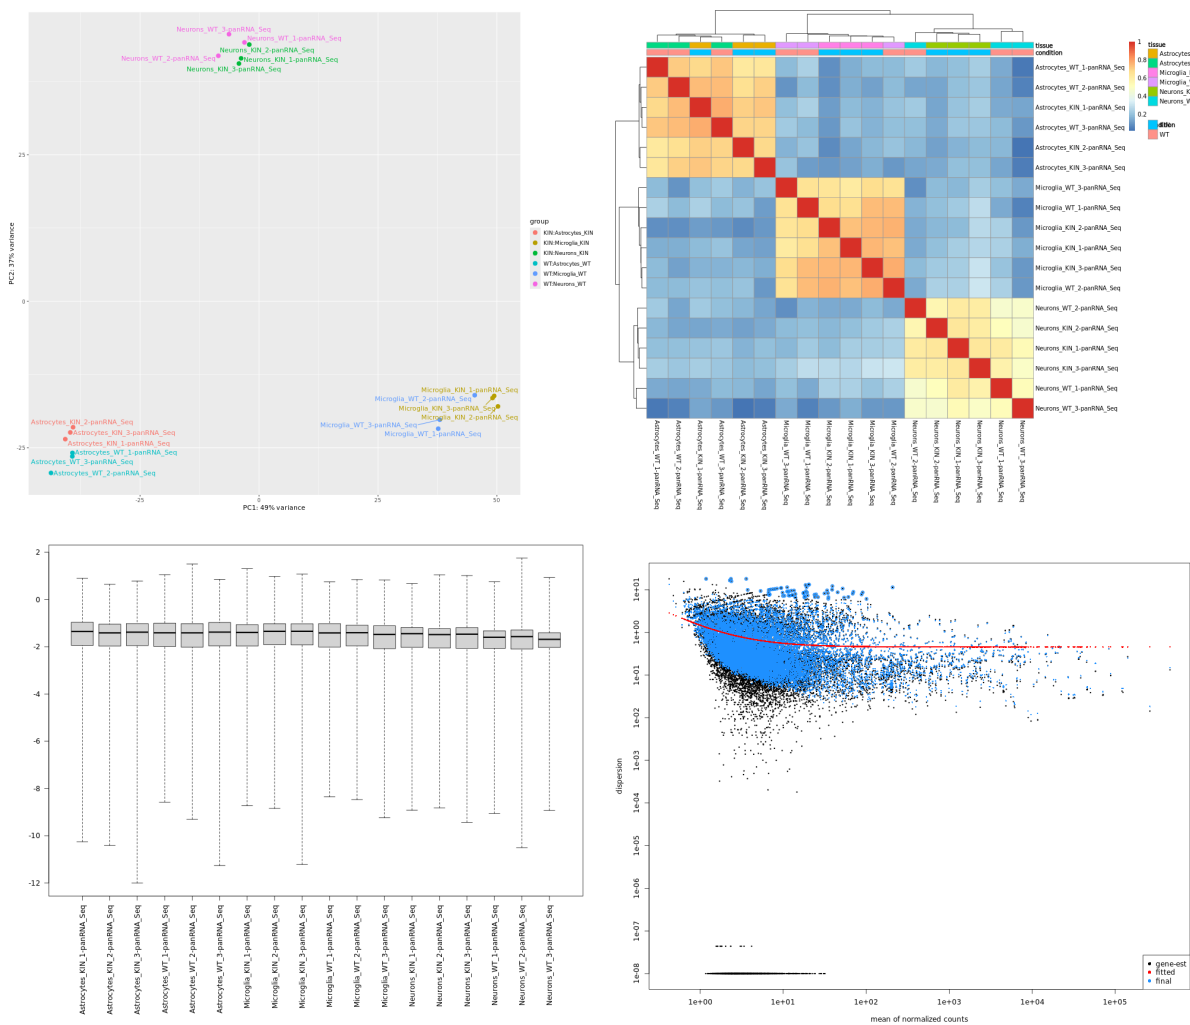

**Figure 2.** A) Principal Component Analysis (PCA) plot of the top 500 gene with the highest variance across all samples. This plot shows potential clusters based on gene expression. B) Heatmap showing the Pearson Correlation Coefficient based on expression of the top 500 gene between all samples. C) Boxplot of Cook's distances from DESeq2 analysis, illustrating the distribution of values across samples. A sample with consistently higher Cook's distances may indicate an outlier or a potential issue with model fit. D) Dispersion plot from DESeq2 analysis, showing gene-wise, fitted, and final dispersion estimates. Outlier gene-wise estimates are flagged and remain unshrunk, while others are shrunk towards the fitted values for improved model stability.

Expression Quantification

mm39 (Mus musculus)

Genes

We found 11141 genes having an expression of at least 5 in at least 2 samples. The top 10 genes with the highest mean expression in all samples are **Gm12896** (TPM: 49392), **Gm12895** (TPM: 47446), **ENSMUSG00002076138** (TPM: 46289), **mmu-piR-30570** (TPM: 43429), **ENSMUS-**

**G00002075676** (TPM: 29613), **mmu-piR-59304** (TPM: 25479), **ENSMUSG00000119892** (TPM: 15162), **BC018473-204** (TPM: 13382), **ENSMUSG00002076655** (TPM: 12572), **ENSMUST00000240065** (TPM: 12192). We identified 2 clusters within the samples based on their expression profiles using hierarchical clustering. These clusters match the variable Tissue with a normalized mutation information (NMI) value of 0.76 (Figure 2).

KIN vs. WT

Table 2. Top 4 differentially expressed gene in KIN compared to WT based on log2 fold change standard error.

Differential Expression Analysis (DEA)

mm39 (Mus musculus)

Genes

In total, we identified 0 over-expressed genes and 4 under-expressed genes in group "KIN" compared to group "WT".

Differentially expressed genes were strictly filtered by mean, log2 fold change and standard error to further increase specificity of down-stream analyses. The most significantly differentially expressed genes were **Bsn**, **Sptbn2**, **Dnm1**, **Stxbp1** (Table 2).

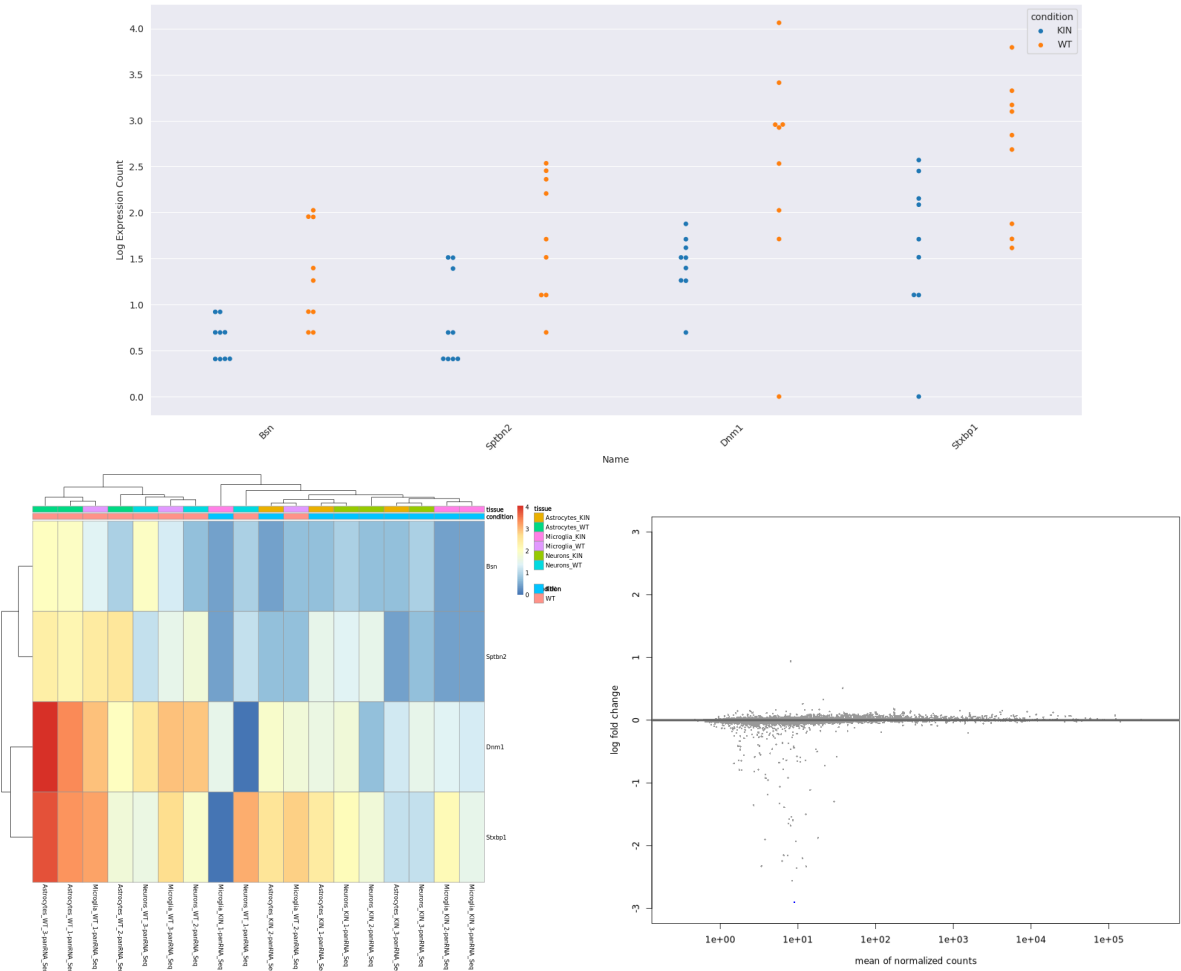

Figure 3. A)Swarm plot showing the log-TPM expression of the genes with the lowest log2 fold change standard error (lfcSE) from the list of significantly differentially expressed genes. B) Heatmap showing the log-TPM expression of the genes with the lowest log2 fold change standard error (lfcSE) from the list of significantly differentially expressed genes. C) MA plot of differentially expressed genes. The MA plot displays the log2 fold change (y-axis) versus the mean expression (x-axis) for all genes. Significantly differentially expressed genes are highlighted, with points above or below the centerline indicating up-regulated or down-regulated genes. This plot provides insights into the global expression changes and the extent of variability across the feature.dataset.

information (NMI) value of 0.59 (Figure 3B). The global distribution of log2FoldChanges in relation to mean expression is shown in (Figure 3C).

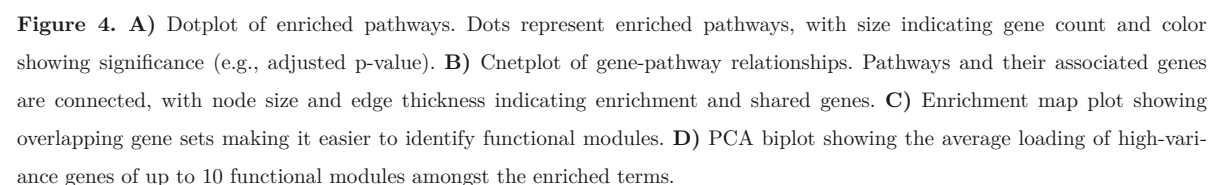

**Table 3.** Top 15 enriched terms from Reactome in KIN compared to WT. based on gene expression.

Gene Set Enrichment Analysis (GSEA) for Database "Reactome"

mm39 (Mus musculus)

Genes

We identified **23 up-regulated** and **14 down-regulated** terms from Reactome in group "KIN" compared to group "WT" ([Figure 4](#)). The most significantly up-regulated terms

were **Formation of a pool of free 40S subunits**, **L13a-mediated translational silencing of Ceruloplasmin expression**, **GTP hydrolysis and joining of the 60S ribosomal subunit** . The most significantly down-regulated terms were **Neuronal System**, **Transmission across Chemical Synapses**, **L1CAM interactions** . The most significantly terms are listed in [Table 3](#).

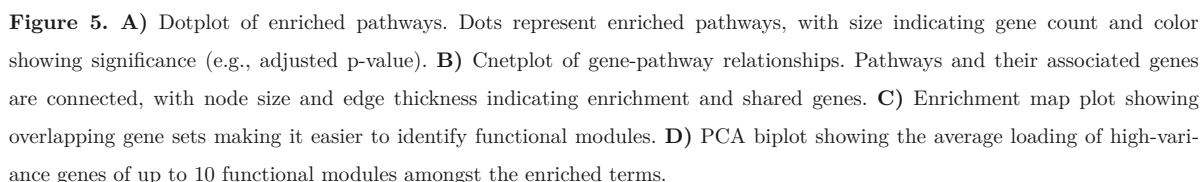

**Table 4.** Top 15 enriched terms from GO-MF in KIN compared to WT. based on gene expression.

Gene Set Enrichment Analysis (GSEA)  
for Database "GO-MF"

mm39 (Mus musculus)  
Genes

We identified 12 up-regulated and 35 down-regulated terms from GO-MF in group "KIN" compared to group "WT"

(Figure 5). The most significantly up-regulated terms were structural constituent of ribosome, syndecan binding, 5.8S rRNA binding . The most significantly down-regulated terms were channel activity, passive transmembrane transporter activity, metal ion transmembrane transporter activity . The most significantly terms are listed in Table 4.

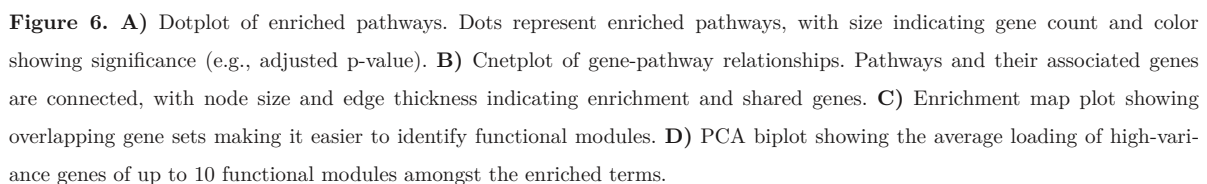

Gene Set Enrichment Analysis (GSEA) for Database "GO-BP"

mm39 (Mus musculus)  
Genes

We identified 27 up-regulated and 128 down-regulated terms from GO-BP in group "KIN" compared to group "WT"

(Figure 6). The most significantly up-regulated terms were cytoplasmic translation, translation at synapse, translation at postsynapse. The most significantly down-regulated terms were regulated exocytosis, synaptic vesicle cycle, vesicle-mediated transport in synapse. The most significantly terms are listed in Table 5.

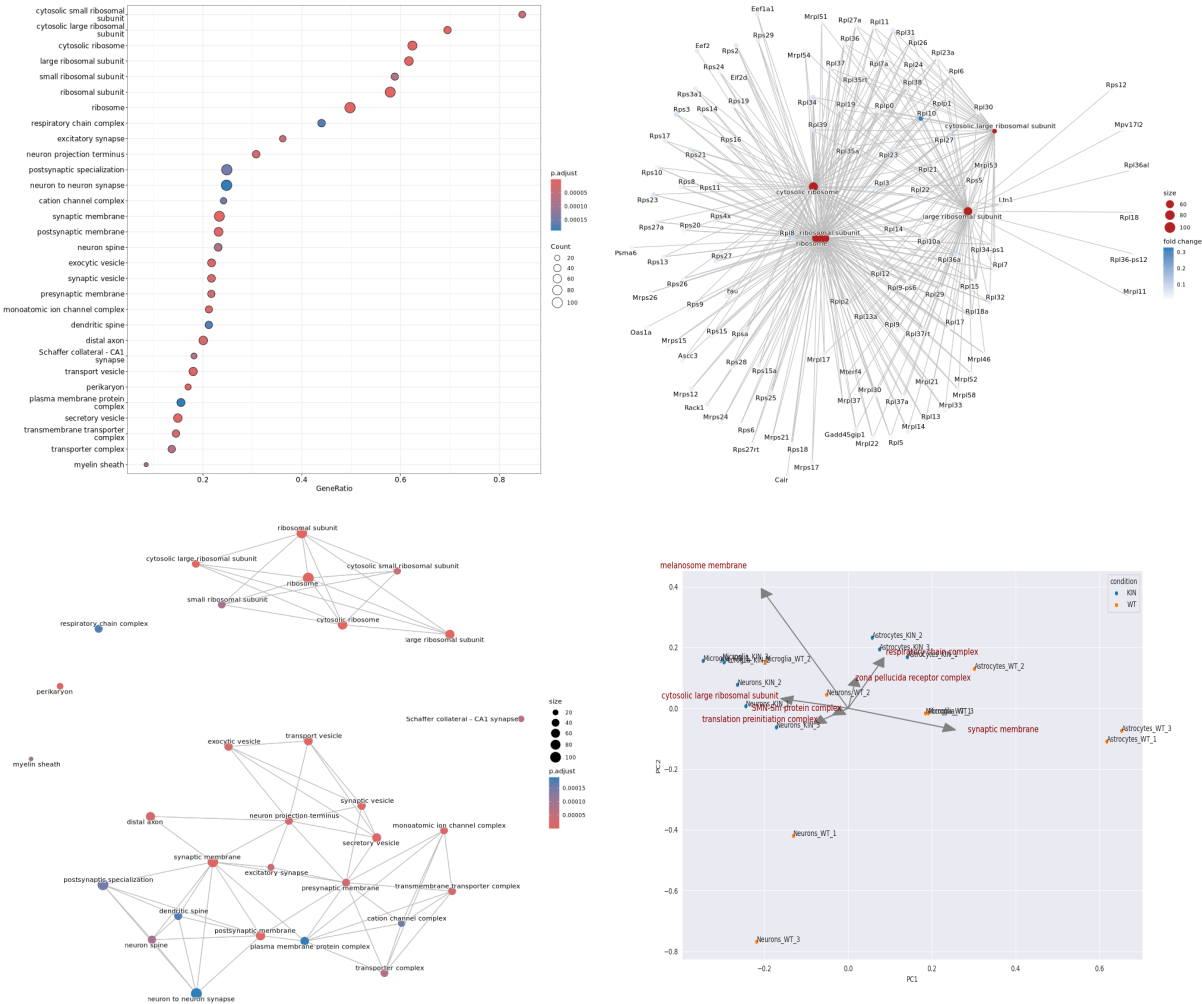

**Figure 7.** A) Dotplot of enriched pathways. Dots represent enriched pathways, with size indicating gene count and color showing significance (e.g., adjusted p-value). B) Cnetplot of gene-pathway relationships. Pathways and their associated genes are connected, with node size and edge thickness indicating enrichment and shared genes. C) Enrichment map plot showing overlapping gene sets making it easier to identify functional modules. D) PCA biplot showing the average loading of high-variance genes of up to 10 functional modules amongst the enriched terms.

**Table 6.** Top 15 enriched terms from GO-CC in KIN compared to WT. based on gene expression.

Gene Set Enrichment Analysis (GSEA)  
for Database "GO-CC"

mm39 (Mus musculus)  
Genes

We identified **22 up-regulated** and **79 down-regulated** terms from GO-CC in group "KIN" compared to group "WT"

(Figure 7). The most significantly up-regulated terms were **cytosolic large ribosomal subunit**, **cytosolic ribosome**, **ribosomal subunit** . The most significantly down-regulated terms were **synaptic membrane**, **perikaryon**, **secretory vesicle** . The most significantly terms are listed in [Table 6](#).

# Astrocytes\_KIN vs. Astrocytes\_WT

**Table 7.** Top 20 differentially expressed gene in Astrocytes\_KIN compared to Astrocytes\_WT based on log2 fold change standard error.

## Differential Expression Analysis (DEA)

mm39 (Mus musculus)

Genes

In total, we identified **7 over-expressed** genes and **112 under-expressed** genes in group "Astrocytes\_KIN" compared to group "Astrocytes\_WT". Differentially expressed

genes were strictly filtered by mean, log2 fold change and standard error to further increase specificity of down-stream analyses. The most significantly differentially expressed genes were **Gm24507-201**, **Kcnq1ot1-201**, **Slc1a2**, **Fgfr3**, **Glul**, **Slc6a11**, **Lgi3**, **Slc4a4**, **Mfge8**, **Gja1** ([Table 7](#)).

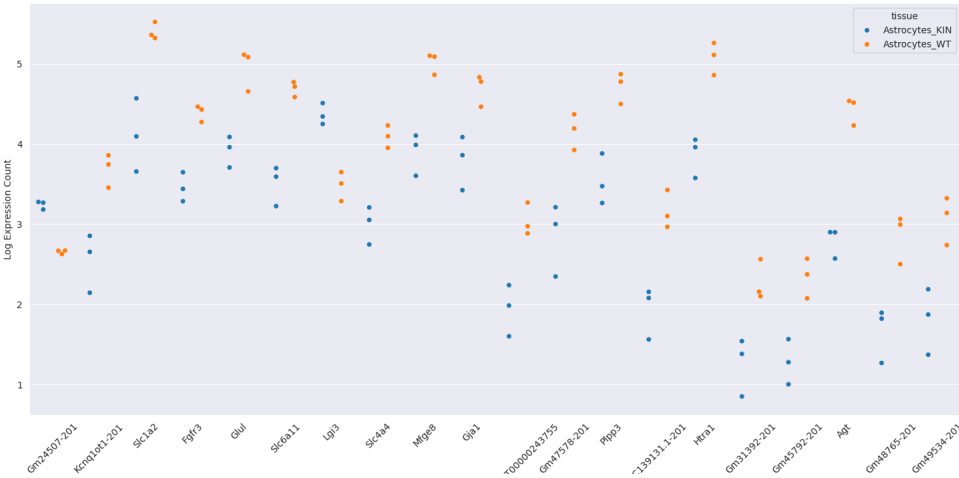

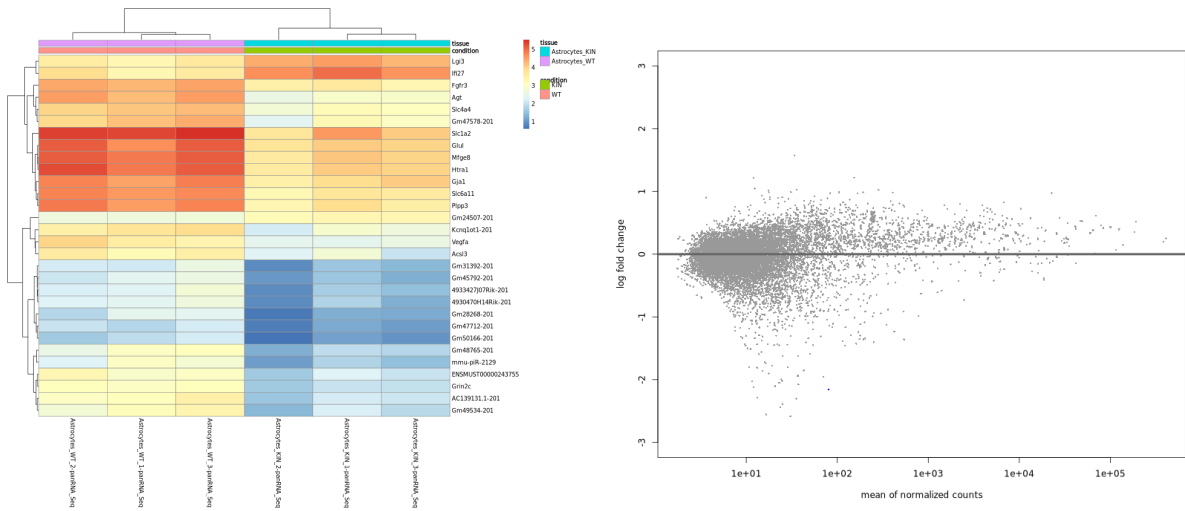

**Figure 8.** A)Swarm plot showing the log-TPM expression of the genes with the lowest log2 fold change standard error (lfcSE) from the list of significantly differentially expressed genes. B) Heatmap showing the log-TPM expression of the genes with the lowest log2 fold change standard error (lfcSE) from the list of significantly differentially expressed genes. C) MA plot of differentially expressed genes. The MA plot displays the log2 fold change (y-axis) versus the mean expression (x-axis) for all genes. Significantly differentially expressed genes are highlighted, with points above or below the centerline indicating up-regulated or down-regulated genes. This plot provides insights into the global expression changes and the extent of variability across the feature.dataset.

We created a swarm plot with the standardized and log-transformed expression counts to visually identify false-positive calls (Figure 8A). Using hierarchical clustering on the counts of the differentially expressed genes we identified clusters matching the variable Condition with a normalized mutual

information (NMI) value of 1.0 (Figure 8B). and we identified clusters matching the variable Tissue with a normalized mutual information (NMI) value of 1.0 (Figure 8B). The global distribution of log2FoldChanges in relation to mean expression is shown in (Figure 8C).

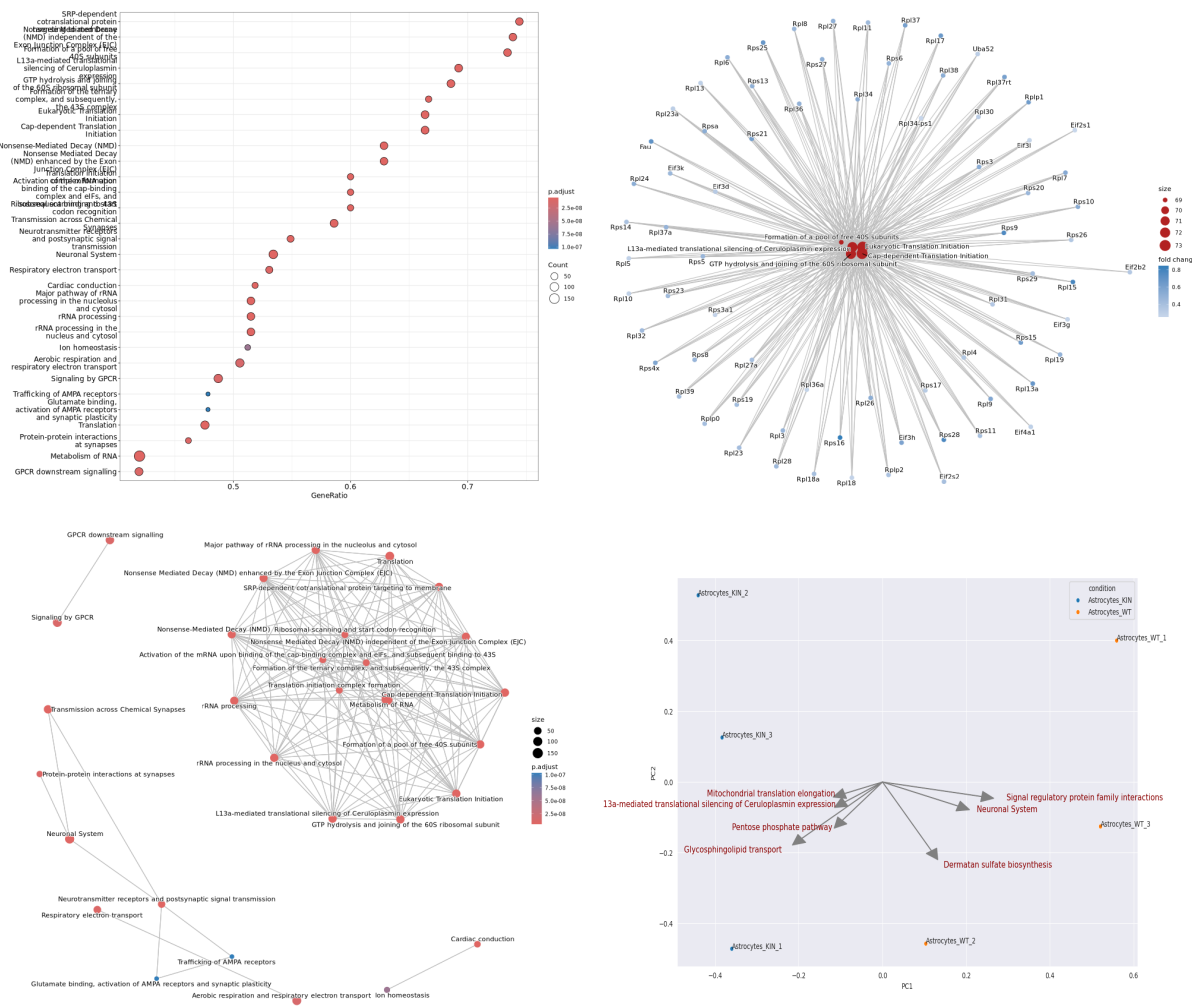

**Figure 9.** A) Dotplot of enriched pathways. Dots represent enriched pathways, with size indicating gene count and color showing significance (e.g., adjusted p-value). B) Cnetplot of gene-pathway relationships. Pathways and their associated genes are connected, with node size and edge thickness indicating enrichment and shared genes. C) Enrichment map plot showing overlapping gene sets making it easier to identify functional modules. D) PCA biplot showing the average loading of high-variance genes of up to 10 functional modules amongst the enriched terms.

**Table 8.** Top 15 enriched terms from Reactome in Astrocytes\_KIN compared to Astrocytes\_WT. based on gene expression.

Gene Set Enrichment Analysis (GSEA) for Database "Reactome"

mm39 (Mus musculus)

Genes

We identified **156 up-regulated** and **74 down-regulated** terms from Reactome in group "Astrocytes\_KIN" compared to group "Astrocytes\_WT" ([Figure 9](#)). The most significantly

up-regulated terms were **L13a-mediated translational silencing of Ceruloplasmin expression**, **Formation of a pool of free 40S subunits**, **GTP hydrolysis and joining of the 60S ribosomal subunit** . The most significantly down-regulated terms were **Neuronal System**, **Transmission across Chemical Synapses**, **Cardiac conduction** . The most significantly terms are listed in [Table 8](#).

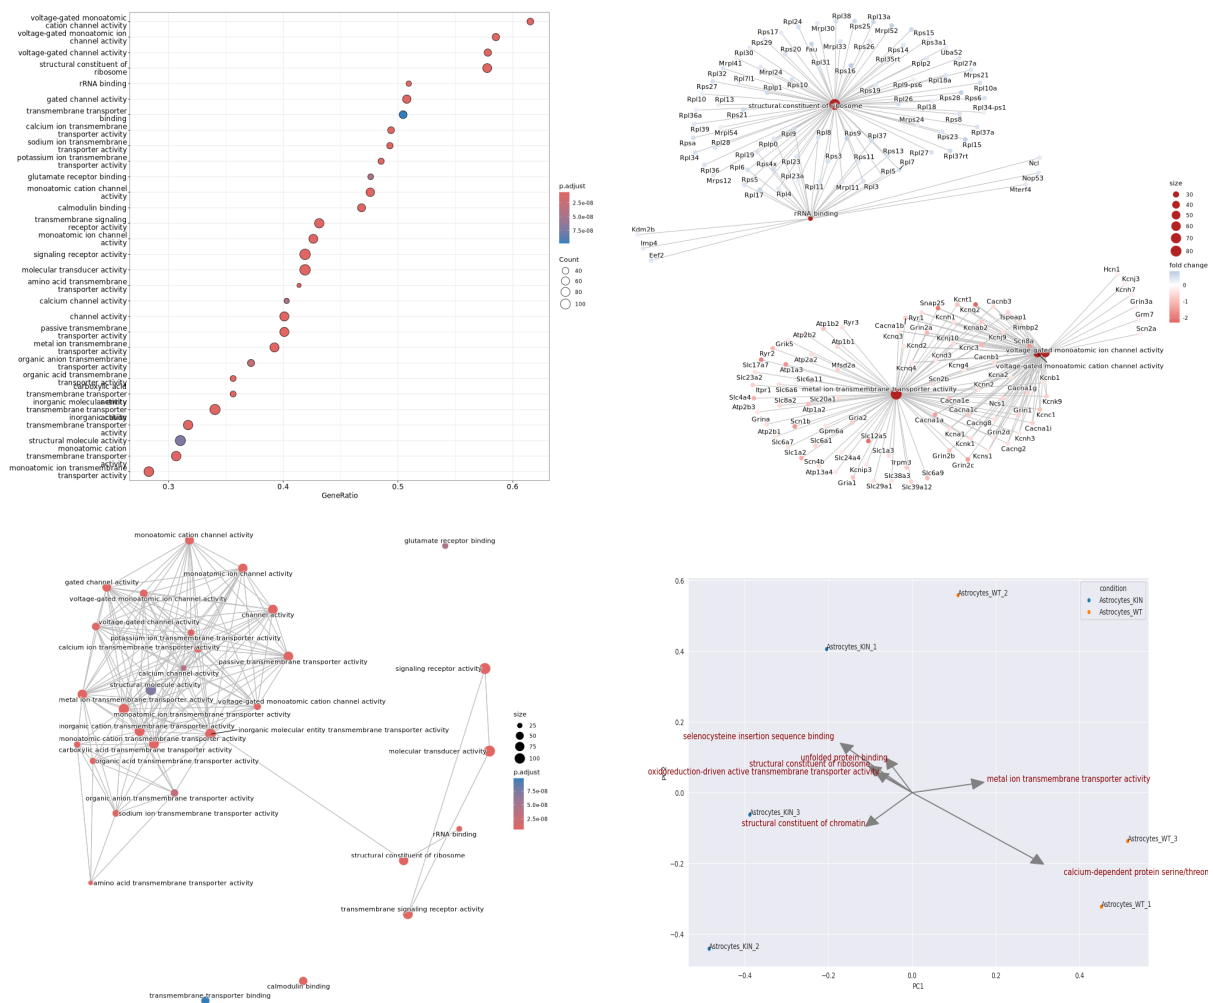

**Figure 10.** A) Dotplot of enriched pathways. Dots represent enriched pathways, with size indicating gene count and color showing significance (e.g., adjusted p-value). B) Cnetplot of gene-pathway relationships. Pathways and their associated genes are connected, with node size and edge thickness indicating enrichment and shared genes. C) Enrichment map plot showing overlapping gene sets making it easier to identify functional modules. D) PCA biplot showing the average loading of high-variance genes of up to 10 functional modules amongst the enriched terms.

**Table 9.** Top 15 enriched terms from GO-MF in Astrocytes\_KIN compared to Astrocytes\_WT. based on gene expression.

**Table 10.** Top 15 enriched terms from GO-BP in Astrocytes\_KIN compared to Astrocytes\_WT. based on gene expression.

Gene Set Enrichment Analysis (GSEA)  
for Database "GO-BP"

mm39 (Mus musculus)  
Genes

We identified **105 up-regulated** and **745 down-regulated** terms from GO-BP in group "Astrocytes\_KIN" compared to

group "Astrocytes\_WT" ([Figure 11](#)). The most significantly up-regulated terms were **cytoplasmic translation, translation at synapse, translation at postsynapse** . The most significantly down-regulated terms were **modulation of chemical synaptic transmission, regulation of trans-synaptic signaling, neurotransmitter transport** . The most significantly terms are listed in [Table 10](#).

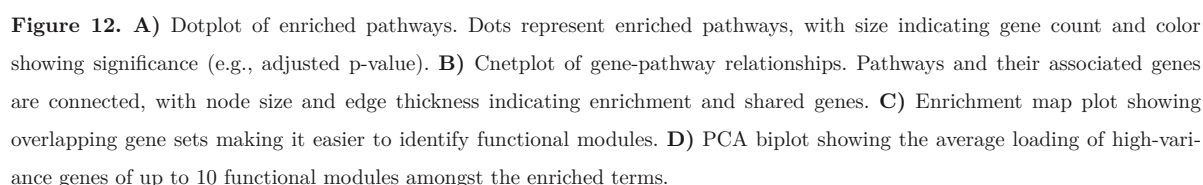

Gene Set Enrichment Analysis (GSEA) for Database "GO-CC"

mm39 (Mus musculus)  
Genes

We identified 79 up-regulated and 153 down-regulated terms from GO-CC in group "Astrocytes\_KIN" compared to

group "Astrocytes\_WT" (Figure 12). The most significantly up-regulated terms were cytosolic ribosome, ribosomal subunit, ribosome . The most significantly down-regulated terms were excitatory synapse, synaptic membrane, postsynaptic membrane . The most significantly terms are listed in Table 11.

Microglia\_KIN vs. Microglia\_WT

Table 12. Top 20 differentially expressed gene in Microglia\_KIN compared to Microglia\_WT based on log2 fold change standard error.

Differential Expression Analysis (DEA)

mm39 (Mus musculus)  
Genes

In total, we identified 11 over-expressed genes and 11 under-expressed genes in group "Microglia\_KIN" compared to group "Microglia\_WT". Differentially expressed genes were

strictly filtered by mean, log2 fold change and standard error to further increase specificity of down-stream analyses. The most significantly differentially expressed genes were ApoE, Bcl-201, Csfl, Cd63, Axl, Clec7a, Rian-209, ENS-MUST00020183598, Itgax, Il1b (Table 12).

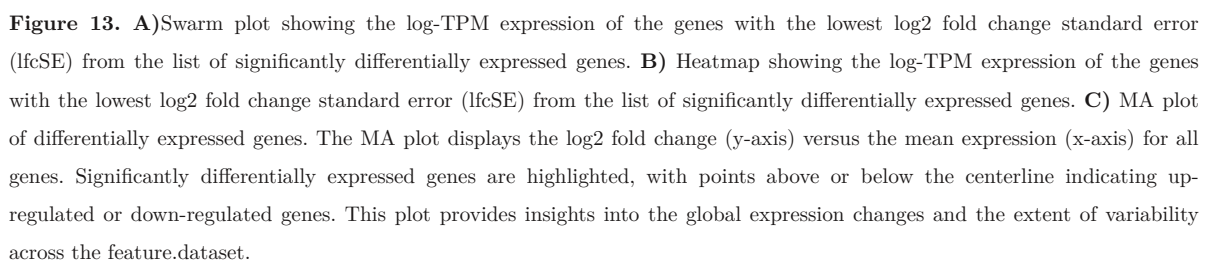

information (NMI) value of 0.81 (Figure 13B). and we **identified clusters** matching the variable Tissue with a normalized mutual information (NMI) value of 0.81 (Figure 13B). The global distribution of log2FoldChanges in relation to mean expression is shown in (Figure 13C).

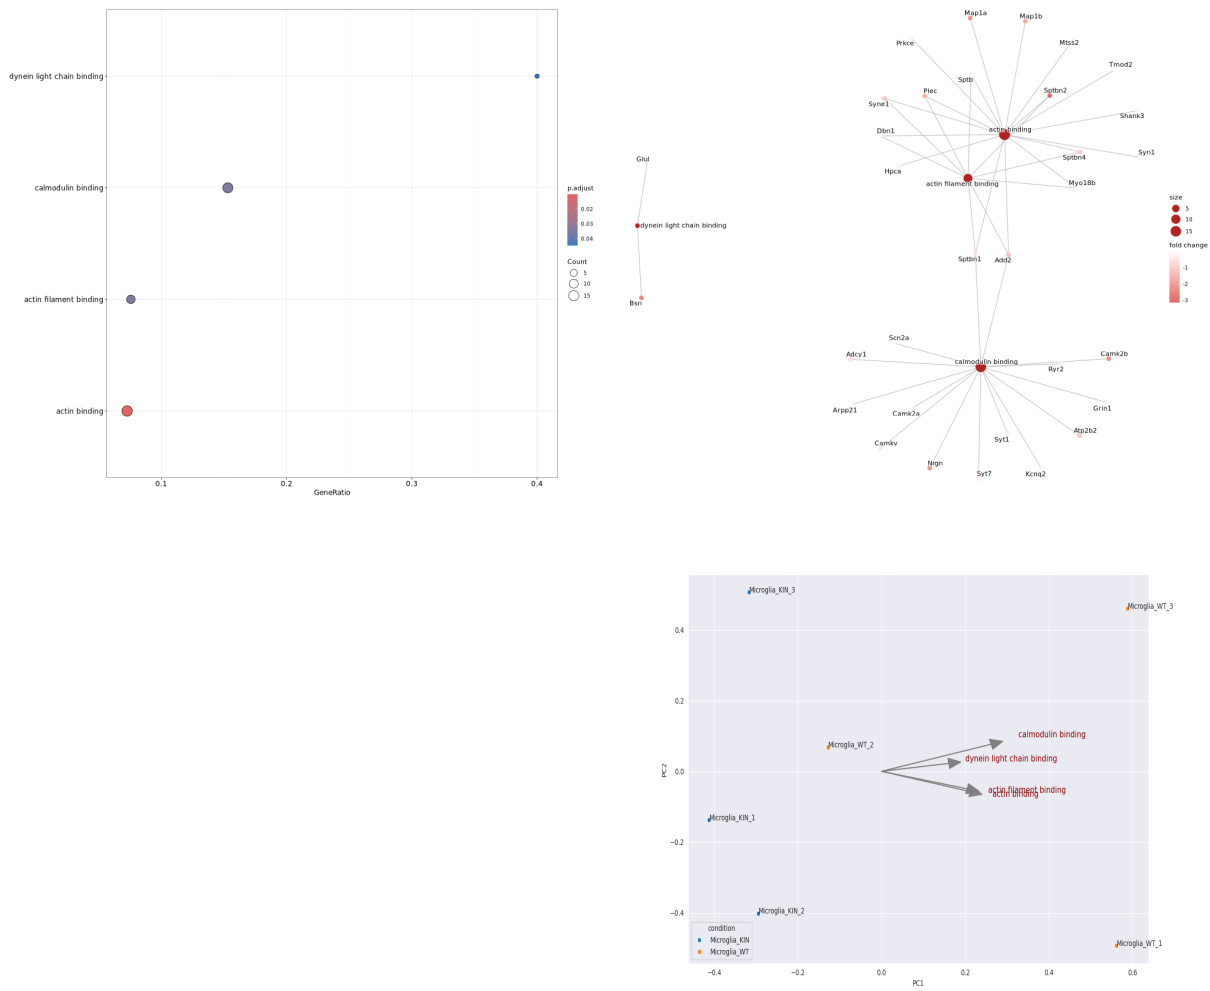

**Figure 14.** A) Dotplot of enriched pathways. Dots represent enriched pathways, with size indicating gene count and color showing significance (e.g., adjusted p-value). B) Cnetplot of gene-pathway relationships. Pathways and their associated genes are connected, with node size and edge thickness indicating enrichment and shared genes. C) Enrichment map plot showing overlapping gene sets making it easier to identify functional modules. D) PCA biplot showing the average loading of high-variance genes of up to 10 functional modules amongst the enriched terms.

**Table 13.** Top 4 enriched terms from GO-MF in Microglia\_KIN compared to Microglia\_WT. based on gene expression.

Gene Set Enrichment Analysis (GSEA)  
for Database "GO-MF"

mm39 (Mus musculus)

Genes

We identified 0 up-regulated and 4 down-regulated terms from GO-MF in group "Microglia\_KIN" compared to group

"Microglia\_WT" (Figure 14). The most significantly down-regulated terms were **actin binding**, **calmodulin binding**, **actin filament binding** . The most significantly terms are listed in Table 13.

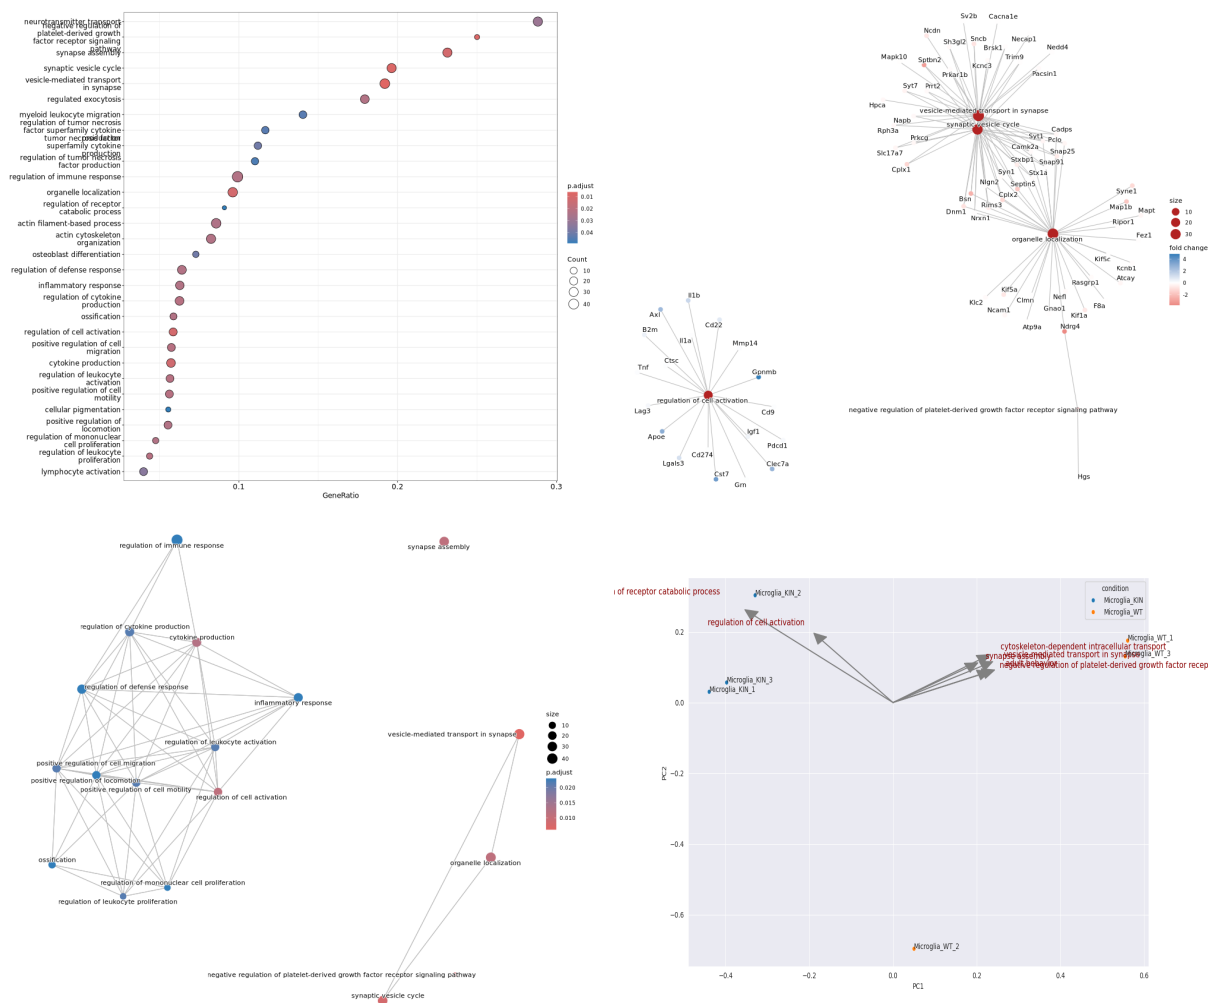

**Figure 15. A)** Dotplot of enriched pathways. Dots represent enriched pathways, with size indicating gene count and color showing significance (e.g., adjusted p-value). **B)** Cnetplot of gene-pathway relationships. Pathways and their associated genes are connected, with node size and edge thickness indicating enrichment and shared genes. **C)** Enrichment map plot showing overlapping gene sets making it easier to identify functional modules. **D)** PCA biplot showing the average loading of high-variance genes of up to 10 functional modules amongst the enriched terms.

**Table 14.** Top 15 enriched terms from GO-BP in Microglia\_KIN compared to Microglia\_WT. based on gene expression.

Gene Set Enrichment Analysis (GSEA)  
for Database "GO-BP"

mm39 (Mus musculus)  
Genes

We identified **24 up-regulated** and **12 down-regulated** terms from GO-BP in group "Microglia\_KIN" compared to group "Microglia\_WT" (Figure 15). The most significantly

up-regulated terms were **regulation of cell activation, cytokine production, positive regulation of cell motility** . The most significantly down-regulated terms were **vesicle-mediated transport in synapse, negative regulation of platelet-derived growth factor receptor signaling pathway, synaptic vesicle cycle** . The most significantly terms are listed in [Table 14](#).

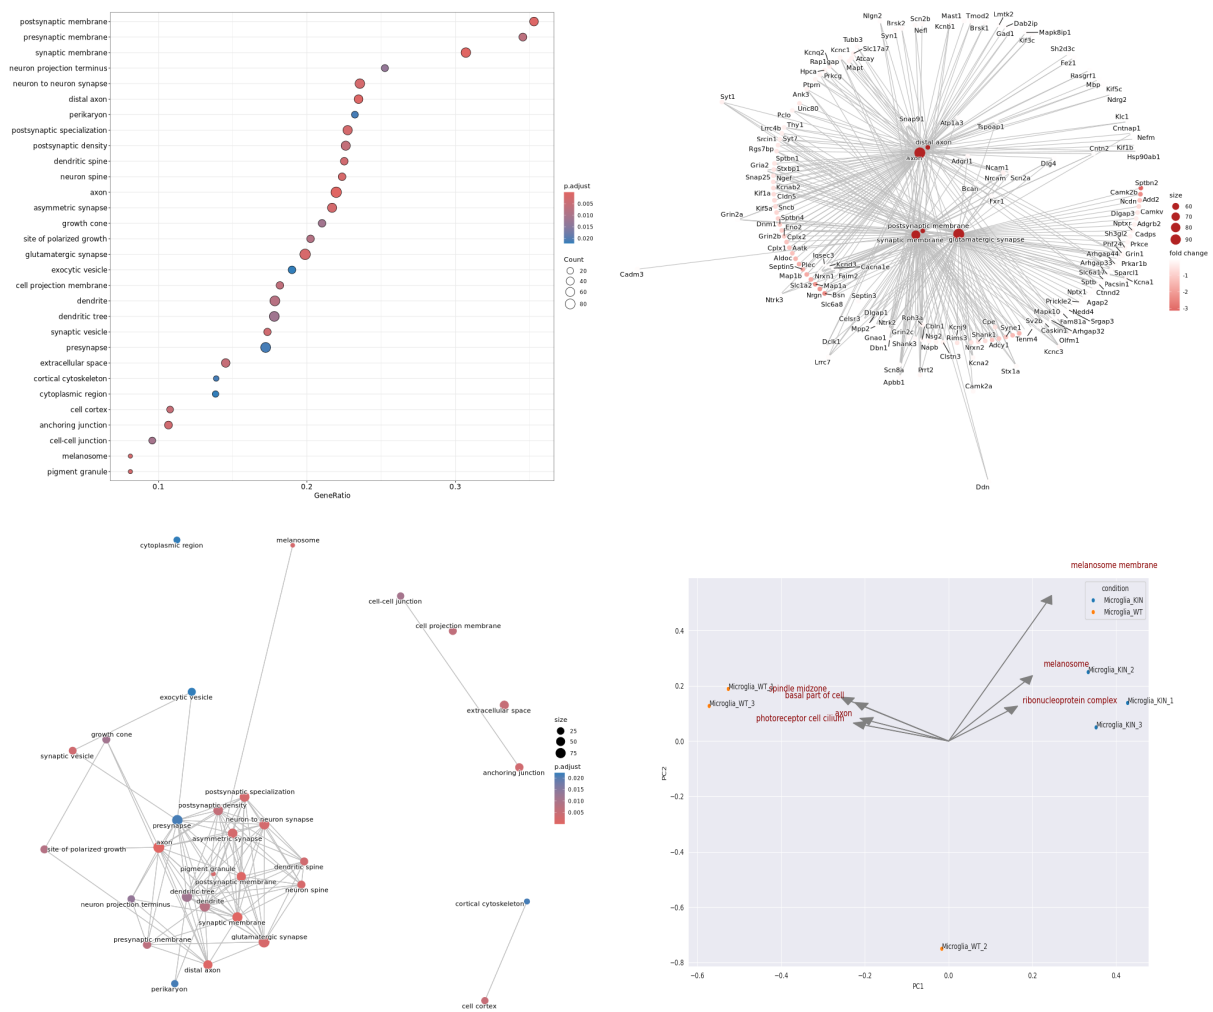

**Figure 16. A)** Dotplot of enriched pathways. Dots represent enriched pathways, with size indicating gene count and color showing significance (e.g., adjusted p-value). **B)** Cnetplot of gene-pathway relationships. Pathways and their associated genes are connected, with node size and edge thickness indicating enrichment and shared genes. **C)** Enrichment map plot showing overlapping gene sets making it easier to identify functional modules. **D)** PCA biplot showing the average loading of high-variance genes of up to 10 functional modules amongst the enriched terms.

**Table 15.** Top 15 enriched terms from GO-CC in Microglia\_KIN compared to Microglia\_WT. based on gene expression.

**Table 16.** Top 15 enriched terms from Reactome in Neurons\_KIN compared to Neurons\_WT. based on gene expression.

Gene Set Enrichment Analysis (GSEA)  
for Database "Reactome"

mm39 (Mus musculus)

Genes

We identified **63 up-regulated** and **2 down-regulated** terms from Reactome in group "Neurons\_KIN" compared to group "Neurons\_WT" ([Figure 17](#)). The most significantly up-

regulated terms were **HDACs deacetylate histones**, **Regulation of endogenous retroelements**, **Regulation of endogenous retroelements by KRAB-ZFP proteins** . The most significantly down-regulated terms were **Aerobic respiration** and **respiratory electron transport**, **Respiratory electron transport** . The most significantly terms are listed in [Table 16](#).

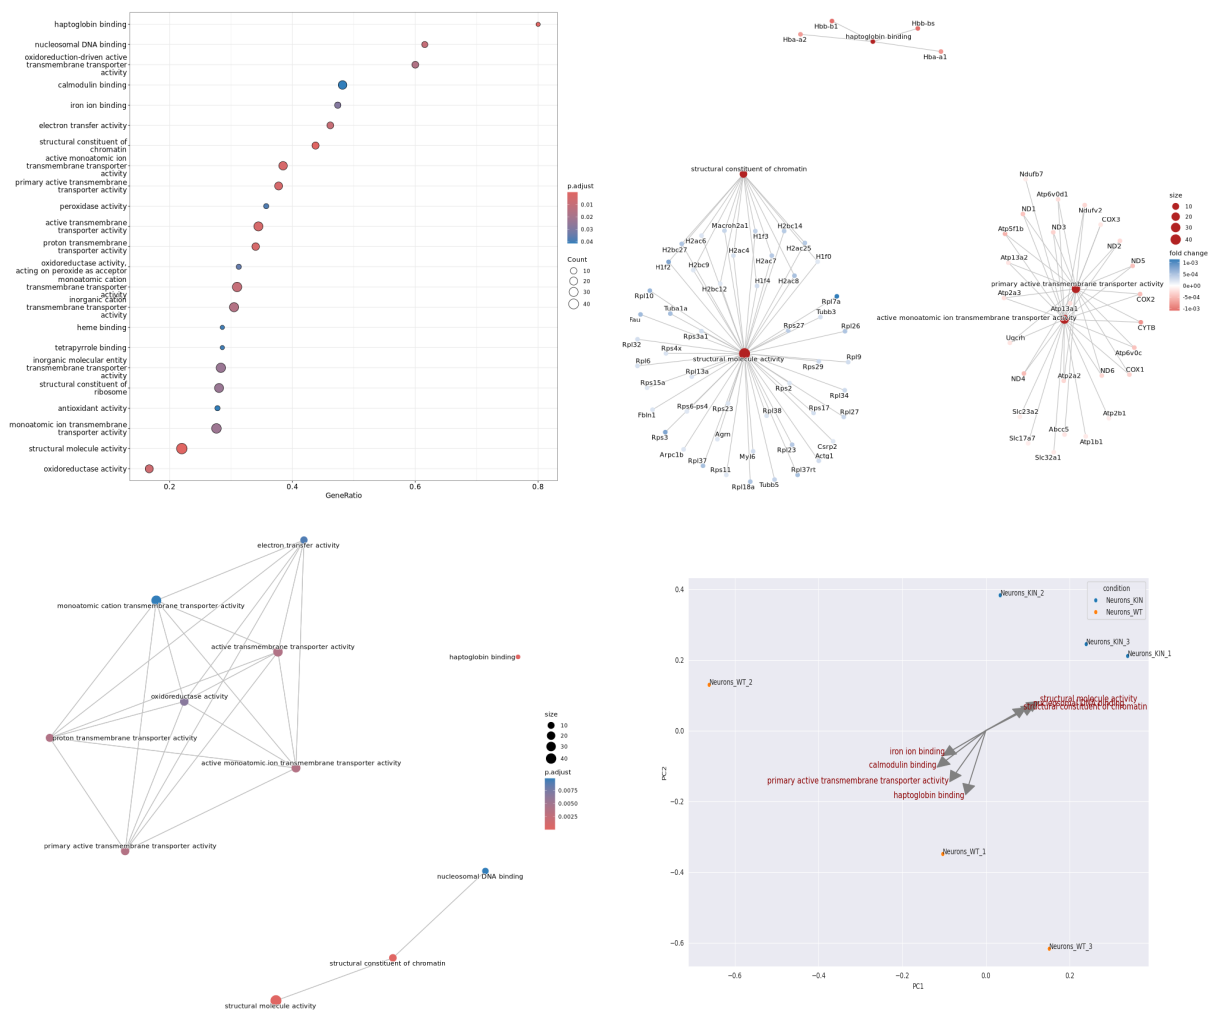

**Figure 18. A)** Dotplot of enriched pathways. Dots represent enriched pathways, with size indicating gene count and color showing significance (e.g., adjusted p-value). **B)** Cnetplot of gene-pathway relationships. Pathways and their associated genes are connected, with node size and edge thickness indicating enrichment and shared genes. **C)** Enrichment map plot showing overlapping gene sets making it easier to identify functional modules. **D)** PCA biplot showing the average loading of high-variance genes of up to 10 functional modules amongst the enriched terms.

**Table 17.** Top 15 enriched terms from GO-MF in Neurons\_KIN compared to Neurons\_WT. based on gene expression.

Gene Set Enrichment Analysis (GSEA)  
for Database "GO-MF"

mm39 (Mus musculus)

Genes

We identified **4 up-regulated** and **19 down-regulated** terms from GO-MF in group "Neurons\_KIN" compared to group "Neurons\_WT" ([Figure 18](#)). The most significantly up-

regulated terms were **structural molecule activity, structural constituent of chromatin, nucleosomal DNA binding** . The most significantly down-regulated terms were **haptoglobin binding, primary active transmembrane transporter activity, active monoatomic ion transmembrane transporter activity** . The most significantly terms are listed in [Table 17](#).

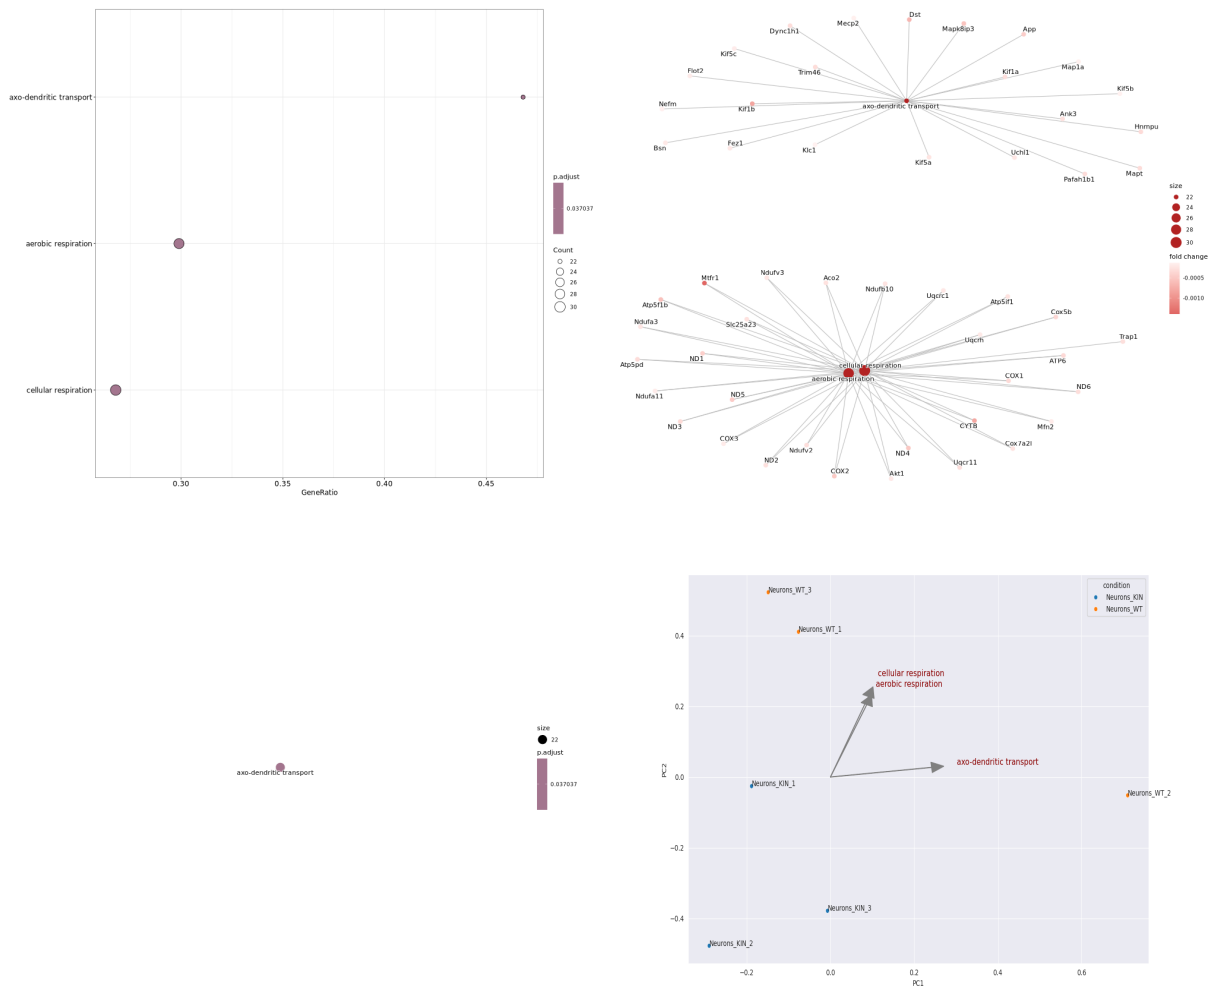

**Figure 19.** **A)** Dotplot of enriched pathways. Dots represent enriched pathways, with size indicating gene count and color showing significance (e.g., adjusted p-value). **B)** Cnetplot of gene-pathway relationships. Pathways and their associated genes are connected, with node size and edge thickness indicating enrichment and shared genes. **C)** Enrichment map plot showing overlapping gene sets making it easier to identify functional modules. **D)** PCA biplot showing the average loading of high-variance genes of up to 10 functional modules amongst the enriched terms.

**Table 18.** Top 3 enriched terms from GO-BP in Neurons\_KIN compared to Neurons\_WT. based on gene expression.

Gene Set Enrichment Analysis (GSEA) for Database "GO-BP"

mm39 (Mus musculus)

Genes

We identified 0 up-regulated and 3 down-regulated terms from GO-BP in group "Neurons\_KIN" compared to group

"Neurons\_WT" (Figure 19). The most significantly down-regulated terms were axo-dendritic transport, aerobic respiration, cellular respiration . The most significantly terms are listed in Table 18.

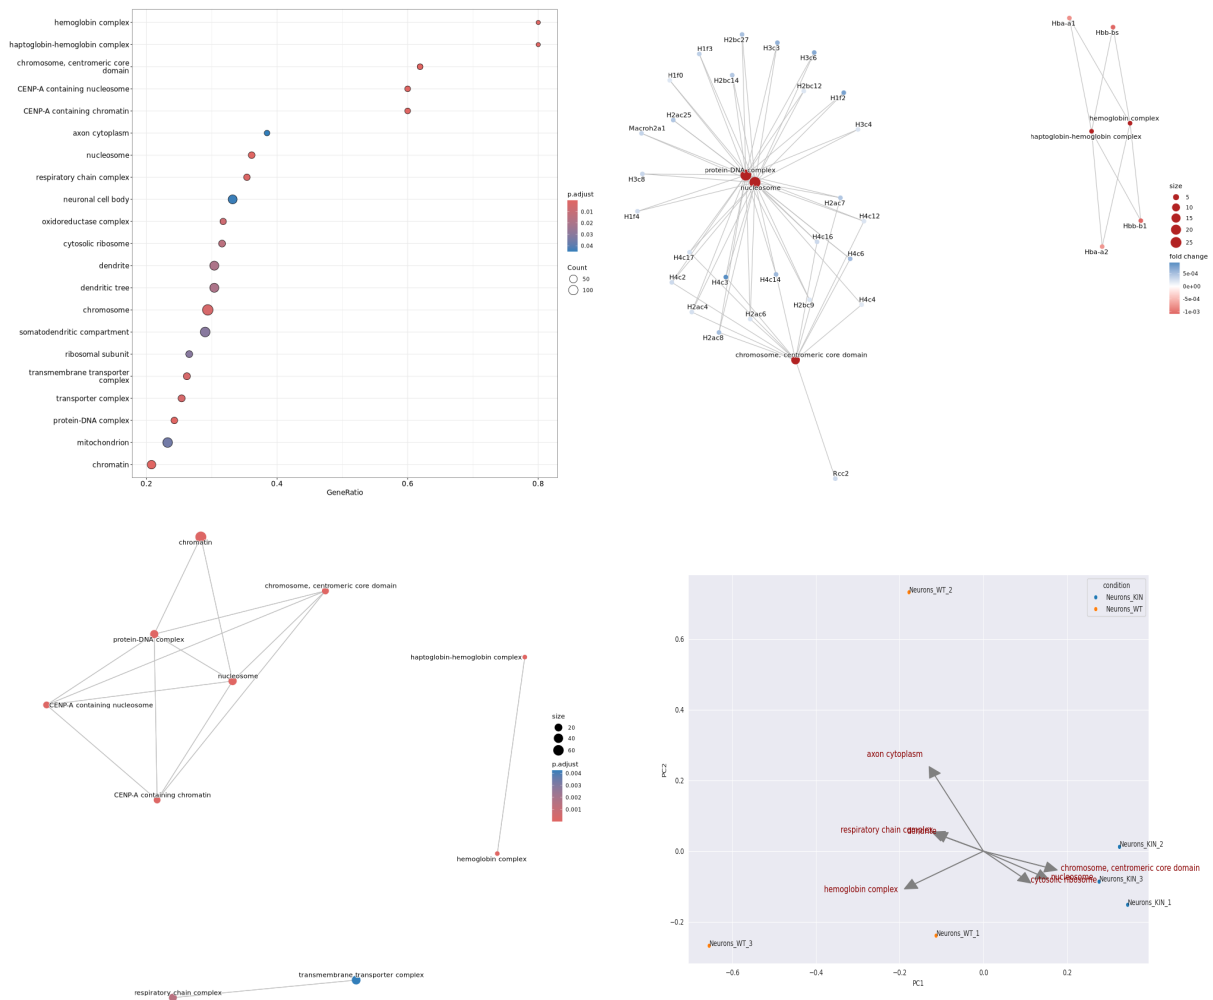

**Figure 20.** A) Dotplot of enriched pathways. Dots represent enriched pathways, with size indicating gene count and color showing significance (e.g., adjusted p-value). B) Cnetplot of gene-pathway relationships. Pathways and their associated genes are connected, with node size and edge thickness indicating enrichment and shared genes. C) Enrichment map plot showing overlapping gene sets making it easier to identify functional modules. D) PCA biplot showing the average loading of high-variance genes of up to 10 functional modules amongst the enriched terms.

**Table 19.** Top 15 enriched terms from GO-CC in Neurons\_KIN compared to Neurons\_WT. based on gene expression.

Gene Set Enrichment Analysis (GSEA)  
for Database "GO-CC"

mm39 (Mus musculus)  
*Genes*

We identified **9 up-regulated** and **12 down-regulated** terms from GO-CC in group "Neurons\_KIN" compared to

group "Neurons\_WT" ([Figure 20](#)). The most significantly up-regulated terms were **nucleosome, chromosome, centromeric core domain, protein-DNA complex** . The most significantly down-regulated terms were **hemoglobin complex, haptoglobin-hemoglobin complex, respiratory chain complex** . The most significantly terms are listed in [Table 19](#).

# References

1. Martin, M. (2011) Cutadapt Removes Adapter Sequences from High-Throughput Sequencing Reads. EMBnet Journal, 17, 10-12. <https://doi.org/10.14806/ej.17.1.200>
2. <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>
3. Langmead, B., & Salzberg, S. L. (2012). Fast gapped-read alignment with Bowtie 2. Nature methods, 9(4), 357-359. <https://doi.org/10.1038/nmeth.1923>
4. Pantaleoni J, Subtil N. NVBIO. 2015. <https://nvlabsgithub.io/nvbio>
5. Love, M. I., Huber, W., & Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome biology, 15(12), 550. <https://doi.org/10.1186/s13059-014-0550-8>
6. Anders, S., Pyl, P. T., & Huber, W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics (Oxford, England), 31(2), 166-169. <https://doi.org/10.1093/bioinformatics/btu638>
7. Stephens, M. (2017). False discovery rates: a new deal. Biostatistics, 18(2), 275-294.
8. Xu, S., Hu, E., Cai, Y., Xie, Z., Luo, X., Zhan, L., ... & Yu, G. (2024). Using clusterProfiler to characterize multiomics data. Nature protocols, 1-29.
9. <https://www.canvasxpress.org/>
10. Ewels, P., Magnusson, M., Lundin, S., & Källér, M. (2016). MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics (Oxford, England), 32(19), 3047-3048. <https://doi.org/10.1093/bioinformatics/btw354>

## Suppl. Material S2

## Materials and Methods

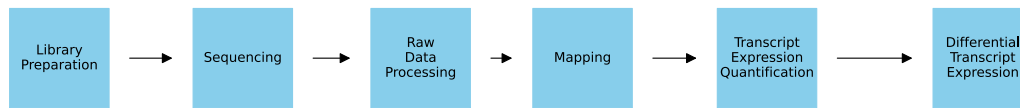

Figure 1: Directed graph showing the order of operations.

### ***Library Preparation and Sequencing***

Small RNA libraries were prepared using the efficient smallRNA-Seq Kit (GenXPro GmbH) according to the manual of the manufacturer. The smallRNA molecules were ligated with the 3'- and 5'-adapters containing TrueQuant UMIs, reverse transcribed, followed by PCR amplification with a minimal number of cycles and silica-bead purification. Sequencing was performed on an Illumina NEXTSEQ instrument with 1x76 bps.

### ***Data Processing***

Unprocessed sequencing reads were adapter-trimmed and quality-trimmed using Cutadapt (version 4.6, [1]) with the arguments "-e 0.1 -O 3 -q 20 -m 20 -n 8". FastQC (0.11.9, [2]) was used to assess the quality of sequencing reads. Processed sequencing reads were mapped using Bowtie2 (2.4.4, [3]) on mirna (with arguments: "--local --ma 1 --score-min L,0,0.9 --mp 1,1 --rdg 2,1 --rfg 2,1") and trna (with arguments: "--sensitive --local") and pirna (with arguments: "--sensitive --local") and ENSEMBL\_ncrna (with arguments: "--sensitive --local") and ENSEMBL\_cdna (with arguments: "--sensitive --local") of mm39 (Mus musculus). The mapping was done iteratively, meaning only those reads not mapping on the previous reference were mapped on the next one. Quantification of mapped reads to each transcript was performed using HTSeq (version 2.0.2, [4]) mirna (with arguments: "-i transcript\_id -r name -a 0 -m union" and strandedness "no") and trna (with arguments: "-i transcript\_id -r name -a 0 -m union" and strandedness "no") and pirna (with arguments: "-i transcript\_id -r name -a 0 -m union" and strandedness "no") and ENSEMBL\_ncrna (with arguments: "-i transcript\_id -r name -a 0 -m union" and strandedness "no") and ENSEMBL\_cdna (with arguments: "-i transcript\_id -r name -a 0 -m union" and strandedness "no"). MultiQC (version 1.23, [7]) was used to create a single report visualising output from multiple tools across many samples, enabling global trends and biases to be quickly identified.

### ***Differential Expression Analysis (DEA)***

DEA was performed using DESeq2 (version 1.38, [5]). Only entries having at least a raw count of [None, None, None, None, None] in at least [None, None, None, None, None] samples were used in the DEA. Log2FoldChange values were shrunk using "ashr" ([6]). DEA results with an FDR-adjusted p-value lesser or equal than [None, None, None, None, None] and an absolute log2FoldChange greater or equal than [None, None, None, None, None] were called significant.

## Results

### Quality Control

Table 1: Reads after raw data processing for nan for nan

Table 2: Percentage of reads mapping to each reference.

Table 3: Sample Metadata.

We studied 18 samples in total of which 18 were analyzed using tRNA-Seq. The samples were grouped by condition (Astrocytes\_KIN, Astrocytes\_WT, Microglia\_KIN, Microglia\_WT, Neurons\_KIN, Neurons\_WT). After raw data processing the average sequencing depth per sample was 3,251,031 reads. On average, 5.18% of reads mapped to mirna and 9.5% of reads mapped to trna and 5.06% of reads mapped to pirna and 54.47% of reads mapped to ENSEMBL\_ncrna and 18.56% of reads mapped to ENSEMBL\_cdna.

General Results

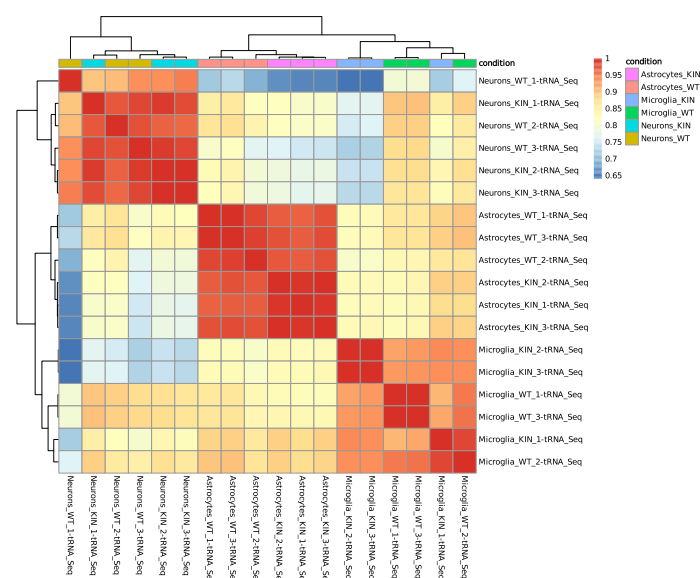

Figure 2: Heatmap showing correlation of samples based on transcript expression.

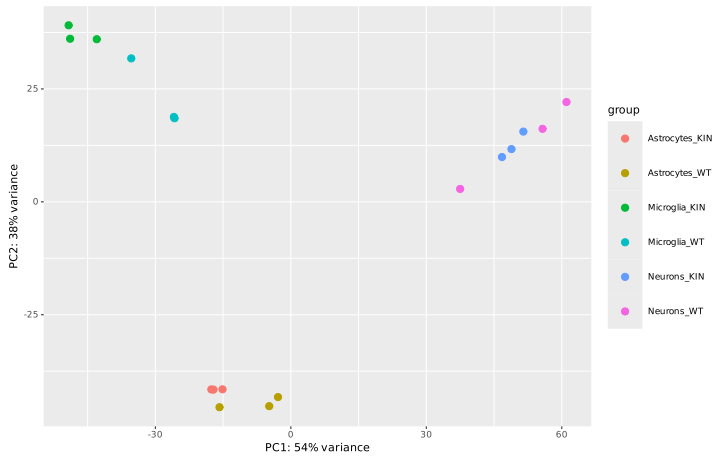

Figure 3: Principal Component Analysis (PCA) based on the 500 transcripts with the highest variance.

Results for Astrocytes\_KIN

Table 4: Top 15 expressed transcripts and smallIRNAs based on tags-per-million-normalized counts.

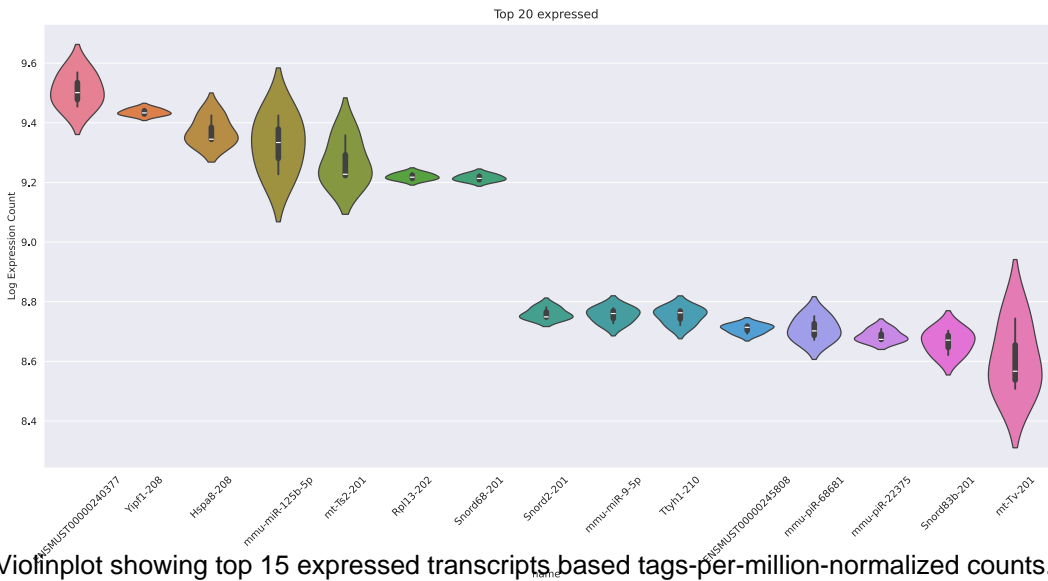

Figure 4: Violinplot showing top 15 expressed transcripts based tags-per-million-normalized counts.

Results for Astrocytes\_WT

Table 5: Top 15 expressed transcripts and smallIRNAs based on tags-per-million-normalized counts.

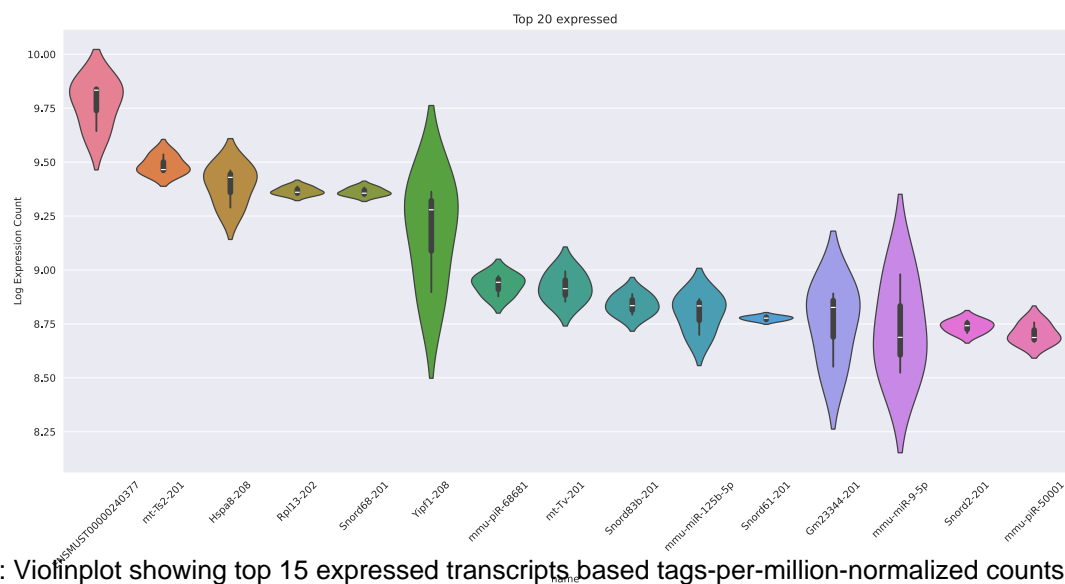

Figure 5: Violinplot showing top 15 expressed transcripts based tags-per-million-normalized counts.

Results for Microglia\_KIN

Table 6: Top 15 expressed transcripts and smallIRNAs based on tags-per-million-normalized counts.

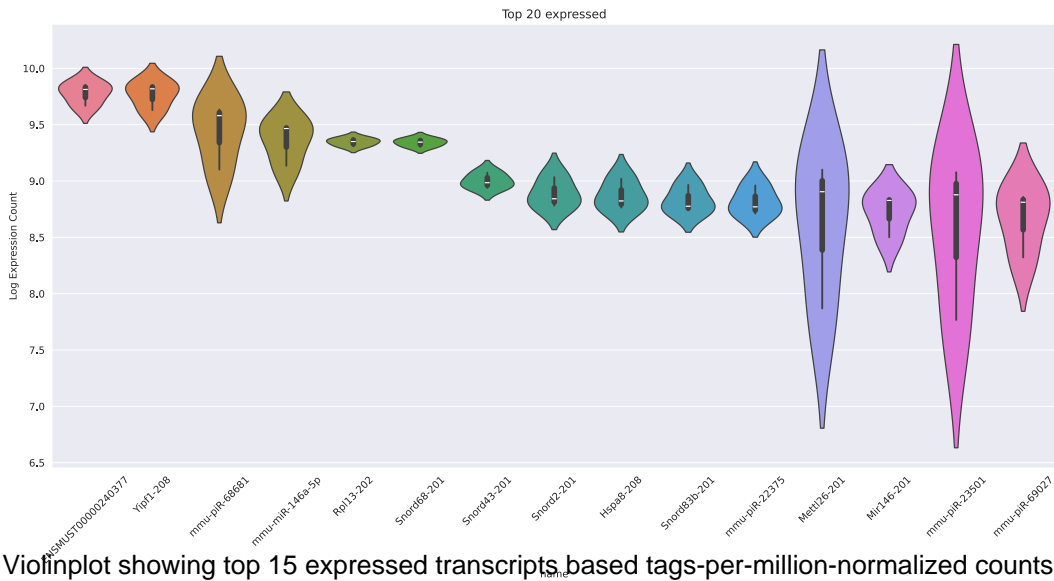

Figure 6: Violinplot showing top 15 expressed transcripts based tags-per-million-normalized counts.

Results for Microglia\_WT

Table 7: Top 15 expressed transcripts and smallIRNAs based on tags-per-million-normalized counts.

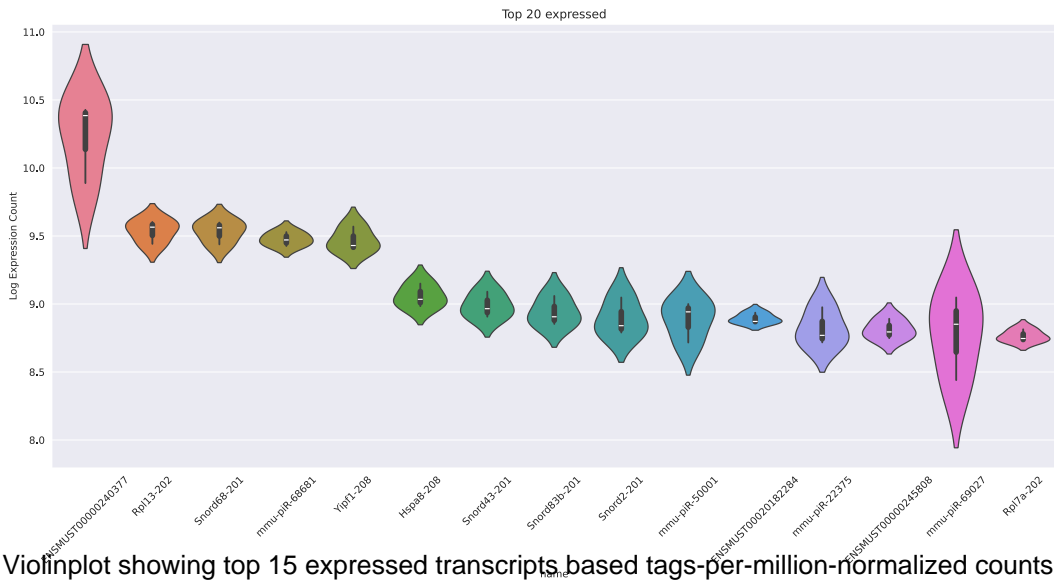

Figure 7: Violinplot showing top 15 expressed transcripts based tags-per-million-normalized counts.

Results for Neurons\_KIN

Table 8: Top 15 expressed transcripts and smallIRNAs based on tags-per-million-normalized counts.

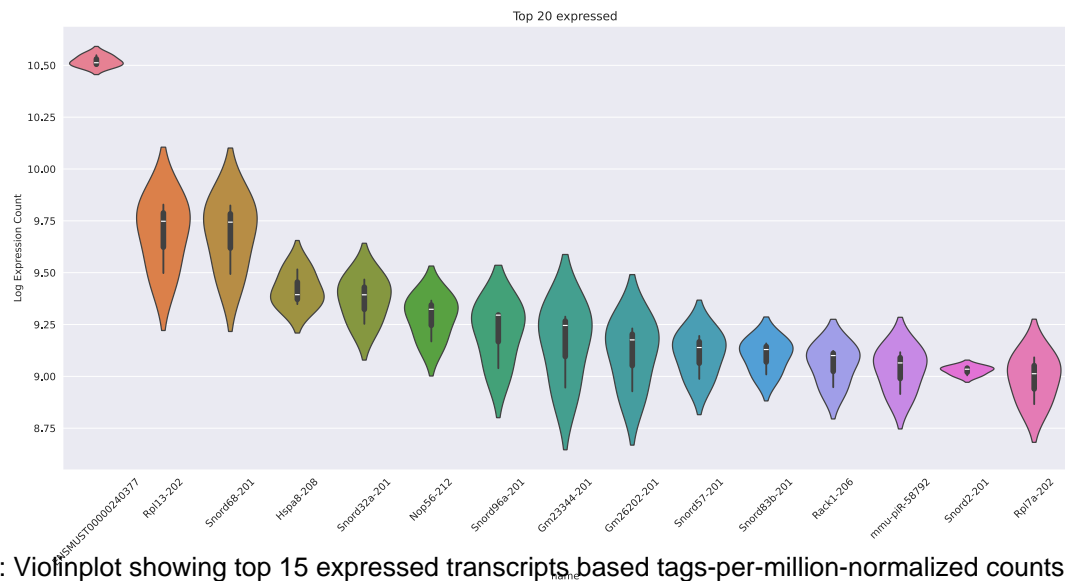

Figure 8: Violinplot showing top 15 expressed transcripts based tags-per-million-normalized counts.

Results for Neurons\_WT

Table 9: Top 15 expressed transcripts and smallIRNAs based on tags-per-million-normalized counts.

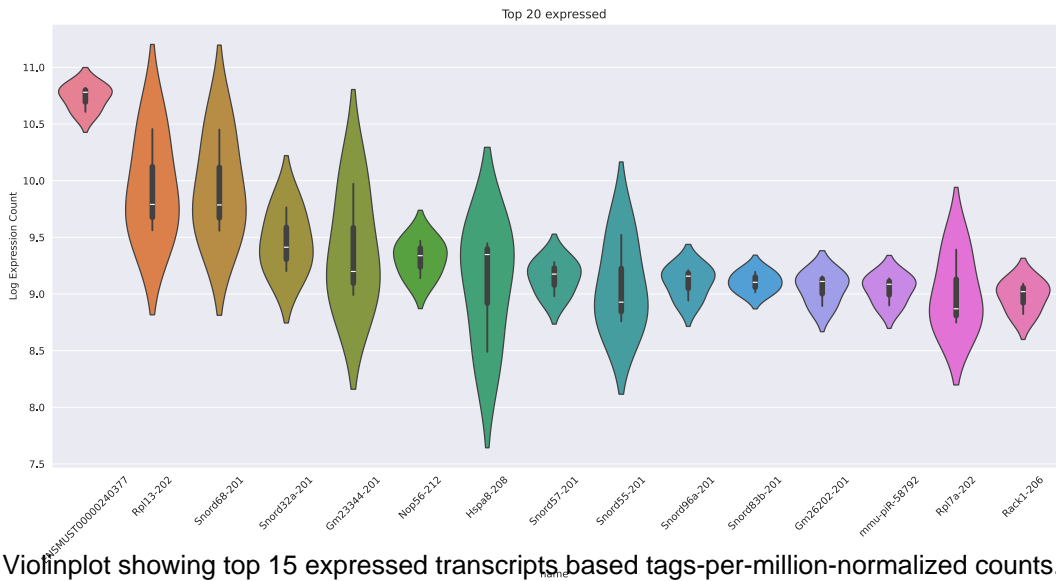

Figure 9: Violinplot showing top 15 expressed transcripts based tags-per-million-normalized counts.

### ***Astrocytes\_KIN vs. Astrocytes\_WT***

Table 10: Top differentially upregulated transcripts and smallRNAs in Astrocytes\_KIN.

Table 11: Top differentially downregulated transcripts and smallRNAs in Astrocytes\_KIN.

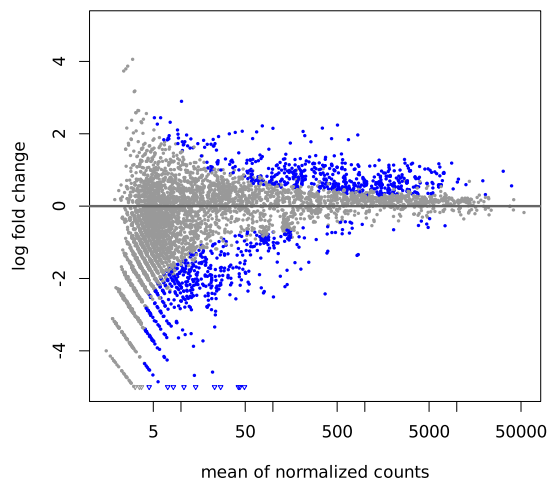

Figure 10: MA-plot showing the log2 fold changes attributable to a given variable over the mean of normalized transcript counts for all the samples. Points will be colored blue if the adjusted p-value is less than 0.1..

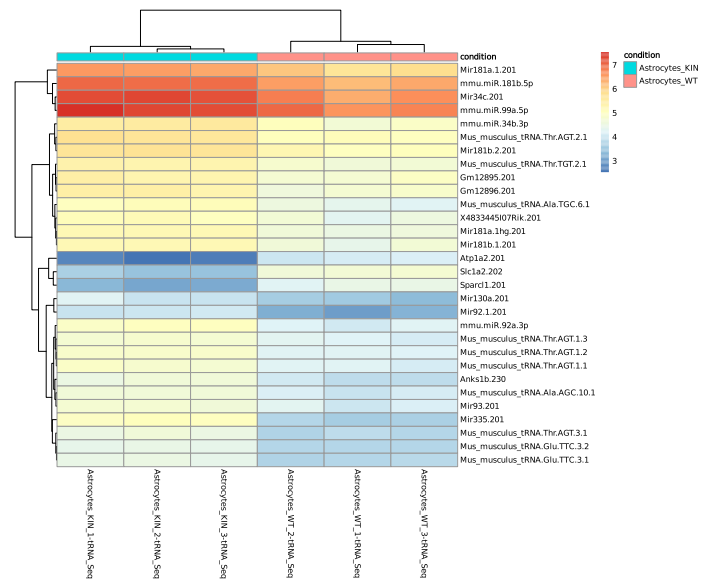

Figure 11: Clustered heatmap showing top differentially expressed transcripts and smallRNAs.

Microglia\_KIN vs. Microglia\_WT

Table 12: Top differentially upregulated transcripts and smallRNAs in Microglia\_KIN.

Table 13: Top differentially downregulated transcripts and smallRNAs in Microglia\_KIN.

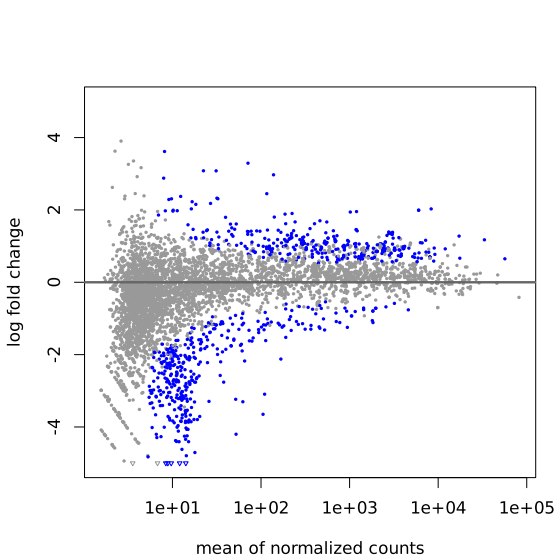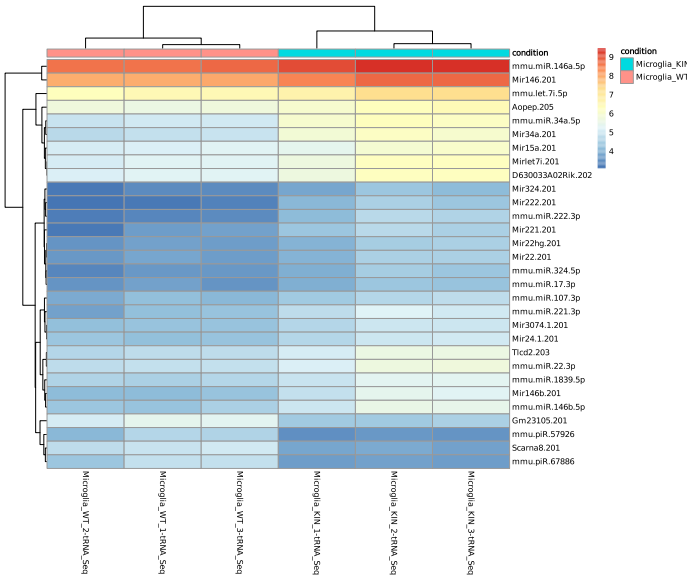

Figure 12: MA-plot showing the log2 fold changes attributable to a given variable over the mean of normalized transcript counts for all the samples. Points will be colored blue if the adjusted p-value is less than 0.1..

Figure 13: Clustered heatmap showing top differentially expressed transcripts and smallRNAs.

Neurons\_KIN vs. Neurons\_WT

Table 14: Top differentially upregulated transcripts and smallRNAs in Neurons\_KIN.

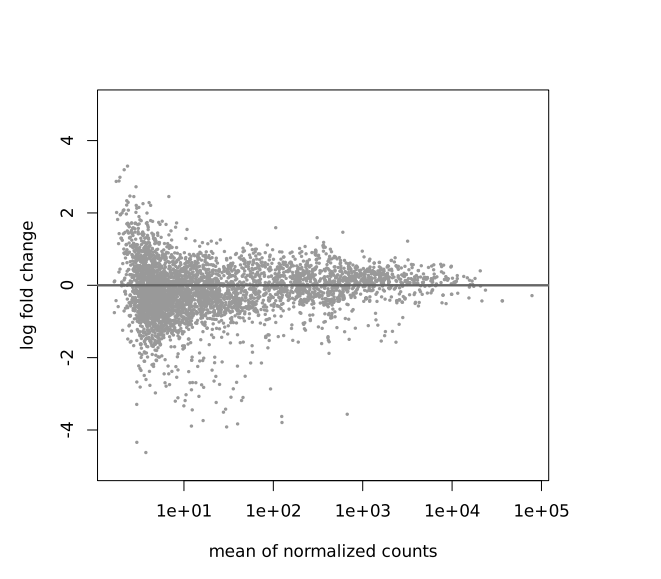

Table 15: Top differentially downregulated transcripts and smallRNAs in Neurons\_KIN.

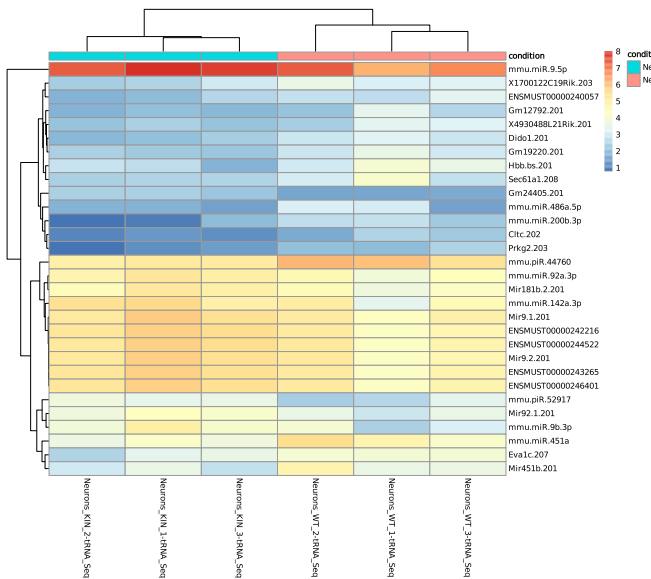

Figure 14: MA-plot showing the log2 fold changes attributable to a given variable over the mean of normalized transcript counts for all the samples. Points will be colored blue if the adjusted p-value is less than 0.1..

Figure 15: Clustered heatmap showing top differentially expressed transcripts and smallRNAs.

## References

- [1] Martin, M. (2011) Cutadapt Removes Adapter Sequences from High-Throughput Sequencing Reads. *EMBnet Journal*, 17, 10-12. <https://doi.org/10.14806/ej.17.1.200>
- [2] <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>
- [3] Langmead, B., & Salzberg, S. L. (2012). Fast gapped-read alignment with Bowtie 2. *Nature methods*, 9(4), 357-359. <https://doi.org/10.1038/nmeth.1923>
- [4] Anders, S., Pyl, P. T., & Huber, W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics (Oxford, England)*, 31(2), 166-169. <https://doi.org/10.1093/bioinformatics/btu638>
- [5] Love, M. I., Huber, W., & Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology*, 15(12), 550. <https://doi.org/10.1186/s13059-014-0550-8>
- [6] Stephens, M. (2017). False discovery rates: a new deal. *Biostatistics*, 18(2), 275-294.
- [7] Ewels, P., Magnusson, M., Lundin, S., & Käller, M. (2016). MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics (Oxford, England)*, 32(19), 3047-3048. <https://doi.org/10.1093/bioinformatics/btw354>

How the deposited data were processed for this re-analysis (not part of the article)

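RNA from astrocyte, microglia and neuronal fractions of brains of WT and *Atxn2*-CAG100-KIN mice at the age of 10 months was sequenced in 18 libraries, 3 for each fraction and genotype. The sample labels give fraction, genotype and replicate number, and these labels alone set the groups. RNA concentrations were taken from Table S1.

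The authors removed duplicate reads by their unique molecular identifiers and trimmed them. They mapped the reads with Bowtie2 in steps to small and non-coding RNA and then to the mouse genome mm39. They counted them with HTSeq without regard to strand. In Supplementary Material S1, small and non-coding RNA was counted by transcript identifier and the genome step by gene identifier. The deposited counts are listed per transcript, as whole numbers without normalization. The deposited log2 fold changes and their standard errors were computed by the authors with DESeq2 for the compound comparison and each fraction. The supplement describes shrinkage with ashr, but the median absolute difference of the deposited log2 fold changes from unshrunken DESeq2 values computed here was 1.3e-06 in astrocytes, 1.4e-06 in microglia, 1.6e-06 in neurons and 0.0572 in the compound comparison. The deposited p-values, unadjusted and adjusted for the false discovery rate, come from the same DESeq2 analysis of the authors. The transcript identifiers were looked up in the GENCODE annotation of GRCm39, the same assembly as mm39. The table had 116873 transcripts under 35823 symbols, and 137 entries without a symbol stayed as they were. The fold changes and *p* values of the authors were used only for this comparison and to count their calls. Another 36 columns of per-sample values were not used here.

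All fits started from the counts. Transcripts with at least 5 reads in at least 2 libraries of the fit were kept, library sizes were scaled with TMM, and edgeR 4.0.16 was used with its quasi-likelihood test. Benjamini-Hochberg adjustment ran over all transcripts or genes of a fit. A change was called at an adjusted *p* of at most 0.05 and an absolute log2 fold change of at least 1. The log2 fold changes of edgeR use a prior count of 0.125, and standard errors were derived from the fold change and its F statistic. Each fraction was fitted on its own 6 libraries, the compound comparison on all 18 with the fraction as a covariate, and the difference between the KIN effects of microglia and astrocytes as an interaction term on 12. Counts were summed by symbol for results at the gene level. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, which was preset and not estimated from the libraries. The 9 set tests were adjusted as one family. Set lists came from the paper's gene names or from gene symbols. Principal components used the log2 CPM with a prior count of 2 of the 500 transcripts with the highest variance. Marker genes were compared between fractions with a two-sided exact permutation test.

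The libraries differ in depth, and the smallest neuronal library is the shallowest. A library with 3 counts or fewer was taken to be at the floor, and a fold against a group at the floor in every library was computed against the floor and given as a lower bound. The mean of the other group entered this bound without its spread, so the bound is not a confidence limit. Floors and standard errors cover counting error and the spread between libraries, not errors of isolation, mapping or counting.

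The genes named in the text are those the paper names in its results or discussion, the first 5 of each of its Tables S2 to S6, and in each fraction the 3 largest changes each way among called transcripts with no overlap between KIN and WT libraries. *Xkrx*, *Arsb*, *Smarcad1* and 1 transcript of *Apoe* were added after their values were seen. Some of the named genes are not reported here; they were left out of the comparison with the paper's values, and other totals include them.

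The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors, TMM without the 13 mitochondrially encoded transcripts, no filter on low counts, a filter at a mean of 10 counts, all 18 libraries in one fit, the adjusted *p* alone as the criterion, the replicate number as a block, fry in place of camera, transcripts in place of gene sums, no fraction covariate, sums over the 3 fractions, and each replicate left out in turn. TMM without the 10 most abundant transcripts, and DESeq2 with fold changes shrunken by ashr 2.2.63, were chosen after seeing the data. The pairing of libraries for the block comes from the replicate numbers in the sample labels; the paper does not say which numbers are the same mouse.

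The tests were tried on simulated data in which 200 transcripts with a mean of at least 10 counts were changed by 2 on the log2 scale. Recovery of changes at lower counts was not tried. edgeR recovered 173 in astrocytes, 177 in microglia and 200 in the compound comparison, with 6, 8 and 4 false calls. In neurons it recovered 179 of the 199 changed transcripts that passed the filter, with 8 false calls, and in the interaction 88 of 200, with 3 false calls. Of 20 shifted gene sets, camera and fry found 20 each. Of 100 sets without a shift, camera called 2 and fry 6. Each transcript was drawn independently of the others. These simulations therefore do not show how the tests behave where genes of a set move together between libraries.

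Computations used R 4.3.3, Python 3.11, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, with a random seed of 319. Spliceosomal U-snRNA genes, *Rian*, transfer RNA, small RNA, microarray, RT-qPCR, cell counts and microscopy were not analysed here.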

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

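The tests of sequence shared with *Bc1*, of telomeric repeats and of *Xkrx* in microglia were chosen after the result was seen, and library factors without the abundant transcripts were chosen after seeing the data; the counts of other splits and the test of sequence shared by the abundant transcripts were written beforehand.

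The effect of the KIN genotype differed between microglia and astrocytes for 171 transcripts by an interaction term at the thresholds used elsewhere, 120 of them with the larger value in microglia and 51 with the larger value in astrocytes. Among those with the larger value in microglia, 96 had opposite signs in the fractions, 19 had the same sign and 5 were tested in 1 fraction; among those with the larger value in astrocytes, these numbers were 34, 7 and 10. In the 32 splits of the difference of the KIN effect, microglia minus astrocytes, that keep one library of each replicate number on each side, 3 gave as many transcripts, the real split included. These splits include exchanges of KIN and WT in one fraction alone, which turn an effect shared by both fractions into a difference between them, so this count does not decide whether the difference arises by chance.

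Among these transcripts, 1 transcript of *Apoe* (ENSMUST00000174064) was looked at because the interaction term was past the thresholds; its difference was 3.22 (standard error 0.374, edgeR adjusted *p* = 8.3e-14). Its log2FC was −0.07 in astrocytes and 3.11 in microglia (standard error 0.274, edgeR adjusted *p* = 1.1e-09), with counts of 108, 107 and 67 in WT microglia and 1075, 880 and 798 in KIN microglia. The gene sum of *Apoe* was called in microglia as well (edgeR adjusted *p* = 5.4e-07). No technical explanation was tested for this transcript alone.

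*Xkrx* (ENSMUST00000033611, chromosome X of GRCm39, 133049789 to 133063747), which the paper does not discuss, had a log2FC of −3.32 in astrocytes (standard error 0.302, edgeR adjusted *p* = 1.7e-18), with counts of 689, 239 and 1346 in WT and 164, 19 and 48 in KIN. *Arsb* (ENSMUST00000091403, chromosome 13) had a log2FC of −2.56 (edgeR adjusted *p* = 1.4e-12). If neuronal RNA co-purified with glia were the source, *Xkrx* would be lower in microglia as well, but its log2FC there was 0.70 (edgeR adjusted *p* = 0.443). Of the 2 transcripts, 0 share a 31-mer with the dendritic RNA *Bc1*. Shorter matches were not tested, so reads of *Bc1* as a source are not ruled out. Both transcripts contain at least 4 tandem copies of the telomeric repeat, on its C-rich strand, and reads of telomeric repeats may be a candidate explanation: the median log2FC of the other 4 transcripts with the repeat was −1.82 in astrocytes, against −0.02 for the 15542 transcripts without it. Since the counts do not separate the strands, telomeric DNA and telomeric RNA of either strand are not told apart, and no biological explanation was tested.

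In every library, a few transcripts held most counts: the smallest share of the 10 most abundant transcripts was 75.8%. Of these 10 transcripts, 5 share a 31-mer with annotated non-coding RNA, against 181 of 1000 transcripts drawn at random (18.1%), so reads of ribosomal or other abundant non-coding RNA that share sequence with these transcripts may contribute, but this cannot be decided for the other 5. With library factors from the other transcripts, 893 transcripts were called lower in astrocytes against 911. Since TMM trims such transcripts already, this comparison does not rule out a few transcripts taking most of the counts as a source of the decreases in the astrocyte fraction.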

How the results depend on the processing

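All alternatives except those named in the processing summary as chosen after seeing the data were set before the data were examined; the tests of WT replicate 2 were chosen after the result was seen. The cause of a change was not tested unless a value is given for it.

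Of the 146 single transcripts and genes named in the text, 1944 values were computed under alternatives: 1695 kept their direction and their side of the threshold, 219 were no longer past it, 29 passed it newly and 1 had the other sign. With DESeq2 instead of edgeR, 60 of the 109 that were called were no longer past the thresholds.

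With DESeq2 instead of edgeR, the number called was 358 in astrocytes (transcripts), 416 in astrocytes (gene level), 41 in microglia (transcripts), 48 in microglia (gene level), 116 in the compound comparison, 77 for the difference between microglia and astrocytes, 128 for changes alike in both glial fractions and the compound, and 0 in neurons at both levels, where 39 transcripts were higher and 65 lower, and 56 genes higher and 78 lower, at an unadjusted *p* of at most 0.05. With shrunken log2 fold changes, 123 genes were called in astrocytes, 11 in microglia and 0 in neurons, with the same unadjusted *p* values as DESeq2. With no low-count filter, the number was 705 in astrocytes (transcripts), 276 in microglia (gene level), 35 (transcripts) and 28 (gene level) in neurons, 256 in the compound comparison, 72 for the difference between fractions and 553 for changes alike. With at least 10 counts on average, it was 735 in astrocytes, 61 (transcripts) and 94 (gene level) in microglia, 118 in the compound comparison and 0 in neurons, where 29 transcripts were higher and 82 lower, and 31 genes higher and 95 lower, at an unadjusted *p* of at most 0.05. With all 18 libraries in one fit, it was 799 in astrocytes and 198 in microglia for transcripts, and 42 transcripts and 25 genes in neurons. In neurons, DESeq2 size factors gave 2 transcripts, TMM without mitochondrial transcripts 2 transcripts, and TMM without the 10 most abundant transcripts 1 gene.

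In the compound comparison, no fraction covariate gave 0 calls (463 higher and 450 lower at an unadjusted *p* of at most 0.05), and the 3 fractions summed over libraries of the same genotype and number gave 786. Changes alike numbered 30 with an adjusted *p* in each and 158 with the compound without the fraction covariate.

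With the replicate block, the number called was 1410 transcripts and 1198 genes in astrocytes, 91 and 155 in microglia, 364 in the compound comparison, 190 for the difference between fractions and 313 for changes alike; in neurons it was 0 transcripts (92 higher and 128 lower at an unadjusted *p* of at most 0.05) and 1 gene. The medians of the gene sets under the block were 0.78, 0.81 and 0.17 for ribosomal proteins in astrocytes, microglia and neurons, −2.06 and −2.09 for neuronal markers in astrocytes and microglia, 2.15 for activation genes and 0.14 for SMN pathway genes. Deviations of WT and KIN libraries of the same number correlated with an r of 0.0266 in astrocytes, −0.0666 in microglia and 0.0132 in neurons, all within ±0.1 of 0. Between fractions of one genotype, the largest such correlation was 0.197, for astrocytes and microglia of WT.

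With fry instead of camera, the adjusted *p* was 0.0705 for neuronal marker genes in astrocytes (median −1.97), 0.0829 for ribosomal proteins (0.80) and neuronal marker genes (−2.22) in microglia, 0.130 for ribosomal proteins in neurons (0.15), 0.0705 for histone genes (0.27) and 0.0663 for SMN pathway genes (0.14). Over all alternatives the adjusted *p* of these sets ranged from 6.5e-23 to 0.0705 for neuronal marker genes and 0.00757 to 0.381 for SMN pathway genes in astrocytes, from 9.0e-57 to 0.0829 for ribosomal proteins and 2.4e-29 to 0.0829 for neuronal marker genes in microglia, and from 2.5e-09 to 0.130 for ribosomal proteins and 1.5e-16 to 0.0705 for histone genes in neurons. SMN pathway genes had a median of 0.048 with features as listed (adjusted *p* = 0.122) and of 0.041 with at least 10 counts on average (adjusted *p* = 0.381). The median of nuclear OXPHOS subunit genes was −0.037 with features as listed, −0.06 without WT replicate 1, −0.04 without KIN replicate 2 and −0.12 without KIN replicate 3, each with the other sign. The variance explained by PC1 and PC2 was 91.3% with DESeq2's variance-stabilizing transformation and 56.7% with all features.

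Across the 6 fits that each left out one replicate, the number called ranged from 564 to 1783 transcripts and 573 to 1527 genes in astrocytes, 30 to 493 transcripts and 35 to 453 genes in microglia, 0 to 14 transcripts and 0 to 22 genes in neurons (the 0 came without KIN replicate 1, 2 or 3, with 69, 102 and 77 transcripts higher and 119, 117 and 128 lower, and 98, 124 and 96 genes higher and 122, 143 and 147 lower, at an unadjusted *p* of at most 0.05), 168 to 745 in the compound comparison, 53 to 240 for the difference between fractions and 132 to 555 for changes alike. The medians ranged from 0.085 to 0.35 for SMN pathway genes, 0.074 to 0.22 for ribosomal proteins in neurons and −0.12 to 0.16 for OXPHOS genes, and the variance explained from 93.4% to 93.95%. *Atxn2* in neurons ranged from −0.54 to 0.34, with the other sign without WT replicate 2.

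In astrocytes, microglia and the compound comparison, leaving out WT replicate 2 gave the most calls. By total counts, WT replicate 2 is the smallest WT library in 0 of the 2 glial fractions, but by the TMM-scaled size used in the fits it is the smallest in microglia, so library size is not excluded there. WT replicate 2 was the lowest WT library in 67.4% of the transcripts called lower in astrocytes and 74.6% of those called lower in microglia, against 29.2% and 39.2% of transcripts with an unadjusted *p* above 0.5. It was the lowest in 16.4% and 18.8% of those called higher, so it was seldom the WT library furthest below KIN there. How often it was the WT library closest to KIN among those called higher was not counted. Neuronal RNA co-purified in amounts that vary between libraries is a candidate explanation for these decreases, but does not by itself explain the pattern among the transcripts called higher. The paper's mutant-WT pairs were of both sexes, and it does not say which replicate numbers were male or female. Sex was not tested here and is not excluded.

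Of the splits of the 6 libraries of a fraction, the 4 that put one library of each replicate number on each side are comparable with the real one; the others put libraries of the same number together. Including the real split, a result as large came from 1 of 4 for astrocytes KIN vs WT, features as listed, 1 of 4 for microglia KIN vs WT, features as listed, 3 of 4 for neurons KIN vs WT, features as listed, and at the gene level from 1, 1 and 2 of 4. For the gene sets it came from 1 of 4 in each case except nuclear OXPHOS subunit genes in neurons and SMN pathway genes in astrocytes, with 3 of 4; so few splits cannot give a share under 0.05, and the neuronal marker and activation genes were named by the paper from these same libraries. For the compound comparison and for features changed alike in both glial fractions and the compound it came from 1 of 100 splits each, and with whole replicates regrouped from 1 of 4. The 100 splits include exchanges of KIN and WT in one fraction alone, which weaken an effect shared by the fractions. They also treat the fractions of a brain as independent, so they do not decide whether these results arise by chance.

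The 2 planned tests of spliceosomal U-snRNA genes were not run, since 0 of 11 symbols were found in the table used.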

Differences from the paper's values

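No test of a cause was made in this part. Gene-level values here are unshrunken and come from transcripts summed by symbol. The paper's supplement describes shrunken fold changes, and counting by gene identifier for reads mapped to the genome. Whether this difference in counting accounts for any gap was not tested. DESeq2 with shrunken log2 fold changes was chosen after seeing the values. Of 71 transcript fold changes compared, 0 differed; of 47 gene fold changes, 32 differed, and 24 of these 32 no longer differed with the shrunken values, while 4 others differed only with them; with the shrunken values 12 of the 47 differed.

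None of the alternatives set before the data were examined closed the gap for the following log2 fold changes, while the shrunken values, chosen after seeing the values, did. In astrocytes, these were −2.09 for *Nefl* against the paper's −0.65, −2.04 for *Eno2* against the paper's −1.37, −2.26 for *Rbfox3* against the paper's −0.50, at least −1.51 for *Gad1* as a lower bound against the paper's −0.42, −1.61 for *Gad2* as a bound against the paper's −0.33, −1.47 for *Neurod2* as a bound against the paper's −0.50, 1.97 for *Vim* against the paper's 1.05, and −2.74 for *Etnppl* as a bound against the paper's −1.76. In microglia, they were −1.42 for *Nefl* as a bound against the paper's −0.30, −2.20 for *Eno2* against the paper's −1.17, −1.47 for *Rbfox3* against the paper's −0.12, −2.18 for *Gad1* against the paper's −0.08, 0.95 for *Tyrobp* against the paper's 0.02, −0.56 for *Atxn2* against the paper's −0.03, 2.16 for *Fam20c* against the paper's 1.57, −2.52 for *Sptbn4* as a bound against the paper's −1.23, and −1.71 for *Sptbn1* against the paper's −0.72.

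Some alternatives set before the data were examined closed the gap for these, as did the shrunken values, chosen after seeing the values. *Map1b* in microglia was −2.24 against the paper's −1.60 (closed without WT replicate 3). *Grin1* in astrocytes was −0.82 against the paper's −0.55 (closed with DESeq2, with all 18 libraries in one fit, and without WT replicate 1, WT replicate 2 or KIN replicate 3). *Gfap* was 0.80 against the paper's 0.33, *S100b* in astrocytes 0.93 against the paper's 0.59, and *Sptbn4* in astrocytes −2.0 against the paper's −1.4 (each closed without WT replicate 1 or WT replicate 3). *Vim* in microglia was 0.55 against the paper's 0.005 (closed with DESeq2, the replicate block, and without WT replicate 3 or KIN replicate 2). *Spp1* was 3.94 against the paper's 3.21 (closed without WT replicate 1 or WT replicate 2). The other alternatives did not close these gaps.

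The shrunken values did not close the remaining gaps. *Slc17a7* in astrocytes was −2.94 against the paper's −1.85 (closed with transcripts as listed), *Lpl* 1.198 against the paper's 1.55 (closed without WT replicate 3), and *Dnm1* −3.10 against the paper's −2.59 (closed with DESeq2, and without WT replicate 1, WT replicate 3 or KIN replicate 3). None of the alternatives set before the data were examined closed the gap for *Slc17a7* in microglia (−2.56 against the paper's −0.65), *Grin1* in microglia (−1.26 against the paper's −0.37), *S100b* in microglia (−0.80 as a bound against the paper's 0.01), *Gpnmb* (4.00 against the paper's 4.81) and *Syne1* (−1.09 against the paper's −1.74).

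In neurons, 6765 genes passed the filter here, and the paper gives 12000 quantifiable genes. Neither transcripts as listed nor no filter closed the gap. Symbols with at least 1 read in a single neuronal library numbered between 10590 and 15129, a range that includes the paper's number. At the gene level in astrocytes, 285 genes were called higher and 754 lower, and the paper's supplement lists 7 and 112; no alternative set before the data were examined closed these. The supplement describes a further filter by mean, log2 fold change and standard error, which was not used here. With shrunken log2 fold changes, chosen after seeing the values, 25 genes were called higher and 98 lower in astrocytes, and 10 higher and 1 lower in microglia, which closed the gap for lower genes in astrocytes and higher genes in microglia. In microglia, 80 were called higher and 85 lower, and the supplement lists 11 and 11; the number of higher genes no longer differed without KIN replicate 2 and that of lower genes without KIN replicate 3.

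The statements from here on are set against the adjusted *p* and fold threshold used here, while the paper compares profiles at nominal significance. At an unadjusted *p* of at most 0.05, the single genes and transcripts named below as not called are past that criterion, except *Cst3*, *Atxn2*, *Vim* and *S100b* in microglia and *Pvalb* in astrocytes.

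The paper gives *Cd68* as significantly higher in microglia; here its edgeR adjusted *p* was 0.266, and it was past the thresholds without WT replicate 2. It counts *Cst3* among massive increases of microglia; here its log2FC was 0.02 (edgeR adjusted *p* = 0.995). It gives *Atxn2* as significantly lower in microglia (here edgeR adjusted *p* = 0.469), *Aldh1l1* and *Aqp4* as significantly lower in astrocytes (here edgeR adjusted *p* = 0.0941 and 0.0841), *Snrpd1* as significantly higher in astrocytes (here edgeR adjusted *p* = 0.160), and *Sptb* as significantly lower in microglia (here edgeR adjusted *p* = 0.240), and no alternative called these. *Eftud2* is given as significantly higher in neurons; here its edgeR adjusted *p* was 0.294, and it was called with no low-count filter and with all 18 libraries in one fit. *Vim* and *S100b* are given as significantly higher also with their microglial values; here their edgeR adjusted *p* in microglia was 0.759 and 0.546. The gene of glutamine synthetase is given at a normal level in the paper's main text, while its supplement names *Glul* among the most significant astrocyte changes. Here *Glul* was called lower in astrocytes, with a log2FC of −1.15 (edgeR adjusted *p* = 0.000209). Decreases are said to dominate in all fractions; here 71 transcripts were called higher and 59 lower in microglia. Among genes, 80 were higher and 85 lower there, with all 18 libraries in one fit 88 transcripts were higher and 110 lower, and among the called transcripts 26 were higher and 40 lower at an absolute log2FC of at least 2. Increases led among microglial transcripts with DESeq2 (28 and 13), with at least 10 counts on average (43 and 18) and without WT replicate 2 (320 and 173). They also led at an unadjusted *p* of at most 0.05 (825 and 714).

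Among the markers the paper lists as reduced, some were not past the thresholds here. In microglia these were *Mapt* (edgeR adjusted *p* = 0.0665; called with all 18 libraries in one fit and without WT replicate 2), *Gad1* (edgeR adjusted *p* = 0.0915; called with no low-count filter, with all 18 libraries in one fit and without WT replicate 2), and *Nptx1*, *Sptan1*, *Rbfox3* and *Grin1* (edgeR adjusted *p* = 0.0879, 0.133, 0.116 and 0.188; each called without WT replicate 2). *Grin1* in astrocytes had a log2FC of −0.82 and was called without KIN replicate 2. *Pvalb* in astrocytes (edgeR adjusted *p* = 0.345) was called under no alternative.

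*Lgals3* is given among the strongly significant increases of microglia; here its transcript had an edgeR adjusted *p* of 0.0726 and was called without WT replicate 2, and its gene sum was called (edgeR adjusted *p* = 0.00376). Among the decreases the paper calls consistent, *Nefh* in microglia (edgeR adjusted *p* = 0.147) was called under no alternative, *Syt1* in microglia (edgeR adjusted *p* = 0.0560) with no low-count filter, all 18 libraries in one fit and without WT replicate 2, and the transcript of *Slc17a7* in microglia (edgeR adjusted *p* = 0.110) under these and with gene sums. The paper reports a decrease of oxidative phosphorylation genes; here the median log2FC of nuclear subunit genes in neurons was 0.05, and it was −0.037 with features as listed.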

Other observations

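Among the tests in this part, those of telomeric repeats were chosen after the result was seen, and those of transcript length and depth were written beforehand.

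Ribosomal protein transcripts are short, and in astrocytes other protein-coding genes with transcripts as short had a median log2FC of 0.48 against 0.78 for the ribosomal protein genes, so transcript length may account for part of the increase of ribosomal protein transcripts there. In microglia the value for such genes was 0.12 against 0.80. The other genes share an upper limit of length with the ribosomal protein genes and were not matched to them gene by gene, so an effect of length is not excluded there. Sequence shared with pseudogenes was not tested.

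The increase of histone transcripts in the neuronal fraction coincides with deeper KIN libraries. With the KIN libraries thinned to the depth of WT, the median log2FC of the set was 0.29 against 0.27 with all counts, but random thinning is expected to leave normalized fold changes in place, so a difference in depth between the genotypes is not ruled out by this test.

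A hypothesis for the decrease of *Xkrx* and *Arsb* in astrocytes is that reads of telomeric repeats are counted for the transcripts that contain the repeat. Of the 6 tested transcripts with the repeat in astrocytes, 4 were called lower, and the median of those other than *Xkrx* and *Arsb* was −1.82. *Smarcad1* (ENSMUST00000205092) had a log2FC of −3.40 (edgeR adjusted *p* = 4.2e-10), the transcripts of *Wls* −1.73 (edgeR adjusted *p* = 0.0426) and −1.90 (edgeR adjusted *p* = 0.148), and *Sympk* 0.02 (edgeR adjusted *p* = 0.982). In microglia and neurons, 4 transcripts with the repeat were tested in each, with medians of 0.62 and 0.09. The ratio of *Xkrx* to *Arsb* counts varied between 1.19 and 2.75 over the 18 libraries. Whether the decrease reflects less telomeric RNA, less carried-over DNA or something else could not be decided from these counts.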
